# JAK/STAT inhibition protects glucocorticoid receptor knockout mice from lethal malaria-induced hypoglycemia and hyperinflammation

**DOI:** 10.1038/s44321-025-00264-w

**Published:** 2025-07-23

**Authors:** Fran Prenen, Leen Vandermosten, Sofie Knoops, Emilie Pollenus, Hendrik Possemiers, Pauline Dagneau de Richecour, Giorgio Caratti, Christopher Cawthorne, Sabine Vettorazzi, Yevva Cranshoff, Dominique Schols, Sandra Claes, Christophe M Deroose, Uwe Himmelreich, Jan Tuckermann, Philippe E Van den Steen

**Keywords:** Glucocorticoid Receptor, Hypoglycemia, Malaria, Ruxolitinib, Tolerance, Microbiology, Virology & Host Pathogen Interaction

## Abstract

Disease tolerance is a key defense mechanism that limits damage to the host without directly reducing pathogen levels. In malaria, these mechanisms are essential for preventing severe disease and death but remain poorly understood. In this study, we show that glucocorticoid receptor (GR)-mediated processes play a vital role in disease tolerance during *Plasmodium chabaudi* AS infection. GR deletion in infected mice resulted in lethal hypoglycemia and a cytokine storm. Hypoglycemia was driven by severe metabolic dysfunction in the liver and spleen, characterized by increased glucose uptake, glycogen depletion, a dominant glycolytic profile and reduced gluconeogenic gene expression. Importantly, this hypoglycemic state was strongly associated with overactivation of the JAK/STAT pathway and excessive cytokine expression. Treatment with the JAK1/2 inhibitor ruxolitinib significantly improved survival by preventing lethal hypoglycemia and suppressing hyperinflammation. Our findings reveal a novel link between GR signaling, STAT3 activation, cytokine expression and glucose metabolism during severe malaria. This underscores the critical role of GR-mediated processes in disease tolerance and highlights ruxolitinib as a promising adjuvant therapy for managing life-threatening metabolic complications in malaria.

## Synopsis

In malaria, loss of disease tolerance results in severe complications that are challenging to manage and can result in death. This study shows that disease tolerance in malaria is mediated by glucocorticoid receptor (GR) signaling by limiting STAT3 activation, and identifies a potential therapeutic treatment for severe malaria.

- In wildtype (WT) mice, GR signaling suppresses STAT3 activation during *Plasmodium chabaudi* AS (*Pc*AS) infection, preserving normoglycemia and controlling inflammation.
- In contrast, GR-deficient (GRiKO) mice exhibit excessive STAT3 activation, resulting in hypoglycemia, uncontrolled inflammation, and death.
- Pharmacological inhibition of STAT3 with ruxolitinib in GRiKO mice restores glycemia and controls cytokine levels and restores disease tolerance.

## Abstract (web summary)

In malaria, loss of disease tolerance results in severe complications that are challenging to manage and can result in death. This study shows that disease tolerance in malaria is mediated by glucocorticoid receptor (GR) signaling by limiting STAT3 activation, and identifies a potential therapeutic treatment for severe malaria.

The paper explained **Problem**

Severe hypoglycemia in complicated malaria is closely linked to lethality, even with optimal care. The underlying cause of this critical drop in blood glucose remains unclear, and there are currently no available adjunctive treatments for complicated malaria.

**Results**

Our study shows that the glucocorticoid pathway is critical to avoid the malaria-induced hypoglycemia. When the glucocorticoid pathway is deficient, overactivation of the JAK/STAT pathway leads to lethal hypoglycemia and hyperinflammation in malaria-infected mice. Treatment with the JAK/STAT inhibitor ruxolitinib successfully prevented hypoglycemia and hyperinflammation and improved survival without affecting parasitemia.

**Impact**

We identify JAK/STAT overactivation as a key driver of fatal hypoglycemia and hyperinflammation in malaria. Targeting this pathway with ruxolitinib may offer a novel therapeutic approach to prevent severe metabolic complications in malaria, potentially saving lives.

## Introduction

Malaria, caused by protozoan parasites of the genus *Plasmodium*, remains one of the deadliest infectious diseases worldwide. In 2023 alone, the World Health Organization reported 263 million clinical malaria cases and 597,000 deaths (World Health Organization, 2023). The clinical outcomes of malaria are highly variable, ranging from mild symptoms with fever and fatigue to severe, life-threatening conditions such as cerebral malaria, severe anemia, acute respiratory distress syndrome (ARDS), acute kidney injury, hypoglycemia, and metabolic acidosis (Deroost et al, 2016). A key concept in understanding these varied outcomes is disease tolerance, a defense strategy which minimizes damage to the host without necessarily reducing the pathogen load (Soares et al, 2017; Medzhitov et al, 2012). This evolutionarily conserved mechanism allows some individuals to tolerate high parasitemia without severe symptoms (Imwong et al, 2016). Research using mouse models already provided significant insights into the critical role of immunometabolic adaptations in fostering this tolerance (Hirako et al, 2018; Wang et al, 2018; Cumnock et al, 2018; Ramos et al, 2022; Vandermosten et al, 2018a).

Glucocorticoids (GCs) have proven to be essential in driving disease tolerance in conditions such as sepsis (Vandewalle and Libert, 2020). GCs are stress hormones produced by the adrenal glands and are tightly regulated by the hypothalamic–pituitary–adrenal (HPA) axis (Timmermans et al, 2019). Upon release, GCs bind to the glucocorticoid receptor (GR), influencing a vast array of cellular processes, from gene transcription to non-genomic actions (De Bosscher and Haegeman, 2009; Vettorazzi et al, 2022; Panettieri et al, 2019). Crucially, GCs regulate immune responses and glucose metabolism, making them indispensable in maintaining homeostasis during infections (Cain and Cidlowski, 2017; Magomedova and Cummins, 2016; Auger et al, 2024; Stifel et al, 2022). Recent studies have underscored the significance of GCs in malaria, showing elevated levels during both human and mouse infections (Vandermosten et al, 2018a; Abdrabou et al, 2021; Vandermosten et al, 2023). Our own work has demonstrated that adrenal hormones are essential for promoting disease tolerance in experimental malaria (Vandermosten et al, 2018a). We observed reduced survival rates in adrenalectomized mice, which could be rescued by the supplementation of dexamethasone, a synthetic GC. Importantly, lethality in malaria-infected adrenalectomized mice was associated with hypoglycemia, which was independent of insulin and TNF-α. This suggests a completely different mechanism compared to the milder hypoglycemia observed in wild-type (WT) mice with mild malaria or viral infections (Hirako et al, 2018, Šestan et al, 2024). In addition, we recently established a link between diminished GC responses and disease severity in children with malaria (Vandermosten et al, 2023). Yet, the specific mechanisms by which endogenous GCs mediate disease tolerance during malaria remain poorly understood.

In this study, we used tamoxifen-inducible glucocorticoid receptor knockout (GRiKO) mice to dissect the role of GR-mediated processes in experimental malaria. Employing the rodent-specific *Plasmodium chabaudi* AS (*Pc*AS) model, which typically induces only mild symptoms despite high parasitemia in WT mice (Stephens et al, 2012), we found that GR deletion leads to excessive cytokine levels and lethal hypoglycemia, without alteration of insulin levels, highlighting a distinct pathway in glucose homeostasis. Instead, hypoglycemia was marked by increases in glucagon levels and severe metabolic dysregulation in the liver and spleen. Remarkably, the overactivation of the Janus kinase (JAK)/signal transducer and activator of transcription (STAT) pathway was central to this hypoglycemic phenotype, as its inhibition with ruxolitinib successfully prevented the lethal outcome. These findings reveal a previously unrecognized connection between GR signaling, cytokine expression, JAK/STAT activation and glucose metabolism in malaria. Overall, our results underscore the essential role of GR-mediated processes in disease tolerance and the potential of JAK/STAT inhibition as a therapeutic strategy for managing severe malaria-induced hypoglycemia.

## Results

### Confirmation of GR deletion upon tamoxifen administration

To study the role of endogenous GCs in vivo, we used tamoxifen-inducible GRiKO mice which carry two genetic modifications: a homozygous floxed exon 3 of the GR gene, and a heterozygous tamoxifen-inducible Cre-ERT2 recombinase under the control of the ubiquitously active Rosa26 promotor (Rapp et al, 2018; Tronche et al, 1999). Mice that are Cre-ERT2-positive are hereafter referred to as GRiKO, while Cre-negative littermates are referred as WT, because tamoxifen treatment results in Cre-ERT2 translocation to the nucleus and subsequent excision of the floxed GR exon 3. First, we validated the efficiency of global GR deletion in GRiKO mice upon tamoxifen administration. GRiKO mice (Cre-ERT2^+^) were treated for 5 consecutive days with 10 mg/kg tamoxifen or with vehicle. Spleen, liver, brain and lung tissues were collected 1, 2, or 4 weeks after the final tamoxifen treatment. Western blot analysis showed an 88 to 99% reduction in GRα protein expression in both spleen and liver, and a reduction of 55–65% in lung tissue upon tamoxifen treatment compared to vehicle treatment (Fig. EV1A–C). The reduction of GRα expression was already observed 1 week after the last tamoxifen treatment, and it persisted for at least 4 weeks. As expected, no significant reduction in GRα expression was found in the brain upon tamoxifen treatment (Fig. EV1D), consistent with the notion that the used tamoxifen regimen does not easily cross the blood-brain barrier (Friedel et al, 2011). Efficient GR deletion was also confirmed in adrenal gland, pancreas, muscles, white adipose tissue and kidney extracts in tamoxifen-treated GRiKO 4 weeks after the final tamoxifen treatment (Fig. EV1E–I). Overall, we confirmed the successful GR deletion in most tissues of the GRiKO mice.

**Figure EV1:**
Validation of tamoxifen treatment for the induction of global GR deletion. Tamoxifen-inducible WT and GRiKO mice were treated with vehicle or 10 mg/kg tamoxifen for 5 consecutive days. Organs were collected at 1 week, 2 weeks or 4 weeks after the last tamoxifen treatment was given. Protein expression of GRα were determined in (**A**) spleen, (**B**) liver, (**C**) lung, (**D**) whole brain, (**E**) adrenal gland, (**F**) pancreas, (**G**) quadriceps muscle, (**H**) white adipose tissue (WAT) and (**I**) kidney extracts. For (**A**–**D**): percentage of reduction in GRα protein expression in tamoxifen-treated GRiKO group relative to vehicle-treated GRiKO group. For (**E**–**I**): percentage of reduction in GRα protein expression in tamoxifen-treated GRiKO group relative to tamoxifen-treated WT group is shown. Representative blots are shown together with the semiquantitative determination of band intensities. Each datapoint represents an individual mouse. Data from one or two independent experiments. Bar graph represent median per group. Statistical differences were calculated with the Mann–Whitney *U* test. ns: *P* > 0.05. *P < 0.05. Source data are available online for this figure.

### Endogenous GCs ensure survival upon *Plasmodium chabaudi* AS infection

GRiKO and WT littermates were infected with *Pc*AS parasites to study the role of endogenous GCs in malaria tolerance. Mice were monitored daily, starting from 6 days post infection (dpi), as shown in Fig. 1A. Infection of C57BL/6J mice with *Pc*AS is known to be a mild non-lethal model of malaria whereby a transient parasitemia peak is observed (Van den Steen et al, 2010). Remarkably, approximately 50% of *Pc*AS-infected GRiKO mice succumbed to the disease between 10 and 13 dpi, while all WT mice survived (Fig. 1B). No difference in peak parasitemia was observed between both infected groups (Fig. 1C). Supporting this, no difference in systemic or liver parasite load was detected at 10 dpi (Appendix Fig. S1A,B). Mice were also scored for clinical disease severity. In both WT and GRiKO, clinical symptoms such as piloerection, trunk curl, reduced limb grasping and diminished body tone were detected upon infection. Yet, a significant increase in the severity of these symptoms was detected in infected GRiKO mice (Fig. 1D). Similar decreases in body weights were observed in both groups throughout the infection and were most pronounced shortly after the peak of parasitemia (Fig. 1E). In contrast, hypothermia (<35 °C; measured at 10 dpi) only occurred in infected GRiKO mice (Fig. 1F). We also measured liver and spleen weights at 10 dpi. In both infected groups, hepatosplenomegaly was detected, but GR deletion did not affect liver weight and only slightly increased spleen weight (Fig. 1G,H). Overall, these findings underscore the protective function of GR signaling in the context of experimental malaria.

**Figure 1:**
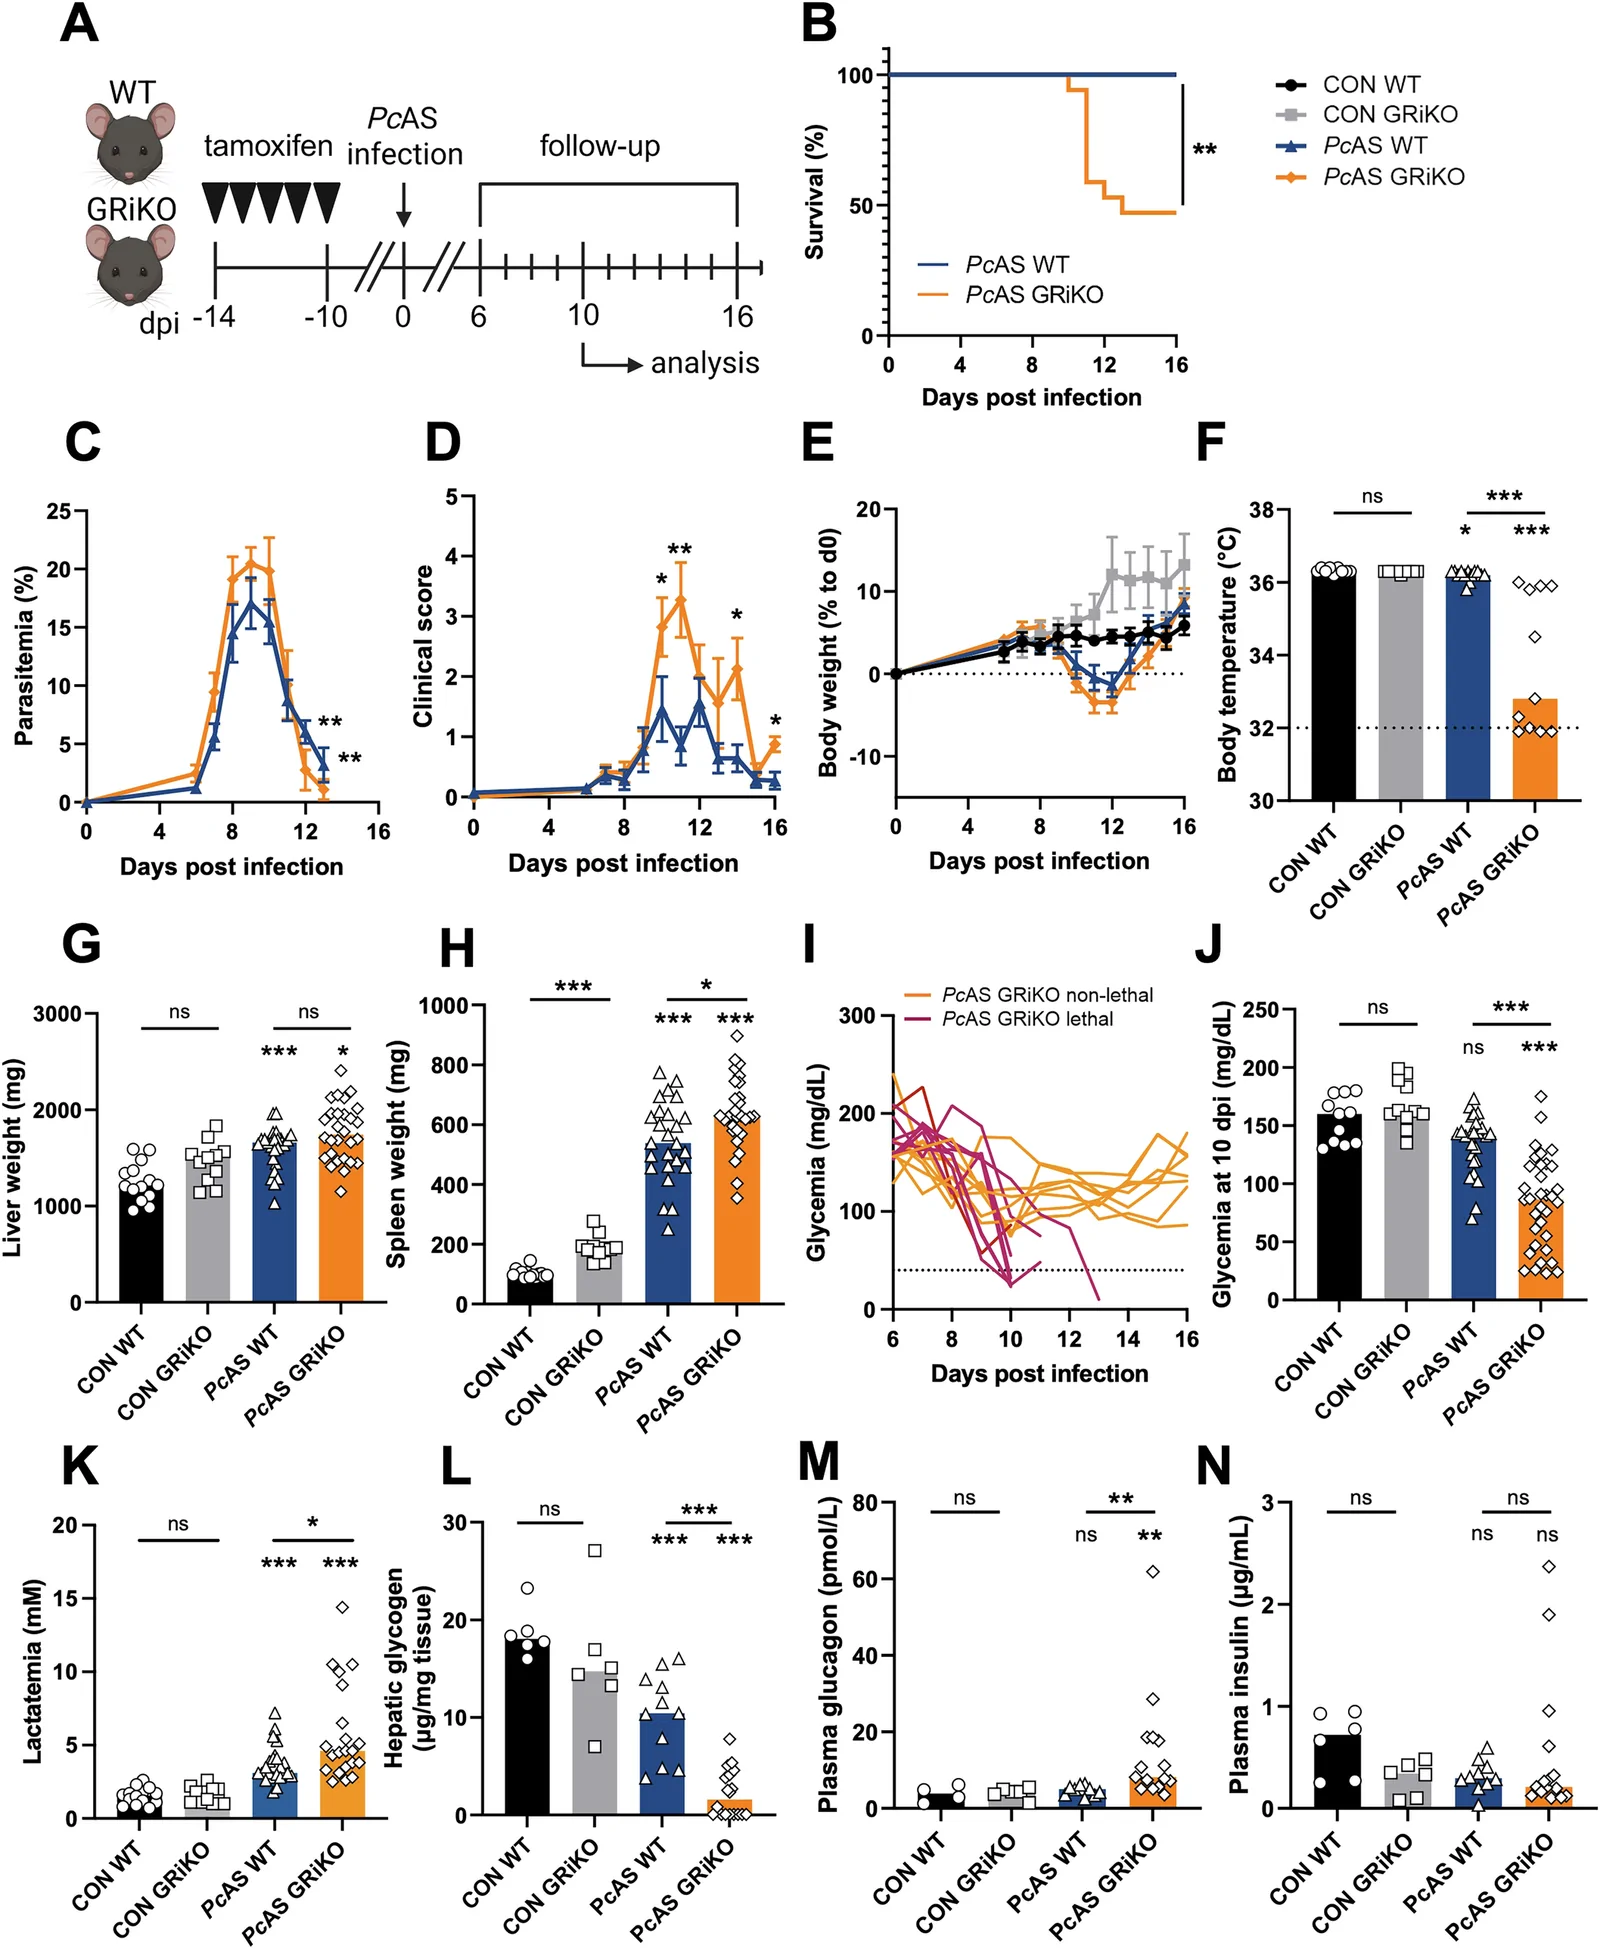
GRiKO mice develop lethal hypoglycemia upon *Pc*AS infection. WT and GRiKO mice were infected with 10^4^ *Pc*AS parasites and monitored from 6 until 16 dpi. (**A**) Schematic overview of experimental set-up is shown. (**B**) Survival rates, (**C**) parasitemia levels, (**D**) clinical scores and (**E**) body weight changes were analyzed daily. At 10 dpi, (**F**) body temperature was measured (dotted line: limit of detection (LOD). Body temperatures below the LOD were entered as 31.9 °C). (**G**) Liver and (**H**) spleen weights were measured at 10 dpi to assess hepatosplenomegaly. (**I**) Daily glycemia levels, measured from 6 dpi, are shown for *Pc*AS-infected GRiKO mice (red lines indicate lethal cases; dotted line indicates 40 mg/dL). (**J**) Glycemia levels measured at 10 dpi are shown, as well as (**K**) lactatemia, (**J**) hepatic glycogen stores, (**M**) plasma glucagon levels and (**N**) plasma insulin levels. For (**C**–**E**), mean and SEM of each group is shown; (**F**–**N**) each datapoint or line represents an individual mouse. Statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. Asterisks above data points indicate significant differences between infected and non-infected mice, asterisks above a horizontal line show significant differences between genotype. For all graphs: ns: *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001. Data from two or three independent experiments. The number of mice for graphs (**B**–**E**): CON WT: 5 mice; CON GRiKO: 11 mice, *Pc*AS WT: 14 mice and *Pc*AS GRiKO: 17 mice. Source data are available online for this figure.

### GR-deficient mice develop hypoglycemia during experimental malaria

Given the important glucose-regulating effects of the GR and the metabolic disturbances reported in malaria patients, we monitored glycemia levels daily from 6 dpi onwards (Madrid et al, 2015; Kuo et al, 2015). While glucose levels remained stable in uninfected mice and infected WT mice, infected GRiKO mice reaching humane endpoints during the infection exhibited severe hypoglycemia (defined as <40 mg/dL), particularly around 10 dpi (Fig. 1I,J; Appendix Fig. S1C–E). Concurrently, we assessed blood lactate levels, a key indicator of glycolytic activity. Elevated lactate levels were found in both infected groups, but further increased upon GR deletion (Fig. 1K). Hepatic glycogen, a major glucose reserve, was significantly depleted upon infection in both groups but was almost completely exhausted in GRiKO mice at 10 dpi (Fig. 1L). To further explore this glucometabolic dysregulation, we measured glucagon and insulin levels, two glucose-regulating hormones produced by the pancreas. Notably, infected GRiKO mice exhibited increased glucagon levels, while insulin levels remained unchanged (Fig. 1M,N), indicating that the observed hypoglycemia is insulin-independent.

Since not all infected GRiKO mice succumbed to the infection, we first investigated whether this variability in outcome might be attributed to incomplete GR deletion (Appendix Fig. S2). However, GR expression analysis in GRiKO mice that survived the full course of infection (up to 16 dpi) confirmed efficient and complete GR deletion, indicating that differential survival was not due to incomplete recombination. Hence, we further analyzed the lethal and non-lethal cases separately based on additional clinical parameters (Fig. EV2). Mice that died during infection displayed comparable peak parasitemia (Fig. EV2A–C) and body weight loss (Fig. EV2D–F) as surviving mice, but had significantly higher clinical scores (Fig. EV2G–I) and more profound hypoglycemia (Fig. EV2J–L). These findings highlight the association between hypoglycemia and mortality in GRiKO mice. Further analysis revealed a strong positive correlation between glycemia, body temperature, hepatic glycogen and hepatic parasite load (Fig. EV3A–C), while a negative correlation with glucagon levels and lactatemia was observed and no correlation with insulin levels. (Fig. EV3D–F). Overall, these results underscore the critical role of GR-mediated processes in regulating glucose metabolism during malaria, and show a clear association between hypoglycemia and lethality in the absence of GR signaling.

**Figure EV2:**
The observed lethality in infected GRiKO mice is related to clinical score and glycemia, and not to parasitemia or body weight. WT and GRiKO mice were infected with *Pc*AS parasites. (**A**–**C**) Parasitemia levels, (**D**–**F**) body weight, (**G**–**I**) clinical score and (**J**–**L**) glycemia were determined each day, from 6 dpi onwards. For each parameter, longitudinal data is represented. A statistical comparison was made for all four parameters (measured at 10 dpi) between lethal and non-lethal infected GRiKO mice (data from the same experiments as in Fig. 1C-E, I-J and Appendix Fig. S1C-E). Statistical differences were calculated with the Mann–Whitney *U* test. Each datapoint or line represents an individual mouse. Solid lines: non-lethal mice, and striped lines: lethal mice. Data from three independent experiments. Bar graph represent median per group. ns: *P* > 0.05, *P < 0.05, **P < 0.01.

**Figure EV3:**
Body temperature, hepatic glycogen, plasma glucagon, lactatemia and hepatic parasite load correlate with glycemia levels. WT and GRiKO mice were infected with *Pc*AS parasites. At 10 dpi, glycemia, body temperature, hepatic glycogen, plasma glucagon levels and lactatemia were determined. Correlations were assessed between glycemia and (**A**) body temperature, (**B**) hepatic glycogen, (**C**) hepatic parasite load, (**D**) plasma glucagon, (**E**) lactatemia and (**F**) plasma insulin with a nonparametric Spearman test. : infected WT mice and : infected GRiKO mice. Each symbol represents an individual mouse. Data from two individual experiments.

### FDG-PET/MRI reveals enhanced glucose retention in the liver and spleen of infected GRiKO mice

The severe metabolic changes seen in GRiKO mice during malaria infection led us to investigate in which specific organ(s) glucose is taken up and/or retained. Therefore, we performed in vivo ^18^F-fluorodeoxyglucose positron emission tomography magnetic resonance imaging ([^18^F]-FDG-PET/MRI). For this imaging tool, [^18^F]-FDG, a radiolabeled glucose analog, is injected into the mice and detected with a PET/MRI scanner after 1 h. In non-infected mice, [^18^F]-FDG was primarily localized to the bladder due to its normal excretion pathway (Fig. 2A). However, in both infected WT and GRiKO mice, [^18^F]-FDG accumulation was observed in the liver and spleen (Fig. 2A). To quantify this, organ-specific [^18^F]-FDG uptake was calculated based on signal intensity measured directly from PET/MRI images. Remarkably, infected GRiKO mice exhibited a 3.8-fold increase in [^18^F]-FDG signal per volume in the liver and a twofold increase in the spleen compared to infected WT mice (Fig. 2B,C). Moreover, in infected mice [^18^F]-FDG uptake negatively correlated with glycemia levels, which were measured shortly before [^18^F]-FDG administration (Fig. 2D,E). Overall, the enhanced glucose uptake and/or retention in the liver and spleen of infected GRiKO mice, as visualized by [^18^F]-FDG-PET/MRI, further supports the notion that GR-signaling is crucial for preventing excessive glucose utilization and metabolic dysregulation in the liver and the spleen.

**Figure 2:**
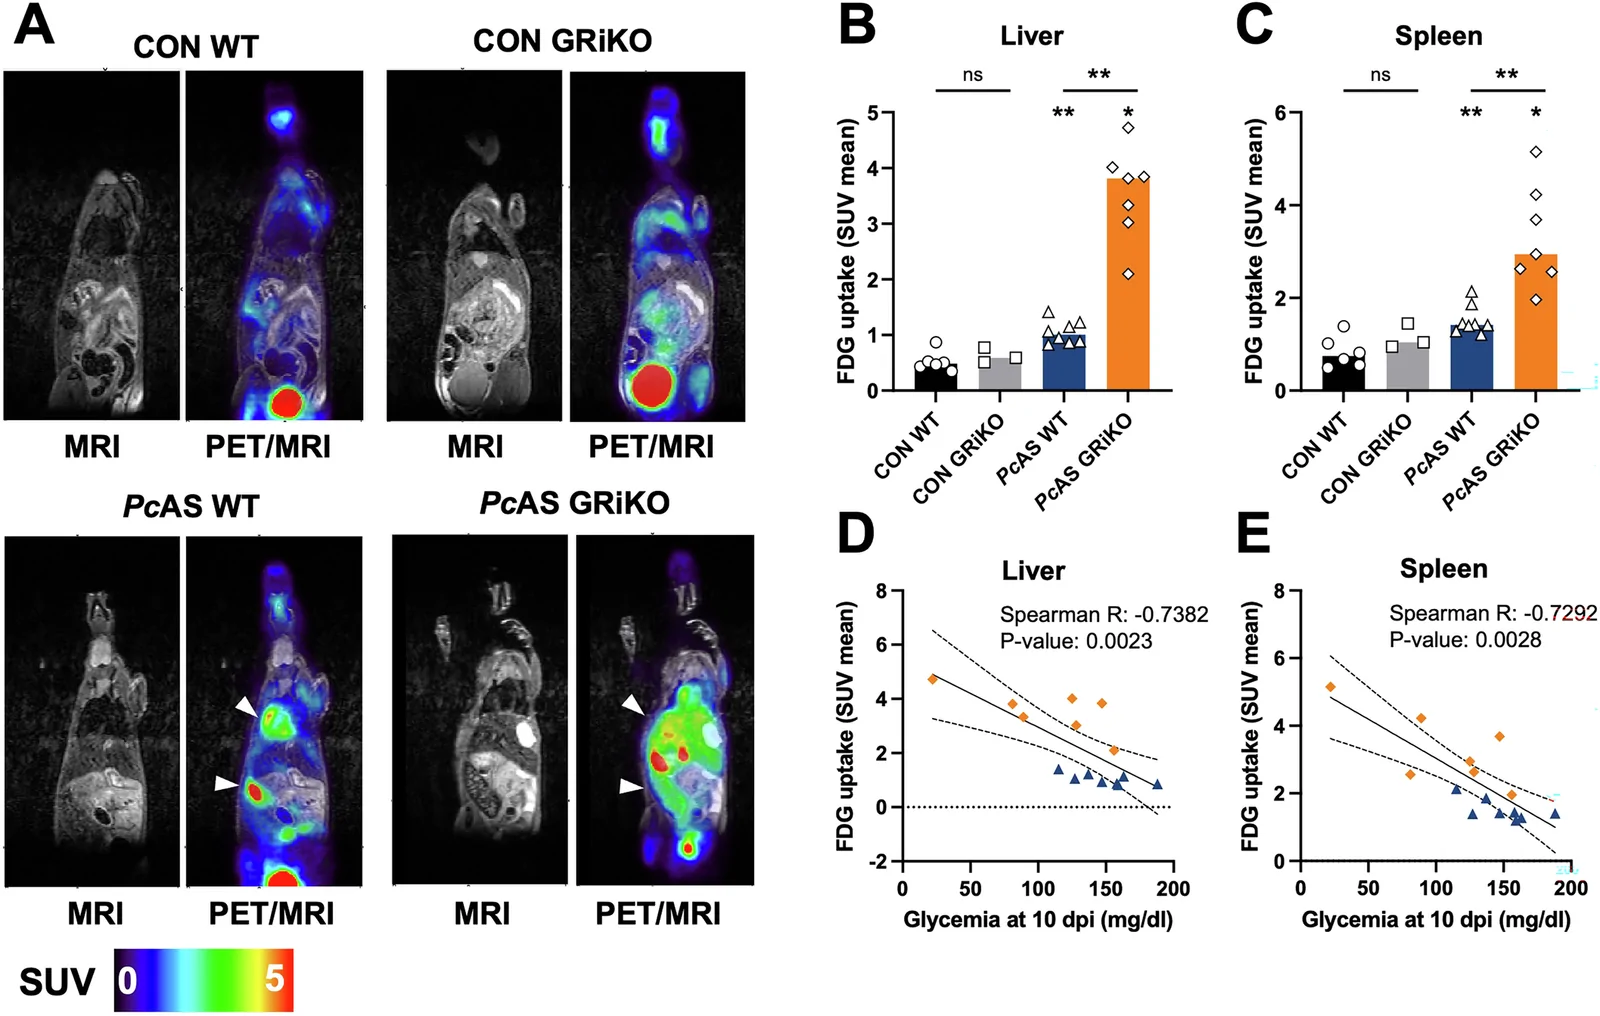
[^18^F]-FDG-PET/MRI shows increased liver and spleen glucose retention in infected GRiKO mice. WT and GRiKO mice were infected with 10^4^ *Pc*AS parasites and [^18^F]-FDG-PET/MRI imaging was performed at 10 dpi. (**A**) One representative image of the [^18^F]-FDG-PET/MRI imaging per group is shown, with the dorsal anatomical plane depicted. For each condition, the left panel shows the MR imaging and the right panel shows the corresponding merged PET/MRI imaging. The arrows indicate the anatomical position of the liver (upper arrow) and spleen (bottom arrow). Mean standardized uptake values (SUV) in the (**B**) liver and (**C**) spleen were quantified. Each symbol represents an individual mouse. Correlation analysis between glycemia at 10 dpi and FDG uptake in the (**D**) liver and (**E**) spleen, is shown. (**B**, **C**) Statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. ns: *P* > 0.05, *P < 0.05, **P < 0.01. Asterisks above data points indicate significant differences between infected and non-infected mice, asterisks above a horizontal line show significant differences between genotype. (**D**, **E**) Correlations were calculated with a nonparametric Spearman test. *P* values are represented on each graph. Each symbol represents an individual mouse with : infected WT mice and : infected GRiKO mice. For all graphs: Data from three independent experiments. Source data are available online for this figure.

### GR deletion minimally alters leukocyte numbers in the liver and spleen during malaria

To determine whether the increased [^18^F]-FDG-PET/MRI signals in infected GRiKO mice were due to higher leukocyte numbers, we conducted a histological and flow cytometric analysis. Histological examination of liver tissue at 10 dpi showed significant leukocyte infiltration in the portal triad, along with sinusoidal dilation, hemozoin deposition, and disrupted liver architecture (Appendix Fig. S3). However, these alterations occurred regardless of GR presence and glycemic status. To further investigate leukocyte infiltration, we performed flow cytometry on liver and spleen tissues collected at 10 dpi (Appendix Figs. S4 and S5). Both organs exhibited substantial increases in lymphoid (CD4^+^ T cells, CD8^+^ T cells, B cells, NKT cells, NK cells) and myeloid populations (dendritic cells, neutrophils, eosinophils, Ly6c^+^ and Ly6c^−^ monocytes) following *Pc*AS infection. Crucially, GR deletion had only minimal effects on leukocyte infiltration. In the liver, slight increases in the number of CD4^+^ T cells, CD8^+^ T cells and eosinophils were noted (Appendix Fig. S4A,C,J), though the proportion of effector T cells (CD44^+^ CD62L^−^) remained unchanged (Appendix Fig. S4B,D). In the spleen, a modest reduction in Ly6C^+^ monocytes was observed in infected GRiKO mice compared to WT mice (Appendix Fig. S5). These findings led us to conclude that the elevated [^18^F]-FDG signal in the liver and spleen of GRiKO mice is not due to an increase in leukocyte numbers but likely reflects altered metabolic activity directly driven by GR deficiency.

### Cell-specific deletion of GR does not influence malaria tolerance

Given that aberrant glucose uptake and/or retention were mainly observed in the liver and the spleen of infected GRiKO mice, we hypothesized that GR-signaling is required in specific immune cells or in hepatocytes to maintain a balanced glucose metabolism during malaria. To test this hypothesis at the cellular level, we infected either hepatocyte-specific (GR^AlbCRE^) (Fig. 3A–E), T-cell-specific (GR^LckCRE^) (Fig. 3F–J) or myeloid cell-specific (GR^LysMCRE^) (Fig. 3K–O) GR KO strains with *Pc*AS parasites. Disease progression and systemic glucose levels in these three cell-specific KO mouse lines were closely monitored from 6 dpi onwards and compared to corresponding WTs. Surprisingly, none of the three cell-specific GR KO groups exhibited changes in survival, parasitemia levels or body weight during the course of infection, and most importantly, glycemia levels remained unaffected (Fig. 3E,J,O; Appendix Fig. S6). Notably, only the myeloid cell-specific GR knockout mice exhibited significant increases in clinical scores shortly after the peak of parasitemia (Fig. 3N). Overall, these results suggest that GR signaling across multiple cell types may be essential for inducing disease tolerance and managing glucose metabolism in *Pc*AS infection.

**Figure 3:**
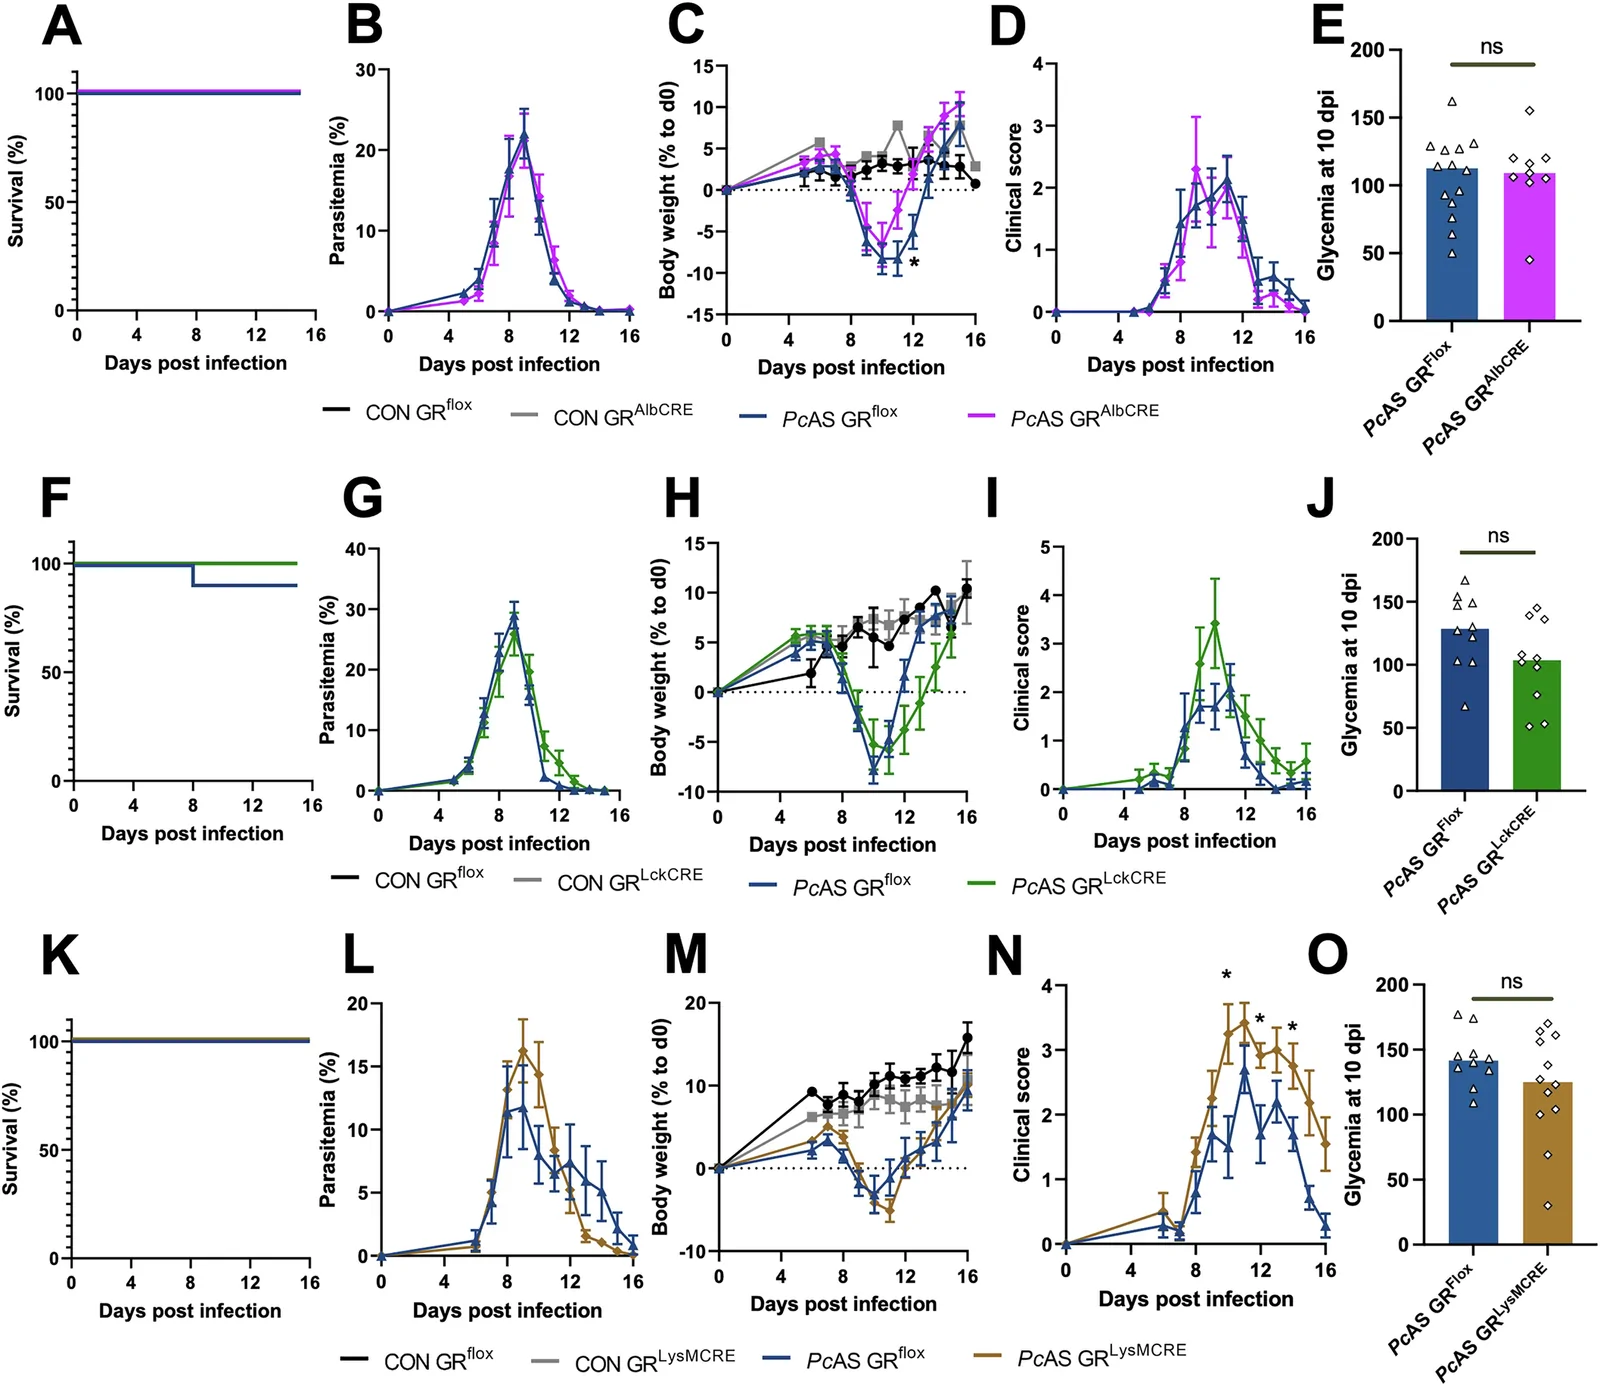
Cell-specific deletion of GR does not influence malaria tolerance. Hepatocyte-specific (AlbCRE), T cell-specific (LckCRE) and myeloid-specific (LysMCRE) GR KO and GR^flox^ mice were infected with 10^4^ *Pc*AS parasites and monitored from 6 or 7 until 14 to 16 dpi. Survival rate, parasitemia, body weight loss, clinical score and glycemia at 10 dpi are shown for experiments performed with (**A**–**E**) AlbCRE mice, (**F**–**J**) LckCRE mice, and (**F**–**O**) LysMCRE mice. For each parameter, longitudinal data is represented via mean and SEM. For bar graph, each datapoint represents an individual mouse. Data from two or three individual experiments. For all graphs, statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. ns: non-significant, *P < 0.05. The number of mice for graphs (**A**–**D**): CON GR^Flox^: 4 mice, CON GR^AlbCRE^: 3 mice, *Pc*AS GR^Flox^: 9 mice and *Pc*AS GR^AlbCRE^: 14 mice, for graphs F-I: CON GR^Flox^: 3 mice, CON GR^LckCRE^: 3 mice, *Pc*AS GR^Flox^: 11 mice and *Pc*AS GR^LckCRE^: 11 mice, and for graphs (**K**–**N**): CON GR^Flox^: 4 mice, CON GR^LysMCRE^: 4 mice, *Pc*AS GR^Flox^: 10 mice and *Pc*AS GR^LysMCRE^: 12 mice. Source data are available online for this figure.

### GR signaling protects against upregulated glycolytic transcriptome during malaria

Given the systemic metabolic disturbances observed in infected GRiKO mice, along with the lack of significant effects from cell-specific GR knockout models, we investigated the role of GR signaling on the liver transcriptome during malaria infection. 

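Whole liver RNA of 18 mice was sequenced at 10 days post infection (dpi). The mice were 4 uninfected WT (CON WT), 4 uninfected GRiKO (CON GRiKO), 4 infected WT (PcAS WT) and 6 infected GRiKO mice (PcAS GRiKO). GRiKO mice carried floxed copies of exon 3 of Nr3c1, the gene of the GR, and a tamoxifen-inducible Cre recombinase, and WT mice were their Cre-negative littermates. Tamoxifen was given at 10 mg/kg on 5 days, and infected mice received 10000 PcAS parasites. The paper counts 3 normoglycemic and 3 hypoglycemic mice among the PcAS GRiKO mice, but the sample labels do not tell them apart, so the 6 livers were kept as 1 group. QuantSeq libraries are read from the 3′ end of each mRNA, so that a count follows the number of transcripts and not their length. The authors filtered adapters with fastq-mcf, aligned the reads to mm10 with HISAT2, discarded reads mapping to multiple loci and counted the reads of each gene with HTSeq-count. They divided the counts of each library by its DESeq2 size factor, which gave the normalized counts of 18063 genes that were used here. In each library 100% of the values were a whole number of reads times a single step, within 0.001, so that the reads themselves could be recovered. Reads on genes ranged from 392118 to 3382549 in CON WT (median 3038052.5), from 3462489 to 5716837 in CON GRiKO (median 4432530.5), from 4145999 to 5499890 in PcAS WT (median 4339825) and from 2358162 to 5820686 in PcAS GRiKO (median 4427765). The lowest value belonged to CON WT mouse 2, in which a single read stood for 9.31 normalized counts, against 0.571 to 1.37 in the other libraries. The 10 most abundant genes took between 18.7% and 26.8% of the reads of a library. Groups were compared with limma-trend on log2(normalized count + 1), using only the groups compared and the genes whose mean normalized count over them was at least 10. As in the paper's methods, DEGs are genes with a log2 fold change of at least 1 in either direction and a Benjamini-Hochberg adjusted p under 0.05. All tests were two-sided.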

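Nr3c1 (ENSMUSG00000024431) lies on chromosome 18 of GRCm38 from 39410545 to 39519421 on the minus strand. In its transcripts Nr3c1-201 and Nr3c1-203 the floxed exon 3 spans 164 bp from 39428617 to 39428780, and the last exon, exon 9, starts at 39414634 and holds the 3′ end. The 3′ reads therefore fall outside the floxed exon, and a lower count is not a direct readout of its deletion. Nr3c1 had 122.9 ± 27.3 normalized counts (SD, n = 4) in CON WT and 23.1 ± 5.53 (SD, n = 4) in CON GRiKO livers. The log2 fold change was -2.37 (standard error 0.27, adjusted p = 0.0173 from limma), and the CON GRiKO mean was 18.8% of the CON WT mean. All 4 CON GRiKO values lay below all 4 CON WT values (exact permutation test, p = 0.0286, the smallest that 4 against 4 mice allow). With 1 library left out at a time the log2 fold change stayed between -2.47 and -2.19. The adjusted p nevertheless rose to 0.0659 without CON WT mouse 1, 0.151 without CON WT mouse 3, 0.0914 without CON GRiKO mouse 3 and 0.0725 without CON GRiKO mouse 4. A pseudocount of 10 moved the log2 fold change most, to -2.002. In infected livers Nr3c1 ranged from 89.1 to 120.5 normalized counts in PcAS WT and from 18.4 to 52.9 in PcAS GRiKO mice. This gave a log2 fold change of -1.66 (standard error 0.25, adjusted p = 0.00106 from limma), with a PcAS GRiKO mean of 32.4% of the PcAS WT mean (exact permutation test, p = 0.00476). Infection itself did not change Nr3c1 beyond the spread between mice, with log2 fold changes of -0.26 (adjusted p = 0.429) in WT and 0.45 (adjusted p = 0.2196) in GRiKO mice. The interaction term, the difference of the genotype effect between infected and uninfected livers, was 0.71 (standard error 0.37, adjusted p = 0.307 from limma) and was not called.

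**Figure D1:**
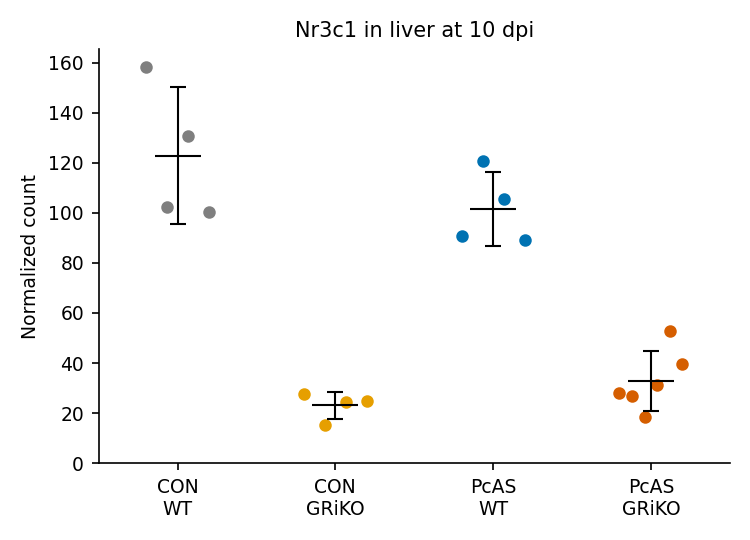
Normalized counts of Nr3c1 in each liver at 10 dpi, by group. Points are mice, horizontal bars are means and whiskers are SD. The GRiKO livers lie between 15.1 and 52.9 normalized counts and the WT livers between 89.1 and 158.2.

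**Figure D2:**
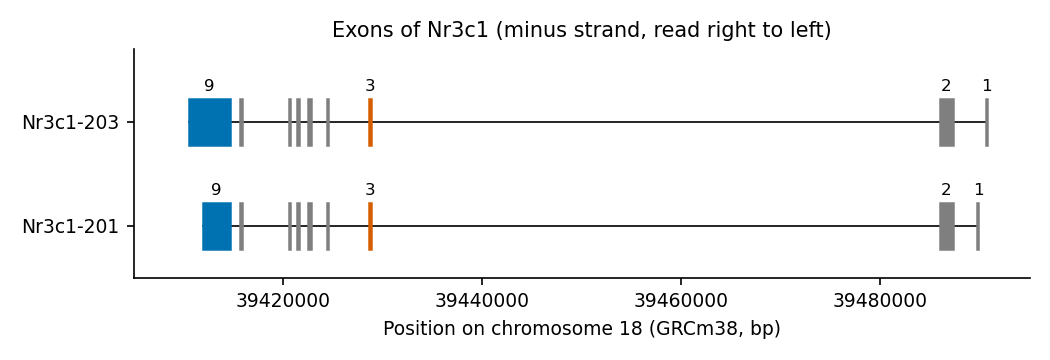
Exons of the Nr3c1 transcripts Nr3c1-203 and Nr3c1-201 on chromosome 18 of GRCm38, drawn to scale with the position in bp on the x axis. Exon 3, which is floxed, is orange and exon 9, which holds the 3′ end, is blue.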

To achieve this, we performed RNA sequencing on whole liver tissue from uninfected and infected WT and GRiKO mice at 10 dpi (Dataset EV1). 

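The 500 most variable genes of the 18 livers were submitted to a principal component analysis of log2(normalized count + 1), centred and not scaled. The components PC1, PC2 and PC3 held 68.6%, 8.47% and 6.00% of the variance. On PC1 the uninfected livers had scores from -46.1 to -26.9, the PcAS WT livers from 7.92 to 23.2 and the PcAS GRiKO livers from 26.3 to 46.3. The difference between groups was tested on the distances between livers over the same genes, as a pseudo-F ratio with exact permutation of the group labels. Infected against uninfected livers gave a pseudo-F of 26.4 (exact permutation p = 2.29e-05, the smallest that 43758 splits of the livers can give). PcAS GRiKO against PcAS WT livers gave 6.29 (exact permutation p = 0.00952 over 210 splits). CON GRiKO against CON WT livers gave 1.29 (exact permutation p = 0.171 over 35 splits). With all genes of a mean normalized count of at least 10, the pseudo-F of the uninfected livers was 1.43 and passed the threshold (exact permutation p = 0.0286). The same change of genes moved the other ratios most, to 12.3 for infected against uninfected and to 4.02 for PcAS GRiKO against PcAS WT livers. PC2 followed the X-inactivation transcript Xist, which marks female mice. The 9 livers with high Xist had PC2 scores from -20.5 to -6.20 and the 9 others from 2.80 to 18.9, and each group held livers of both kinds. The PC3 score of CON WT mouse 2, the library with the fewest reads, was 29.0, while the other CON WT livers reached at most 1.054.

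**Figure D3:**
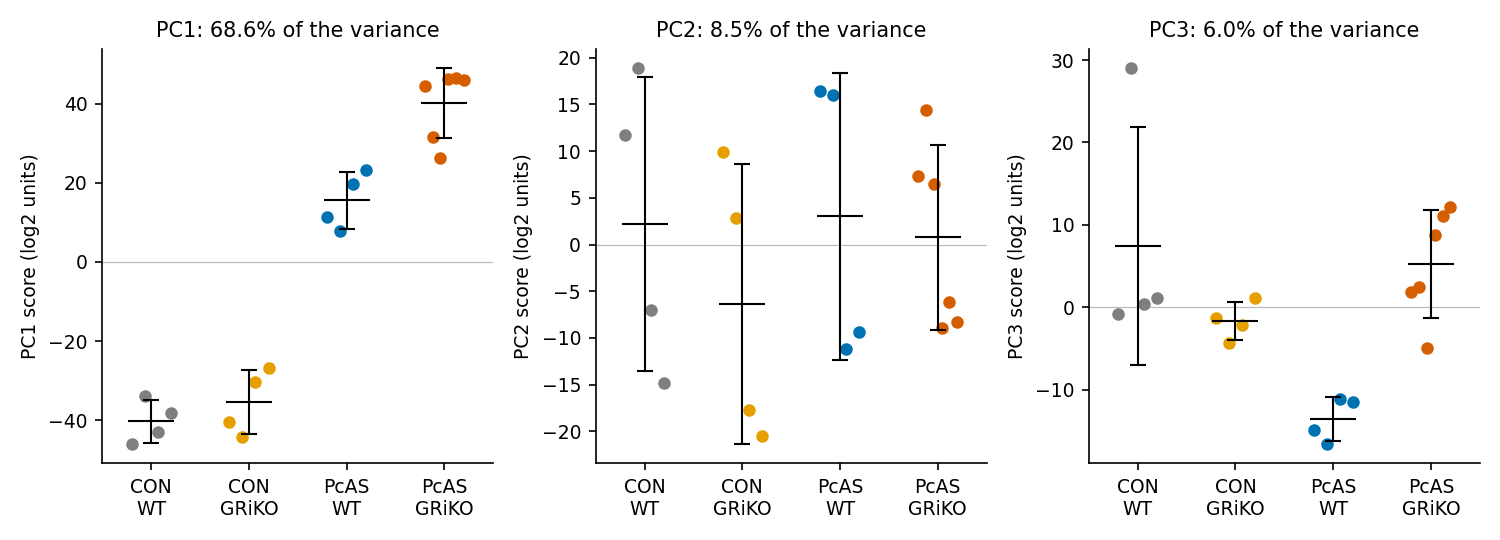
Scores of the 18 livers on PC1, PC2 and PC3 (log2 units), by group. Points are mice, horizontal bars are means and whiskers are SD. On PC1 the PcAS GRiKO livers, from 26.3 upwards, lie above the PcAS WT livers, which reach 23.2.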

Principal component analysis (PCA) revealed a clear distinction between uninfected and infected mice (Appendix Fig. S7A), with livers from infected WT mice clustering separately from those of infected GRiKO mice. This finding already underscores the substantial influence of GR deletion on the liver transcriptome during infection. 

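Between CON GRiKO and CON WT livers 9774 genes were tested with limma, and Nr3c1 was the only DEG, while 1027 genes had an unadjusted p under 0.05. Of the alternatives, DESeq2 on the recovered reads moved this count most, to 49 DEGs, and edgeR gave 9. Nr3c1 was in both lists. With 1 library left out, limma called 4 genes without CON WT mouse 2, 2 each without CON WT mouse 4 and CON GRiKO mouse 1, and 0 without CON WT mouse 3, CON GRiKO mouse 3 or CON GRiKO mouse 4. Without CON WT mouse 1 a single gene was called and it was not Nr3c1. A list of 10 genes known to be induced by GR had a median log2 fold change of -0.34 in CON GRiKO livers. Of these, 7 genes, Errfi1, Fkbp5, Klf9, Per1, Tat, Tsc22d3 and Zbtb16, were lower, and the log2 fold changes ran from -1.46 for Per1 to 0.78 for Mt1. Over all genes tested 0 of the 10 were DEGs, 4 had an unadjusted p under 0.05, and Zbtb16 alone was one when p was adjusted over the list alone. The list as a whole was lower by camera with its preset correlation of 0.01 (p = 0.0252). This did not hold with fry (p = 0.152) or with an estimated correlation (p = 0.182), and over the alternatives with all 8 libraries p ran from 0.00598 to 0.764. With single libraries left out it ran from 0.000498 to 0.166.
Infection changed many more genes. PcAS WT livers differed from CON WT livers in 1174 of 10052 genes, 850 higher and 324 lower. In 1084 of these DEGs the libraries of the groups did not overlap, which was the case in 24.1% of the genes tested and is the case in 2.86% by chance. Among such DEGs the largest rises were those of Gbp8 (log2 fold change 4.96), BC023105 (4.78), Tgtp1 (4.67), Gm4841 (4.66) and Fgl2 (4.61). The largest falls were those of Cyp4a14 (-4.01), Cyp4a10 (-3.91), Gas1 (-3.23), 1700052N19Rik (-3.08) and Hacl1 (-2.74). The size of the fall of 1700052N19Rik depended on CON WT mouse 2, with 9960.0 normalized counts against 816.2 to 1145.5 in the other CON WT livers. Without this library its log2 fold change was -2.24, and it was still called. Its adjusted p was above 0.05 without PcAS WT mouse 3 and without PcAS WT mouse 4 (0.0605). The count was 736 without PcAS WT mouse 4 and 1549 without CON WT mouse 2. PcAS GRiKO livers differed from CON GRiKO livers in 2471 of 10288 genes, 1613 higher and 858 lower. Here the libraries did not overlap in 1962 DEGs, with Cxcl9 (7.18), Tnfrsf9 (6.73), Ubd (6.44) and Ccl8 (6.32) among the 5 that rose most. Cd163 (-4.45), Chp2 (-4.40), Cyp7a1 (-3.95), Atp4a (-3.79) and Cxcl13 (-3.72) fell most. Leaving out 1 library moved this count no further than 2312 to 2720. Quantile normalization shifted the median log2 fold change of all genes from 0.03 to -0.13 in GRiKO and from 0.05 to -0.06 in WT mice, and lowered the share of DEGs that rose to 52.4% and 61.1%.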

Differential expression gene (DEG) analysis showed minimal changes between the uninfected groups (Appendix Fig. S7B; Dataset EV1), but revealed dramatic transcriptomic alterations when comparing the livers of infected mice to their respective uninfected controls (Appendix Fig. S7C,D; Dataset EV1). Importantly, the loss of GR signaling during infection led to extensive changes in the liver transcriptome, identifying 819 DEGs when comparing infected WT to infected GRiKO mice (Fig. 4A; Dataset EV1). 

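PcAS GRiKO livers differed from PcAS WT livers in 575 of 10330 genes tested with limma. Adjusted p alone was under 0.05 for 1387 genes, and unadjusted p for 2998. In 414 of the 575 DEGs no PcAS GRiKO library overlapped with a PcAS WT library. Over all genes tested this held for 11.4%, against 0.952% expected by chance. On the recovered reads, edgeR called 613 genes, of which 545 were among the 575, and DESeq2 called 819, of which 554 were among them. A minimum mean of 50 normalized counts, which left fewer genes to test, gave 317 DEGs, and each of these was also among the 575. Leaving out 1 library gave counts from 424 without PcAS WT mouse 2 to 802 without PcAS GRiKO mouse 3. Whether the effect of the genotype depended on infection was tested as an interaction over all 4 groups. The interaction passed the threshold in 170 of 10232 genes, with a difference that was positive in 119 and negative in 51. The 5 largest positive terms included those of Ighg2c (7.27 on the log2 scale), AA467197 (5.85), Mmp12 (5.53) and Gm24265 (5.04). The term of Ighg2c also contains a difference between uninfected livers, with a mean of 17.2 normalized counts in CON WT (5.50 to 46.5, from 23 reads in all) and 1.47 in CON GRiKO. The largest negative ones were those of Dclk3 (-3.15), Gfra2 (-3.12), Gm5549 (-3.09), Cd163 (-2.90) and BC051226 (-2.69). With the mouse number as a block these 5 terms, Mmp12 and Gm24265 were no longer called, nor was Mmp12 with edgeR. Cd163 and Gm5549 were also not called without the filter on low values. With a pseudocount of 0.5 Cd163, Gm5549 and Gm24265 were not called. Without CON GRiKO mouse 3 or PcAS WT mouse 3 the adjusted p was 0.0544 or 0.0526 for Dclk3 and 0.0530 or 0.0512 for Gfra2. It was above 0.05 in 12 of the 18 fits with 1 library left out for Gm5549 (up to 0.0954), in 15 for Cd163 (up to 0.106), in 11 for BC051226 (up to 0.0850) and in 15 for Gm24265 (up to 0.0948). This count depended on single libraries, with 35 genes without CON GRiKO mouse 3 and 346 without CON WT mouse 1.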

Of the 819 DEGs, 612 were upregulated and 207 were downregulated. 

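Of the 575 DEGs 438 were higher and 137 lower in PcAS GRiKO than in PcAS WT livers, so that 76.2% were upregulated. Of the DEGs whose libraries did not overlap between the groups, Ighg2c, Cd14, Mmp13 and Mmp12 were among the 5 with the largest positive log2 fold changes. Ighg2c, which encodes the constant region of an IgG2c heavy chain, rose by 4.76 (standard error 0.55, adjusted p = 2.35e-04 from limma). Its 6 PcAS GRiKO values ran from 39.1 to 456.7 normalized counts, with a mean of 131.5. All 6 lay above the 4 PcAS WT values, which had a mean of 2.46 and reached 3.61. The exact permutation test gave p = 0.0810, but it compared means of normalized counts and not of log2 values. The mean of the PcAS GRiKO livers depended on mouse 1, with 456.7. Cd14 rose by 4.22, Mmp13 by 4.07 and Mmp12 by 4.04. Cyp17a1, Cyp7a1, Gfra2, Pfkfb1 and Acnat2 had the largest negative log2 fold changes, at -3.10, -2.76, -2.39, -2.31 and -2.26. All 6 PcAS GRiKO livers had lower counts of each of these 5 genes than all 4 PcAS WT livers (exact permutation test, p = 0.00476 for each gene). The numbers of upregulated and downregulated genes were 453 and 160 with edgeR, and 611 and 208 with DESeq2. Without PcAS WT mouse 2 the number of downregulated genes was 84, and without PcAS GRiKO mouse 3 it was 222. The number of upregulated genes ranged from 340 to 580 over the same pair of libraries.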

The top upregulated genes included *Slc16a3* (a pyruvate/lactate transporter) and *Pfkp* (a glycolytic enzyme), while the most downregulated genes included *Ppp1r3b* (promoting glycogen synthesis) and *Slc37a4* (a glucose-6-phosphatase transporter) (Fig. 4A; Dataset EV1). 

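Slc16a3 (ENSMUSG00000025161) lies on chromosome 11 of GRCm38 from 120948480 to 120960868. It had 771.0 ± 227 normalized counts (SD, n = 6) in PcAS GRiKO and 128.1 ± 37.2 (SD, n = 4) in PcAS WT livers. The log2 fold change was 2.56 (standard error 0.25, adjusted p = 8.32e-05 from limma), and all 6 PcAS GRiKO livers lay above all 4 PcAS WT livers (exact permutation test, p = 0.00952). Pfkp (ENSMUSG00000021196, chromosome 13, 6579768 to 6648777) had 564.0 ± 119 and 168.6 ± 26.0 normalized counts in the same groups. Its log2 fold change was 1.72 (standard error 0.17, adjusted p = 8.32e-05), again with no overlap (exact permutation test, p = 0.00476). Ppp1r3b (ENSMUSG00000046794, chromosome 8, 35375739 to 35388139) fell from 451.0 ± 142 normalized counts in PcAS WT to 110.7 ± 26.2 in PcAS GRiKO livers. The log2 fold change was -1.996 (standard error 0.21, adjusted p = 1.45e-04, exact permutation p = 0.00476). Slc37a4 (ENSMUSG00000032114, chromosome 9, 44396852 to 44402968) fell from 220.7 ± 41.9 to 66.5 ± 17.0 normalized counts. Its log2 fold change was -1.74 (standard error 0.20, adjusted p = 2.24e-04, exact permutation p = 0.00476). By p, Slc16a3 ranked 6, Pfkp 9, Ppp1r3b 12 and Slc37a4 17 among the genes tested. By the size of the log2 fold change Slc16a3 and Pfkp ranked 54 and 162 among the upregulated genes, and Ppp1r3b and Slc37a4 ranked 15 and 26 among the downregulated genes. With 1 library left out the log2 fold changes stayed within 2.42 to 2.74 for Slc16a3, 1.63 to 1.83 for Pfkp, -2.12 to -1.82 for Ppp1r3b and -1.84 to -1.62 for Slc37a4. In uninfected livers Slc37a4 averaged 329.7 ± 29.5 normalized counts in WT and 187.5 ± 53.2 in GRiKO mice (SD, n = 4 each). The Slc16a3 mean of CON WT livers, 29.9, rested on CON WT mouse 2 with 83.8 normalized counts, or 9 reads, while the other CON WT livers reached at most 16.2.

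**Figure D4:**
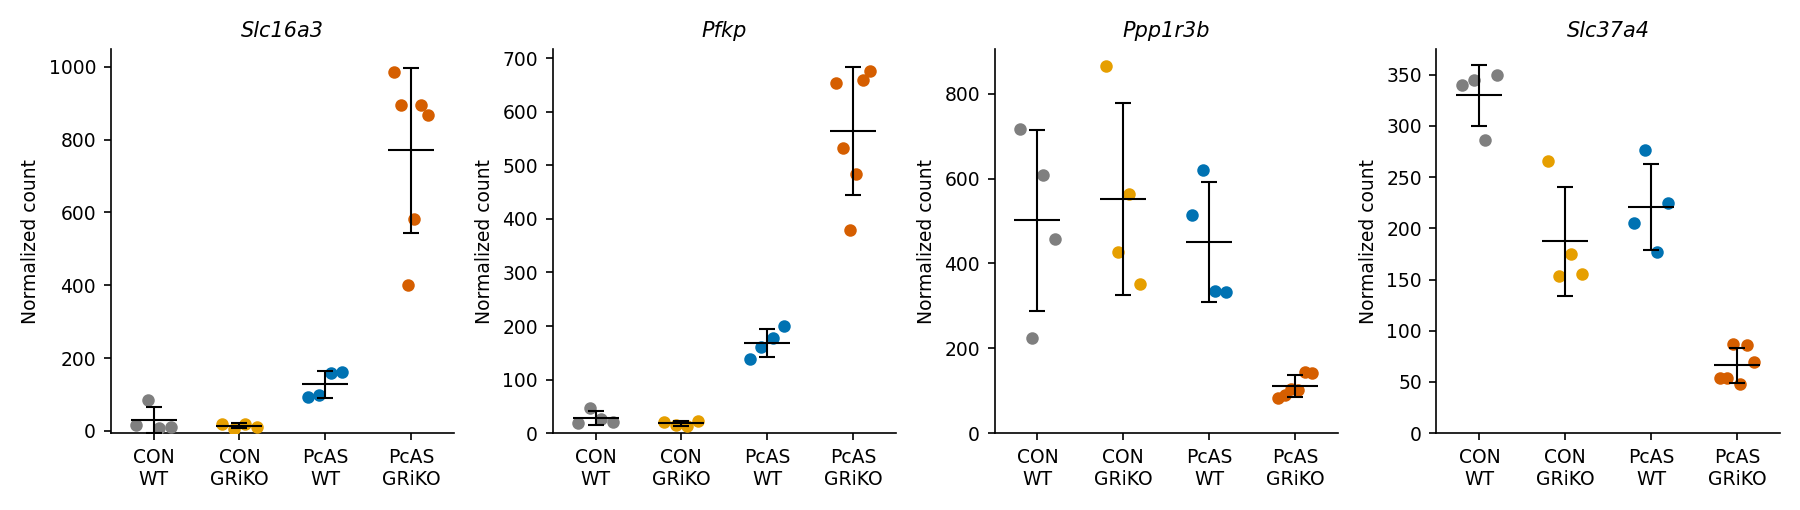
Normalized counts of Slc16a3, Pfkp, Ppp1r3b and Slc37a4 in each liver, by group. Points are mice, horizontal bars are means and whiskers are SD. For each gene the 6 PcAS GRiKO livers and the 4 PcAS WT livers do not overlap.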

To further assess the implications of these transcriptomic changes for glucose metabolism, we subclustered the 819 DEGs to identify those relevant to glucose-related pathways using three molecular pathway databases: Reactome, Wikipathways and Gene Ontology. This analysis identified 33 DEGs associated with glucose metabolism. 

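Of the 33 genes listed in Fig. 4B, 31 had a mean normalized count of at least 10 over the infected livers and were tested with limma. Obp2a and Pmaip1 were below this minimum. In the comparison of PcAS GRiKO with PcAS WT livers 28 of the 31 were DEGs when p was adjusted over all genes tested, 22 of them higher and 6 lower in PcAS GRiKO mice. When p was adjusted over the list alone the number was 30. The study chose these genes on the same libraries, so that neither count is independent evidence. The genes that were tested and not called over all genes were Dyrk2 (log2 fold change 1.35, adjusted p = 0.146), Src (1.39, adjusted p = 0.0555) and Foxk1 (0.93, adjusted p = 0.0576). Foxk1 and Src passed the threshold with edgeR, with DESeq2 and with array weights, Src also with Xist as a covariate, and Dyrk2 with DESeq2 and with array weights. Obp2a (adjusted p = 0.0222) and Pmaip1 (adjusted p = 0.0289) passed it without the filter on low values. The upregulated genes of the list had log2 fold changes from 1.08 to 3.65. The highest was that of Pdk4, which rested on few reads, with a mean of 17.2 normalized counts in PcAS GRiKO and 0.541 in PcAS WT livers. DESeq2 called all 33 genes, and a minimum mean of 50 normalized counts left 17 called.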

We visualized their expression on a heatmap, which revealed that most glucometabolic DEGs exhibited differential gene expression exclusively in the infected GRiKO group compared to all other groups (Fig. 4B).

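To state exclusive change as a rule, all 4 groups were fitted together with limma and the 6 pairwise contrasts of each gene were adjusted over the list of Fig. 4B. With the 18 livers 28 of the genes had a mean normalized count of at least 10. In 18 of the 28 the PcAS GRiKO livers differed from each of the 3 other groups in the same direction. In 6 of the 28, Pfkfb1, Slc39a14, Foxk1, Eno1, Ptpn2 and Hif1a, no contrast among the 3 other groups was under 0.05. In 10 of the 18 PcAS WT livers also differed from CON WT livers, in 8 PcAS WT from CON GRiKO livers and in 2 CON GRiKO from CON WT livers. For example, Hk2 rose by 2.64 on the log2 scale from CON WT to PcAS WT livers and by a further 1.49 from PcAS WT to PcAS GRiKO livers. Eno1 had 223.5 ± 98.6 normalized counts (SD, n = 6) in PcAS GRiKO livers and means of 63.9, 52.2 and 53.2 in PcAS WT, CON GRiKO and CON WT livers. Hif1a had 292.3 ± 81.2 normalized counts in PcAS GRiKO livers, against 119.0, 98.7 and 102.0. Ptpn2 had 147.3 ± 40.7, against 54.4, 52.2 and 52.6. Pfkfb1 was the only gene of the 6 that was lower, with 5.77 ± 4.33 normalized counts against 28.3, 17.8 and 26.3. The number of genes that met the whole rule was 10 without the filter on low values and with DESeq2, and 3 with the mouse number as a block.

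**Figure D5:**
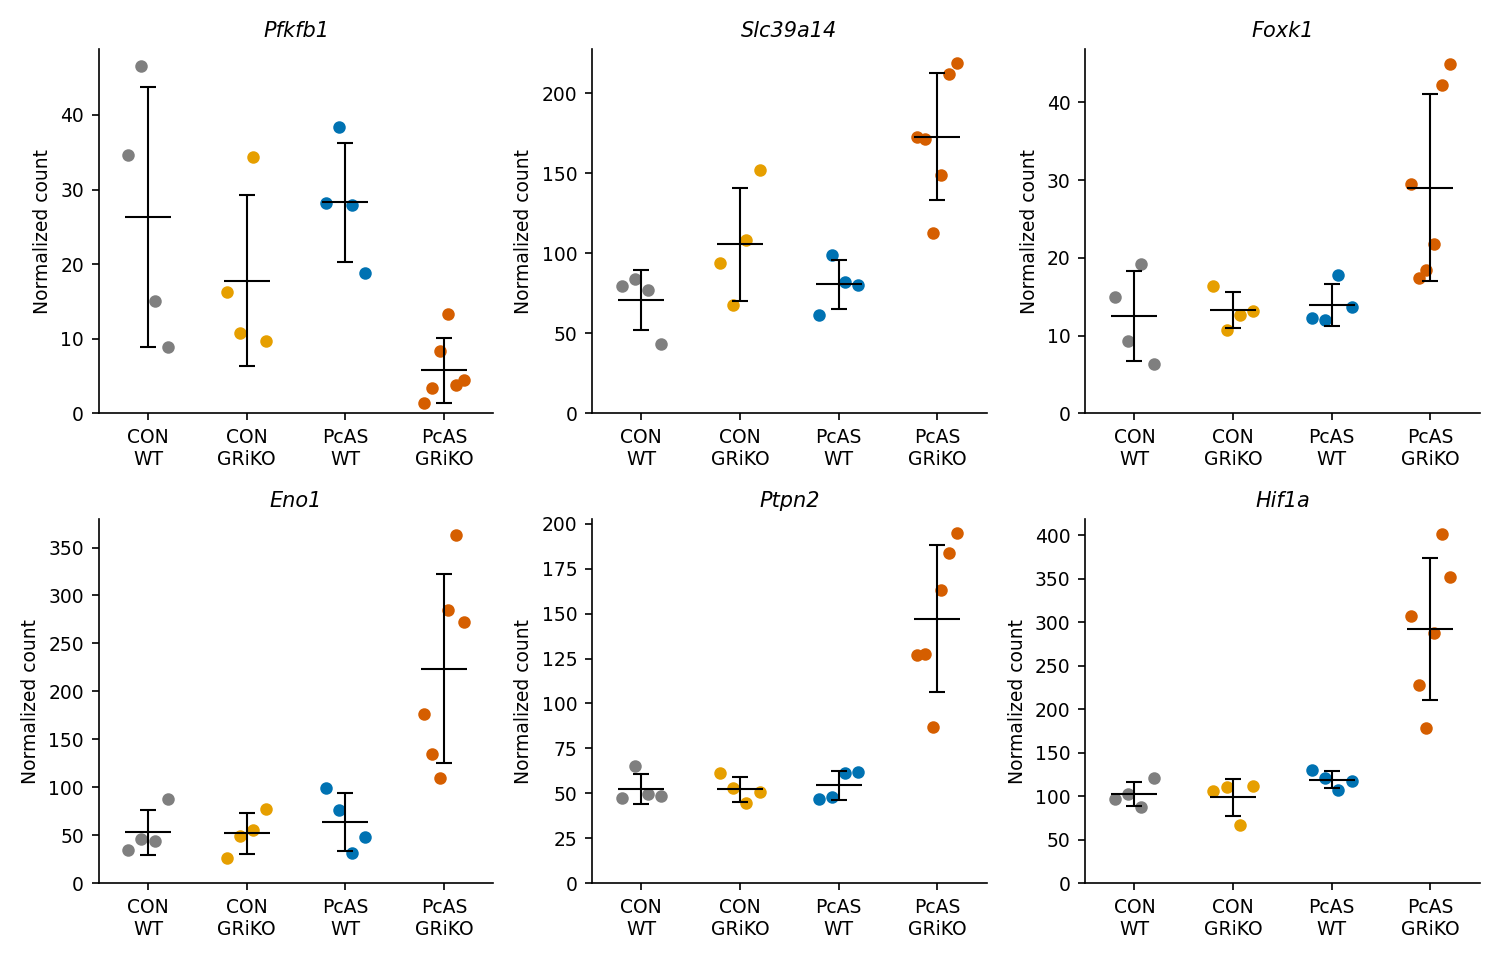
Normalized counts in each liver, by group, of the 6 genes that differed between PcAS GRiKO livers and each other group with no difference among the other groups. Points are mice, horizontal bars are means and whiskers are SD. Pfkfb1 is lowest and the 5 other genes are highest in PcAS GRiKO livers.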

**Figure 4:**
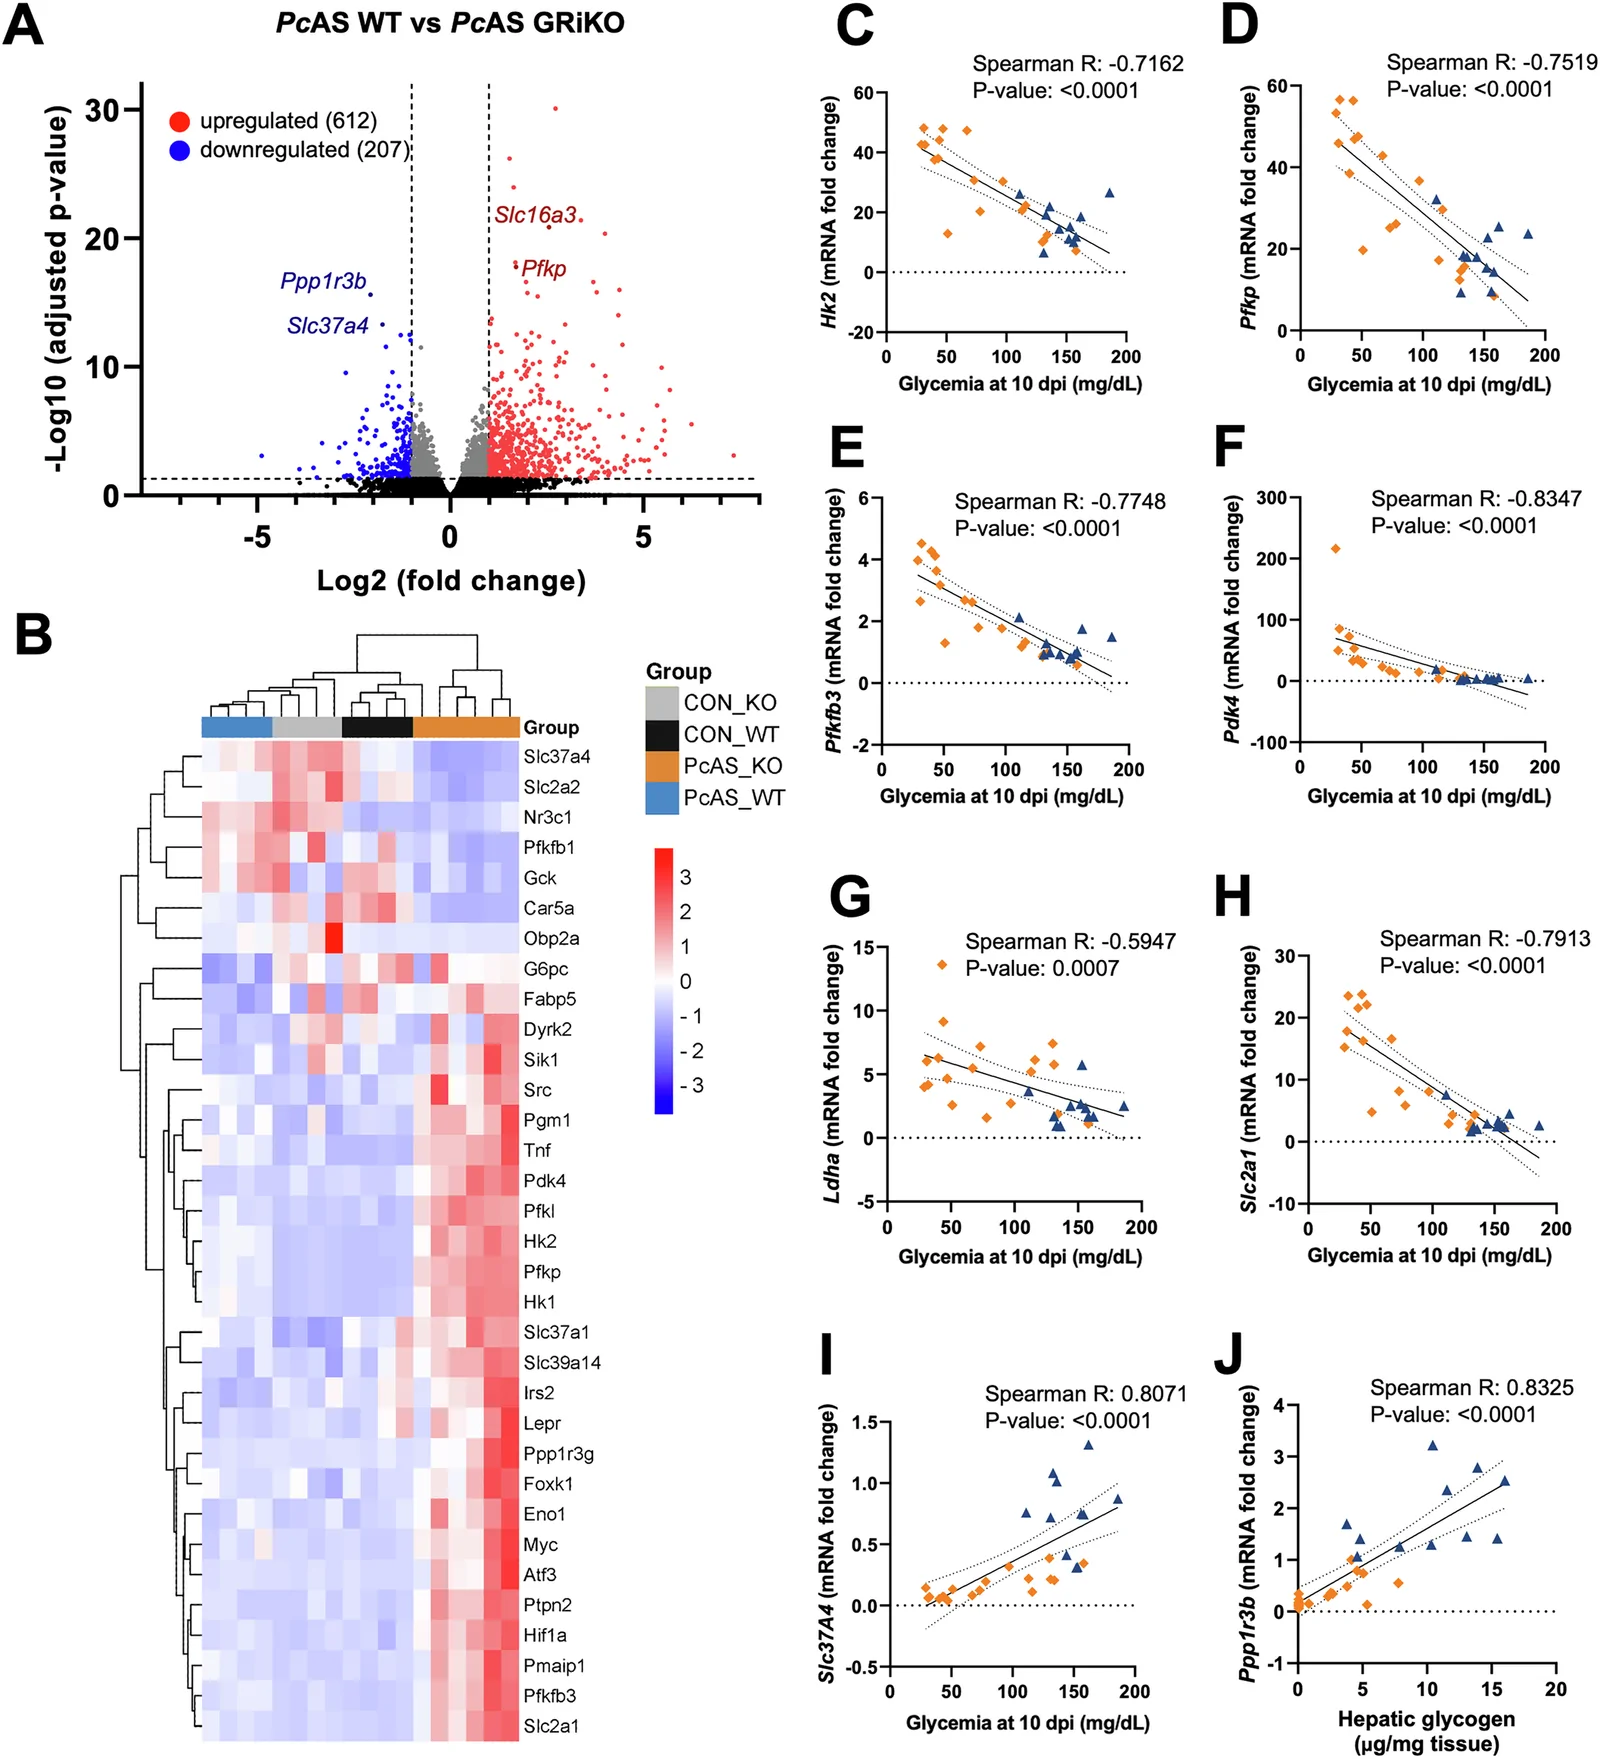
GR signaling protects against upregulated liver-specific glycolytic transcriptome during malaria. WT and GRiKO mice were infected with 10^4^ *Pc*AS parasites and RNAseq was performed on liver tissue collected at 10 dpi. (**A**) A volcano plot was made to examine the differentially expressed genes (DEGs) comparing *Pc*AS-infected WTs with *Pc*AS-infected GRiKOs. DEGs discriminating *Pc*AS-infected WT from *Pc*AS-infected GRiKO were screened for their involvement in glucose metabolism. (**B**) A heatmap of the normalized counts of 33 identified glucometabolic genes is shown. Correlation analyses between glycemia levels and (**C**) *Hk2*, (**D**) *Pfkp*, (**E**) *Pfkfb3*, (**F**) *Pdk4*, (**G**) *Ldha*, (**H**) *Slc2a1*, and (**I**) *Slc37a4* are shown. (**J**) Correlation analysis between hepatic glycogen and *Ppp1r3b* is shown. (**C**–**J**) Correlations were calculated with a nonparametric Spearman test. *P* values are presented on each graph. Each symbol represents an individual mouse with : infected WT mice and : infected GRiKO mice. (**A**, **B**) Data from one independent experiment and graphs (**C**–**J**): data from two independent experiments. (CON WT: 4 mice, CON GRiKO: 4 mice, *Pc*AS WT: 4 mice, *Pc*AS GRiKO: 6 mice, with 3 normoglycemic and 3 hypoglycemic). Source data are available online for this figure.

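A list of 24 genes of glycolysis and of its glucose and lactate transport, compiled from general knowledge, was tested as a whole. In PcAS GRiKO against PcAS WT livers all 21 genes with enough reads had a positive log2 fold change, with a median of 0.84 (camera, adjusted p = 1.09e-12 over 12 lists). Of these genes 8 were DEGs, both over all genes tested and when p was adjusted over the list alone. They were Eno1, Hk1, Hk2, Pfkfb3, Pfkl, Pfkp, Slc16a3 and Slc2a1. Of the list, 7 genes are among those of Fig. 4B. The 14 other genes tested were all positive with a median of 0.54, and 1 of them, Slc16a3, was a DEG. As a mean over the list relative to CON WT livers, expression was 0.96 ± 0.037 (SD, n = 4) on the log2 scale in PcAS WT and 1.99 ± 0.27 (SD, n = 6) in PcAS GRiKO livers. The difference of 1.03 was larger than the spread between mice, with all 6 PcAS GRiKO livers above all PcAS WT livers (exact permutation test, p = 0.00476). Over the list the effect of the genotype was larger in infected than in uninfected livers, with a median interaction of 1.17 (camera, adjusted p = 9.91e-15; fry, 2.81e-05). Hk2 had 379.8 ± 117 normalized counts (SD, n = 6) in PcAS GRiKO and 127.8 ± 12.7 (SD, n = 4) in PcAS WT livers. Slc2a1 had 241.5 ± 120 and 46.4 ± 18.2, and Pfkl 439.1 ± 62.6 and 183.5 ± 31.8. Ldha was higher in all 6 PcAS GRiKO livers, but its log2 fold change of 0.43 (adjusted p = 0.0144 from limma) was below the threshold of 1. Reads mapping to multiple loci had been discarded, which leaves genes with near-identical copies elsewhere in the genome, such as Gapdh, Tpi1, Pgk1, Eno1, Pkm and Ldha, with uncertain counts. Gapdh kept 15.2 normalized counts in PcAS GRiKO livers.
A list of 15 genes of gluconeogenesis did not differ between PcAS GRiKO and PcAS WT livers (camera, adjusted p = 0.579; fry, 0.326). Its median log2 fold change was -0.05 and its mean 0.0094, of opposite sign, and camera gave the direction as lower. Of the 15 genes 2 were DEGs, over all genes tested and when p was adjusted over the list alone, and they went in opposite directions. Slc37a4 was lower, and G6pc was higher with a log2 fold change of 1.53 (standard error 0.35, adjusted p = 0.0118 from limma). G6pc had 608.4 ± 273 normalized counts in PcAS GRiKO and 212.5 ± 121 in PcAS WT livers, with 5 of the 6 PcAS GRiKO livers above all PcAS WT livers (exact permutation test, p = 0.0286). Pck1 was at 562.1 ± 155 and 566.2 ± 93.5 normalized counts, a log2 fold change of -0.05 (adjusted p = 0.900) whose sign changed with array weights. Infection gave the list a mean of -0.88 relative to CON WT in PcAS WT livers (exact permutation test, p = 0.0286, n = 4 each). The mean of CON GRiKO livers was -0.28 (exact permutation test, p = 0.0286, n = 4 each). From sequencing, qPCR and correlations with glycemia and hepatic glycogen, the paper concludes that GR signaling holds back glycolytic transcripts and promotes minimal gluconeogenesis.

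**Figure D6:**
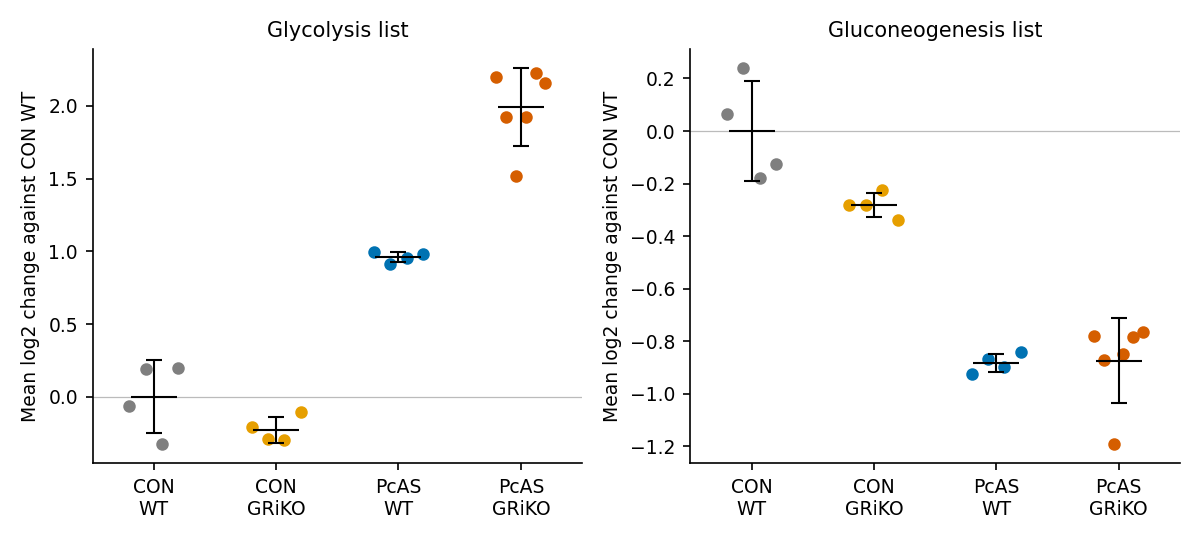
Mean log2 change against CON WT over the genes of the glycolysis list and of the gluconeogenesis list in each liver, by group. Points are mice, horizontal bars are means and whiskers are SD. PcAS GRiKO livers average 1.99 for glycolysis against 0.96 in PcAS WT livers, and the 2 infected groups overlap for gluconeogenesis.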

To assess whether the expression of these genes directly correlates with glycemia levels, we confirmed the differential expression of 10 key glucometabolic genes, including glycolytic (*Hk2*, *Pfkp*, *Pfkfb3*, *Pdk4*, *Ldha*, and *Slc2a1*) and gluconeogenic genes (*G6pc*, *Pck*, *Ldhb*, and *Slc37a4*), with qPCR and conducted correlation analyses. We observed increased expression of the selected glycolytic genes, which negatively correlated with glycemia in both liver and spleen tissues (Figs. 4C–H and EV4; Appendix Fig. S8A–F), indicating that GR signaling suppresses excessive glycolysis. In contrast, the expression levels of gluconeogenic genes *G6pc*, *Pck1*, and *Ldhb* did not show significant changes (Appendix Fig. S8G–I). However, *Slc37a4* was significantly downregulated in infected GRiKO mice and positively correlated with glycemia (Fig. 4I; Appendix Fig. S8J), suggesting that GR signaling primarily regulates gluconeogenesis at the level of glucose-6-phosphate transport rather than through enzyme expression. Furthermore, we confirmed the downregulation of *ppp1r3b* and detected a positive correlation between its expression and hepatic glycogen during infection (Appendix Fig. S8K; Fig. 4J), indicating that GR signaling helps to maintain glycogen levels. Overall, our findings demonstrate that GR signaling protects against an upregulated glycolytic transcriptome while promoting minimal gluconeogenesis during *Pc*AS infection, underscoring its vital role in maintaining metabolic balance in malaria.

**Figure EV4:**
GR signaling inhibits glycolytic gene expression in spleen during infection. WT and GRiKO mice were infected with *Pc*AS parasites and spleens were collected at 10 dpi. qPCR was performed to determine mRNA expression of (**A**) *Hk2*, (**B**) *Pfkp*, (**C**) *Pfkfb3*, (**D**) *Pdk4*, (**E**) *Slc2a1* and (**F**) *Slc16a3*. Data were normalized towards mouse-specific *18S* and the average expression of CON WT mice. Correlation analyses were performed between glycemia and (**G**) *Hk2*, (**H**) *Pfkp*, (**I**) *Pfkfb3*, (**J**) *Pdk4*, (**K**) *Slc2a1* and (**L**) *Slc16a3* with the nonparametric Spearman test. Statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. ns: *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001. Asterisks above data points indicate significant differences between infected and non-infected mice, asterisks above a horizontal line show significant differences between genotype. Each symbol represents an individual mouse and bar graph represent median per group. : infected WT mice and : infected GRiKO mice. Data from two independent experiments.

### Increased JAK/STAT activation upon hypoglycemia in infected GRiKO mice

To explore new druggable pathways linked to lethal hypoglycemia, we used our RNAseq dataset (i.e, the 819 DEGs discriminating infected WT from infected GRiKO mice) to connect transcriptomic changes with transcription factor (TF) signaling (Fig. 5A). Using Chea3, a powerful TF enrichment analysis (TFEA) tool that uses publicly available chromatin immunoprecipitation sequencing (ChIP-Seq) databases, we identified Signal transducer and activator of transcription 3 (STAT3) as a key player (Keenan et al, 2019). 

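The ChEA3 libraries were not used here. In their place, a list of known targets of STAT3, compiled from general knowledge, was tested in PcAS GRiKO against PcAS WT livers. A rise of this list does not by itself tell STAT3 from other regulators of the same genes. Of 27 STAT3 targets 26 were tested, and all 26 had a positive log2 fold change with a median of 0.76 (camera, adjusted p = 1.28e-11). Of these 12 were DEGs, both over all genes tested and when p was adjusted over the list alone. They were Cd14, Cebpb, Il1rn, Junb, Lcn2, Pim1, Saa1, Saa2, Saa3, Socs3, Steap4 and Timp1. The Saa genes are near-identical, so that their share of uniquely mapped reads is uncertain. Il1rn had the lowest p of all genes tested (log2 fold change 2.75, adjusted p = 2.52e-05 from limma). Socs3 rose by 1.84 (adjusted p = 0.0214) but its adjusted p was above 0.05 with the mouse number as a block (0.142) and without PcAS WT mouse 1 (0.0616), PcAS WT mouse 4 (0.0686) or PcAS GRiKO mouse 5 (0.0518). The mean of the list relative to CON WT was 1.92 ± 0.30 (SD, n = 6) in PcAS GRiKO and 0.87 ± 0.16 (SD, n = 4) in PcAS WT livers (exact permutation test, p = 0.00476). With fry in place of camera the adjusted p was 2.20e-04 for the glycolysis list and 3.68e-04 for the STAT3 targets. With an estimated correlation it was 0.0557 for the glycolysis list and 0.0557 for the STAT3 targets, so that neither call held. Over all alternatives it ran from 6.71e-16 to 0.0557 and from 1.93e-14 to 0.0557. For the STAT3 targets the interaction was not called (median 0.10, camera adjusted p = 0.0639, fry adjusted p = 0.421). As list means, the genotype difference was 1.04 in infected and 0.53 in uninfected livers (exact permutation test, p = 0.00476 and 0.314). The CON GRiKO means ran from -0.49 to 1.35, with the livers high in Xist at 0.91 and 1.35. This spread leaves open whether the genotype effects are equal.
Stat3 itself (ENSMUSG00000004040, chromosome 11 of GRCm38, 100885098 to 100939540) had 1043.6 ± 305 normalized counts (SD, n = 6) in PcAS GRiKO and 645.3 ± 29.3 (SD, n = 4) in PcAS WT livers. Its log2 fold change of 0.64 (standard error 0.20, adjusted p = 0.0488 from limma) was below the threshold of 1. Of the 6 PcAS GRiKO livers 5 lay above and 1 below all PcAS WT livers (exact permutation test, p = 0.0476). Without PcAS GRiKO mouse 3, the liver below the others, the adjusted p was 0.00191, and without any other library it was above 0.05, up to 0.127. These are transcript counts, which do not measure phosphorylation.

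**Figure D7:**
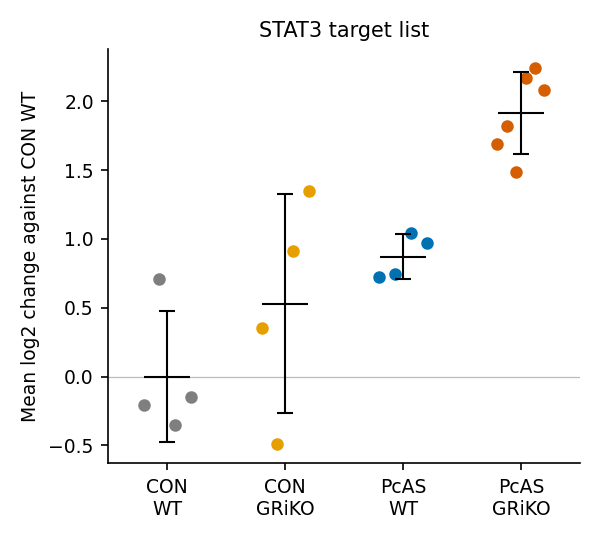
Mean log2 change against CON WT over the STAT3 target list in each liver, by group. Points are mice, horizontal bars are means and whiskers are SD. The STAT3 target mean is 1.92 in PcAS GRiKO and 0.87 in PcAS WT livers.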

STAT3 consistently ranked in the top 5 TFs across all three Chea3 databases (Fig. 5B–D), aligning with its known role in promoting glycolysis and suppressing hepatic gluconeogenesis (Inoue et al, 2004; Nie et al, 2009; Yucel et al, 2022; Camporeale et al, 2014). To validate this bioinformatic discovery, we experimentally measured STAT3 activation by assessing the ratio of phosphorylated STAT3 (pSTAT3, at tyrosine residue 705) to total STAT3. Our results revealed a marked increase in STAT3 activation in the liver upon *Pc*AS infection, which was further exacerbated in GRiKO mice (Fig. 5E). Strikingly, STAT3 activation strongly correlated with glycemia levels during infection, confirming its association with hypoglycemia (Fig. 5F). As a comparison, we also measured STAT1 activation, but its response to GR deletion was far less pronounced (Appendix Fig. S9), highlighting the specific involvement of STAT3 in glucose dysregulation. Additionally, we found higher expression of the upstream regulators *Il6* and *Il10* in GRiKO mice (Fig. 5G,H), both of which negatively correlated with glycemia (Fig. 5I,J). Similar results were obtained in the spleen (Fig. 6A–F). These findings suggest a pivotal link between the JAK/STAT3 pathway and glucose metabolism during *Pc*AS infection.

**Figure 5:**
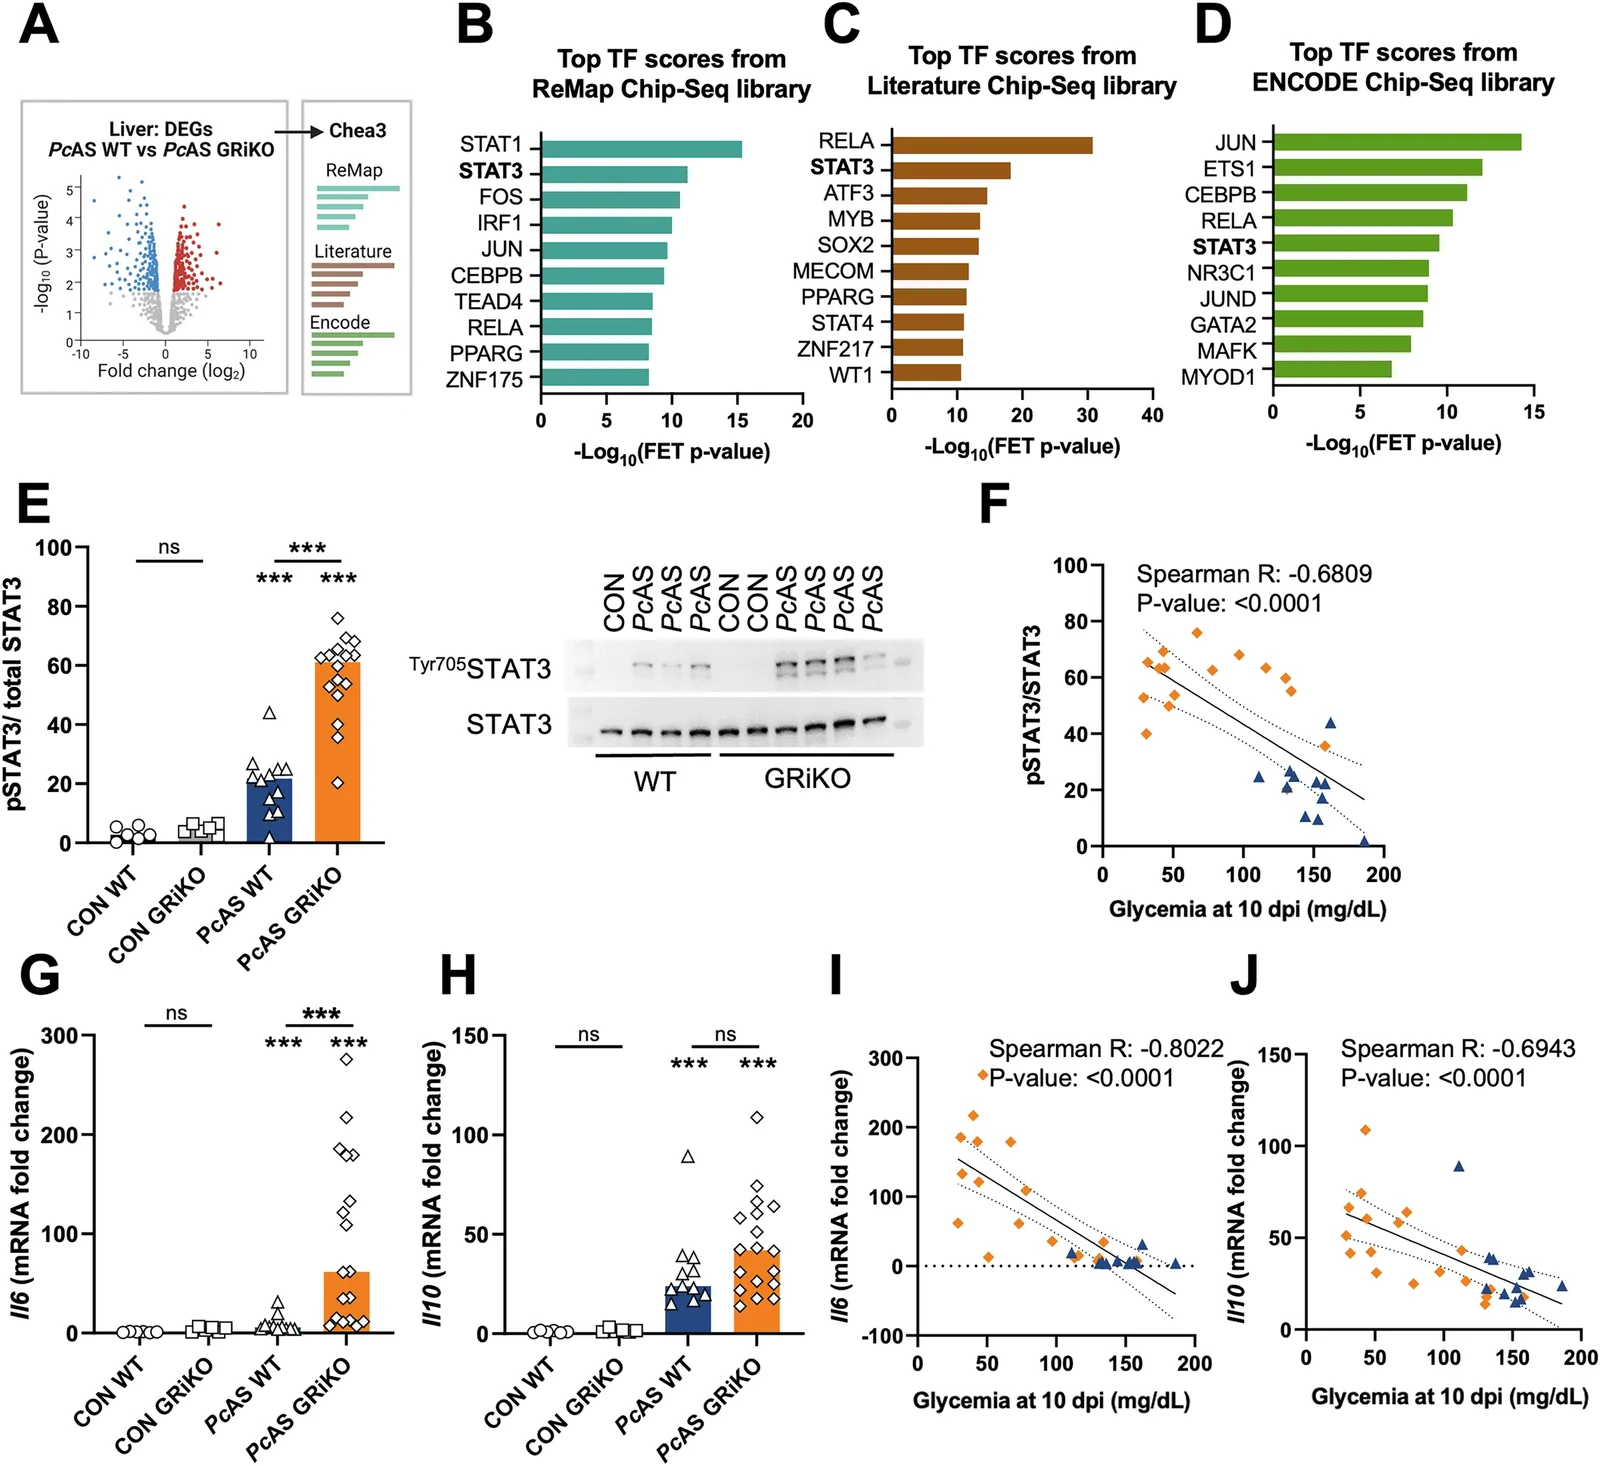
Increased JAK/STAT activation upon hypoglycemia in liver of infected GRiKO mice. WT and GRiKO mice were infected with 10^4^ *Pc*AS parasites and RNAseq was performed on liver tissue collected at 10 dpi. Differentially expressed genes (DEGs) discriminating *Pc*AS-infected WT from *Pc*AS-infected GRiKO mice, were identified with DESeq2. With the chea3 bioinformatic tool, transcription factor enrichment analysis (TFEA) was performed. (**A**) A schematic overview of the workflow is shown. TFEA results based on the (**B**) Remap, (**C**) Literature and (**D**) ENCODE public Chip-seq databases are shown (the position of STAT3 is marked in bold). (**E**) The phosphorylation (on tyrosine residue 705) status of STAT3 was assessed in liver tissue with western blot. For this analysis, (p)STAT3 was first detected, after which the blots were stripped and STAT3 was detected on the respective blots. Representative blots are shown together with the semiquantitative determination of band intensity ratio. (**F**) Correlation analysis of liver pSTAT3/STAT3 ratio with glycemia upon infection. mRNA expression of (**G**) *Il6* and (**H**) *Il10* were determined with qPCR. Correlation analysis of glycemia with (**I**) *Il6* and (**J**) *Il10* expression in liver tissue. (**E**, **G**, **H**) Statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. ns: *P* > 0.05, ***P < 0.001. Asterisks above data points indicate significant differences between infected and non-infected mice, asterisks above a horizontal line show significant differences between genotype. (**F**, **I**, **J**) Correlations were calculated using the nonparametric Spearman test. *P* values are presented on each graph. Each symbol represents an individual mouse with : infected WT mice and : infected GRiKO mice. For graphs (**A**–**D**): data from one independent experiment; For graphs (**E**–**J**): data from two independent experiments. Source data are available online for this figure.

**Figure 6:**
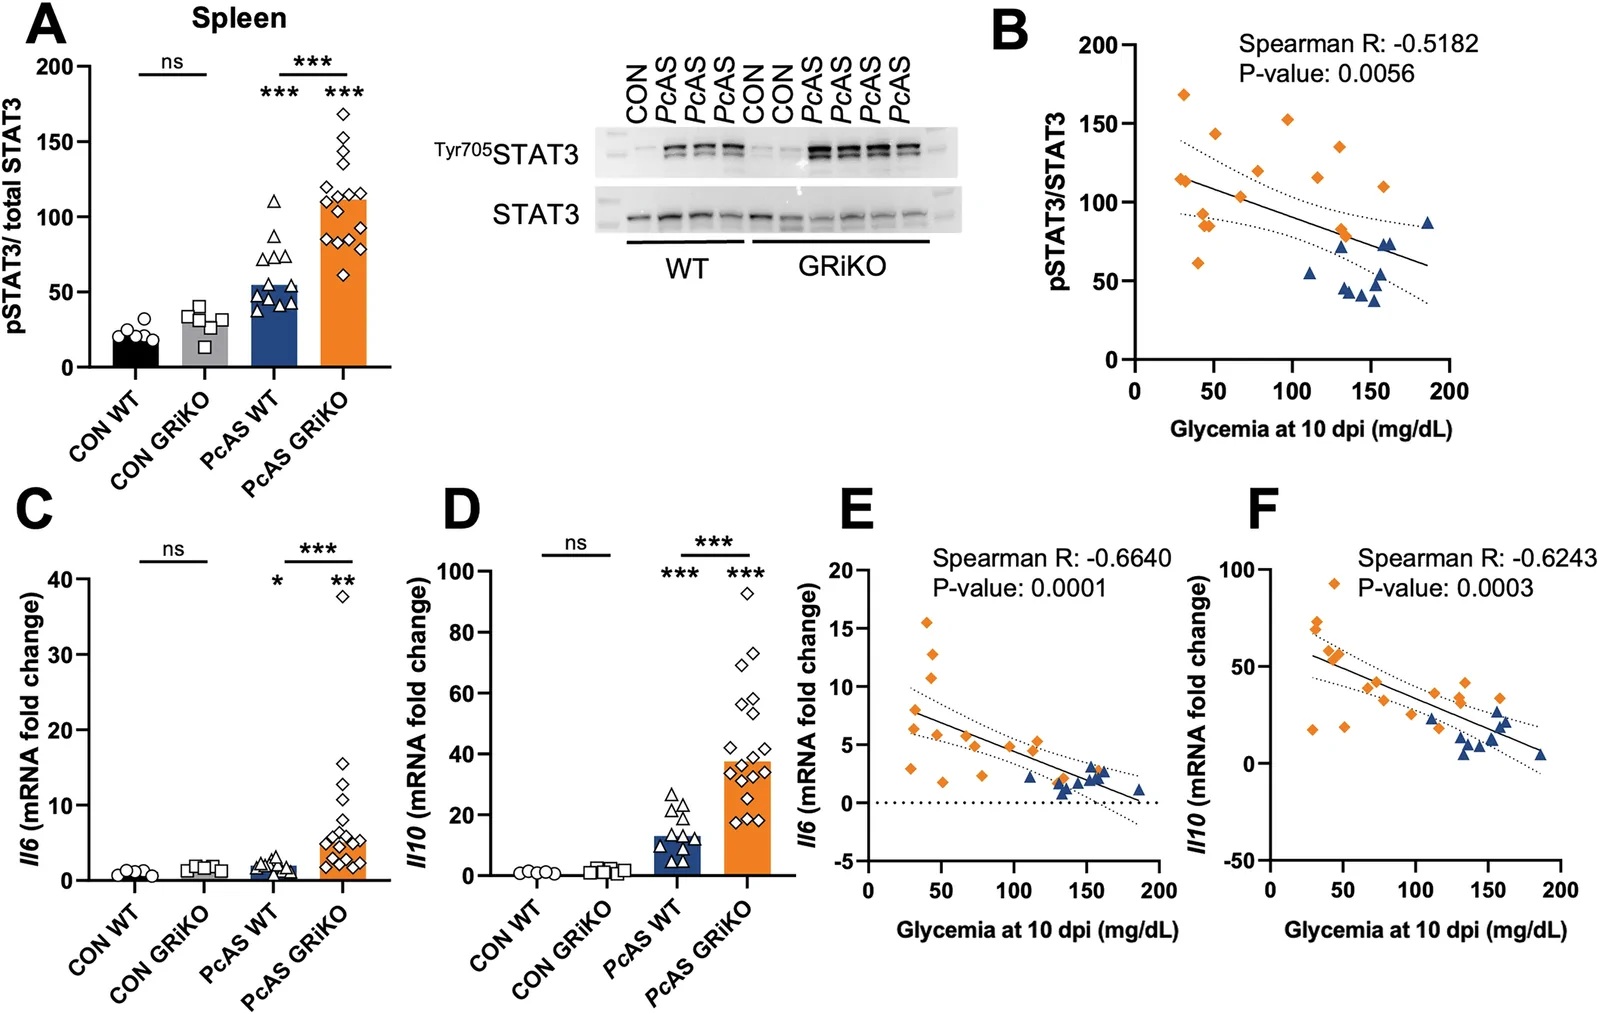
JAK/STAT hyperactivation in the spleens of infected GRiKO mice. WT and GRiKO mice were infected with 10^4^ *Pc*AS parasites. Spleen tissue was collected at 10 dpi. (**A**) The phosphorylation (on tyrosine residue 705) status of STAT3 was assessed in spleen tissue with western blot. For this analysis, (p)STAT3 was first detected, after which the blots were stripped and STAT3 was detected on the respective blots. Representative blots are shown together with the semiquantitative determination of band intensity ratio. (**B**) Correlation analysis of splenic pSTAT3/STAT3 ratio with glycemia upon infection. mRNA expression of (**C**) *Il6* and (**D**) *Il10* were determined with qPCR. Correlation analysis of glycemia with (**E**) *Il6* and (**F**) *Il10* expression in spleen tissue. (**A**, **C**, **D**) Statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. (**A**, **C**, **D**) ns: *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001. Asterisks above data points indicate significant differences between infected and non-infected mice, asterisks above a horizontal line show significant differences between genotype. (**B**, **E**, **F**) Correlations were calculated using the nonparametric Spearman test. *P* values are presented on each graph. Each symbol represents an individual mouse with : infected WT mice and : infected GRiKO mice. All graphs: Data from two independent experiments. Source data are available online for this figure.

Furthermore, we also measured the mRNA expression levels of key cytokines i.e., *Il1β, Tnfα, Ifnα* and *Ifnγ*. In both liver and spleen, an increase in *Il1β* and *Tnfα* was detected in infected GRiKO mice compared to infected WT mice (Fig. EV5A,B,E,F), while *Ifnα* and *Ifnγ* were only increased in the liver (Fig. EV5C,D,G,H). This cytokine profile aligns with the well-established anti-inflammatory role of GCs in modulating immune responses. Interestingly, the expression levels of *Il1β* and *Tnfα* in both liver and spleen correlated significantly with glycemia levels (Fig. EV5I,J,M,N), further underscoring the link between inflammation and glucose dysregulation. In addition, the liver-specific increase in *Ifnγ* also showed a significant correlation with glycemia (Fig. EV5K,L,O,P). Together, these findings support the notion that GC signaling serves as a critical modulator in preventing JAK/STAT pathway overactivation, cytokine storm and hypoglycemia during malaria.

**Figure EV5:**
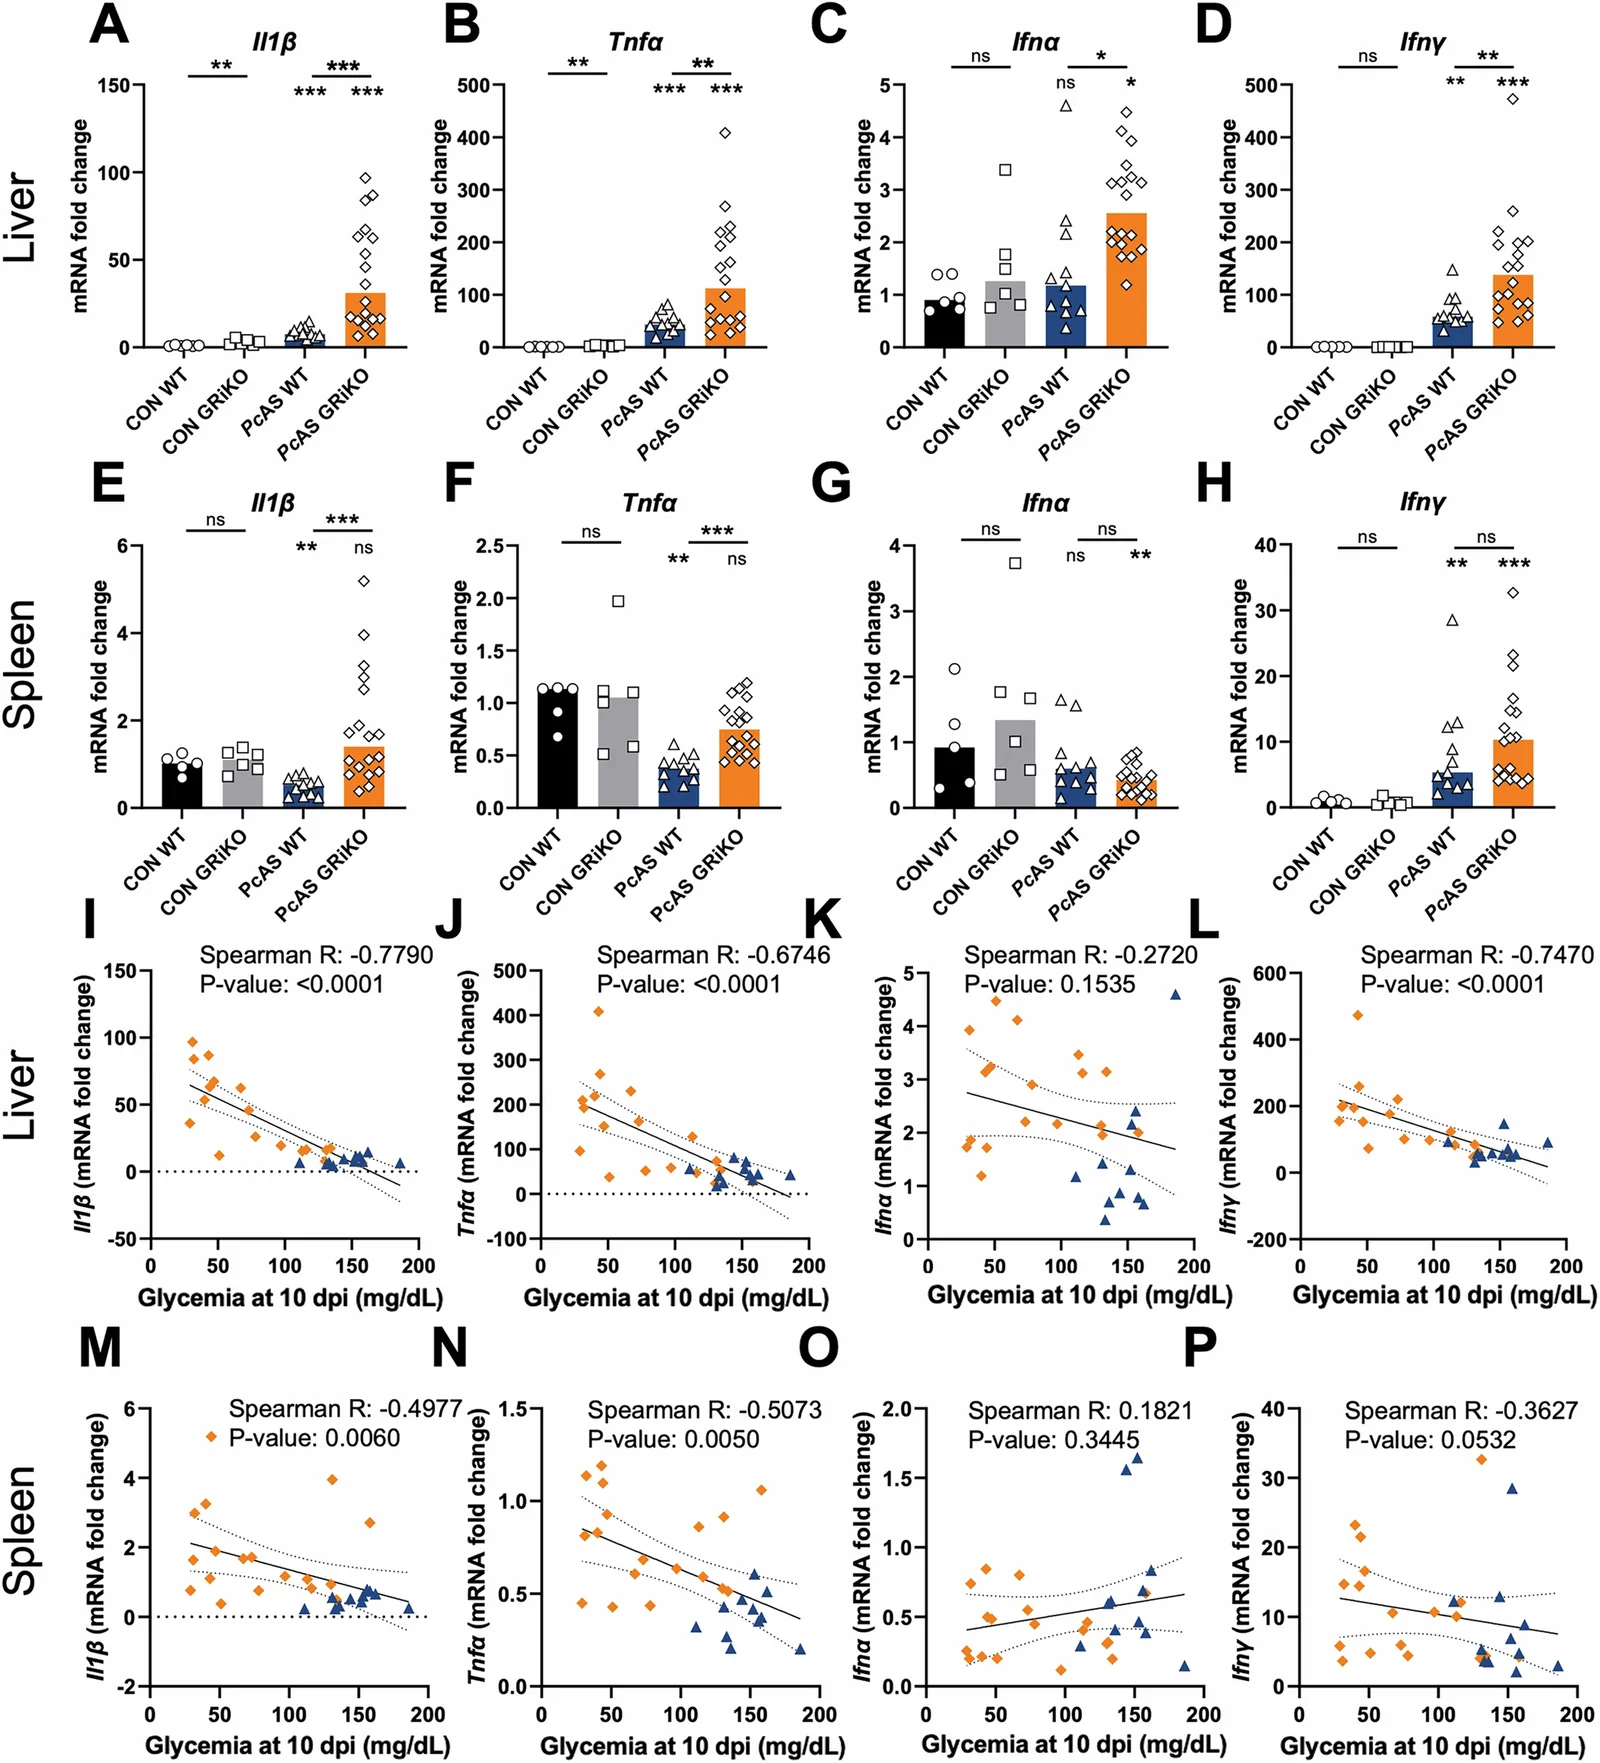
GR signaling prevents cytokine storm in liver and spleen of *Pc*AS-infected mice. WT and GRiKO mice were infected with *Pc*AS parasites. At 10 dpi, livers and spleens were collected and expression levels of (**A**, **E**) *Il1β* (**B**, **F**) *Tnfα*, (**C**, **G**) *Ifnα and* (**D**, **H**) *Ifnγ* were measured with qPCR. Data were normalized towards mouse-specific *18S* and the average expression of CON WT mice. (**I**–**P**) Correlations between glycemia levels and the cytokine expressions were assessed with the nonparametric Spearman test. Each symbol represents an individual mouse and bar graph represent median per group. : infected WT mice and : infected GRiKO mice. Statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. ns: *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001. Asterisks above data points indicate significant differences between infected and non-infected mice, asterisks above a horizontal line show significant differences between genotype. Data from two independent experiments.

### STAT3 enrichment in the whole blood transcriptome of severe malaria patients

To evaluate the clinical relevance of our findings, we analyzed a publicly available whole-blood RNAseq dataset from malaria patients. Since no transcriptomic datasets from hypoglycemic malaria patients are currently available, we evaluated a published dataset of pediatric malaria patients with either cerebral malaria and hyperlactatemia (“CH”, as a proxy for dysmetabolism in severe malaria) versus uncomplicated malaria (accession number E-MTAB-6413) (Lee et al, 2018). A schematic overview of our computational analysis can be found in Fig. 7A. Pathway enrichment analysis using the WikiPathways database revealed a strong enrichment for aerobic glycolysis in CH patients, consistent with the metabolic alterations observed in infected GRiKO mice (Fig. 7B). Moreover, TFEA using the Chea3 platform further identified STAT3 as one of the top-ranked regulators of the differentially expressed genes (Fig. 7C), in line with our experimental findings of STAT3 hyperactivation upon severe disease in mice. In addition, signal transduction pathway analysis using the INOH database revealed significant enrichment of the JAK1 and JAK2 pathways, both which are critical upstream kinases that activate STAT3 through phosphorylation, in CH patients (Fig. 7D). These findings suggest that overactivation of the JAK/STAT3 signaling cascade may be a conserved feature of severe malaria pathogenesis in both murine and human malaria.

**Figure 7:**
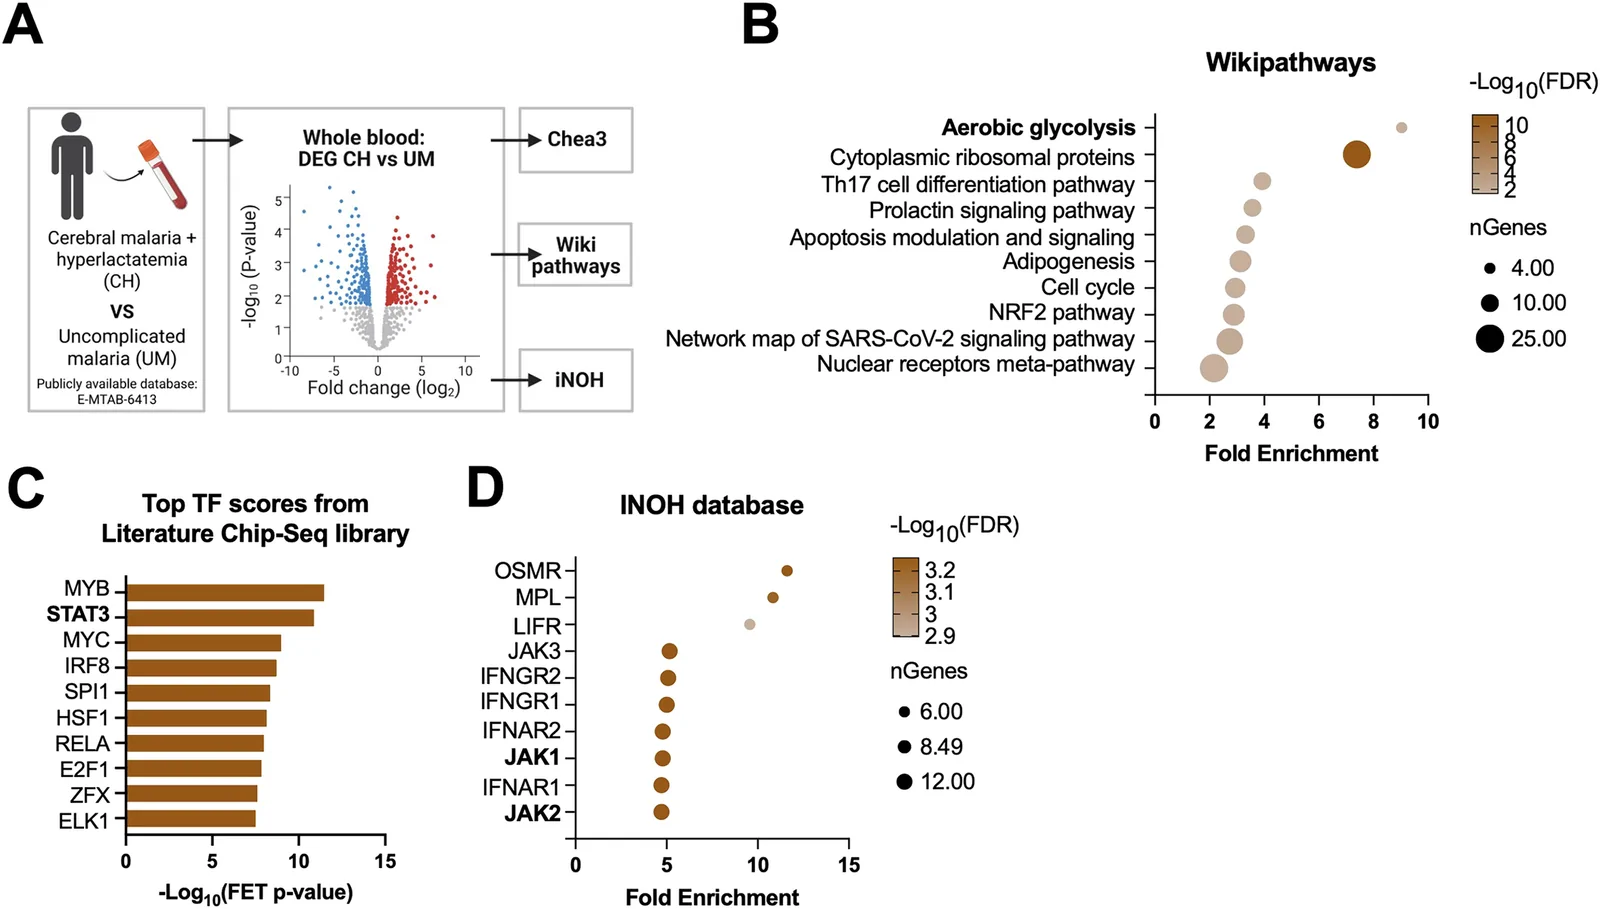
JAK/STAT3 ranks among the top enriched pathways in severe malaria patients. Publicly available whole-blood RNAseq data from pediatric malaria patients (E-MTAB-6413, ArrayExpress database, EMBL-EBI) were analyzed to compare gene expression profiles between patients with cerebral malaria patients with hyperlactatemia (>5 mM; referred to as CH) and those with uncomplicated malaria (UM) (Lee et al, 2018). (**A**) Schematic overview of the computational workflow used for transcriptomic analysis. (**B**) Pathway enrichment analysis was performed using the WikiPathways database via the ShinyGO 0.80 platform. (**C**) Transcription factor enrichment analysis was conducted using the Literature-curated Chip-Seq database available in the Chea3 tool. The FDR-FET gene set enrichment analysis method was used. (**D**) Signal transduction pathway analysis was carried out using the INOH database, also via ShinyGO 0.80 tool. Differentially expressed genes (DEGs) between CH and UM groups were used as input for all analysis. Source data are available online for this figure.

### Ruxolitinib treatment prevents the development of lethal hypoglycemia and hyperinflammation

Building on our discovery that JAK/STAT overactivation is associated with disease severity in murine and human malaria, we next evaluated whether pharmacological inhibition of JAK/STAT signaling with ruxolitinib could reverse the lethal phenotype in infected GRiKO mice. Ruxolitinib is a selective JAK1/2 inhibitor, which leads to inhibition of the activation of several STATs, including STAT3. We treated infected WT and GRiKO mice with ruxolitinib starting at 7 dpi (90 mg/kg, twice daily via oral gavage, Fig. 8A). This treatment regimen was chosen to mimic an early therapeutic intervention: initiated when the first clinical symptoms were present, and with parasitemia already reaching ~5%. Strikingly, ruxolitinib significantly improved survival in GRiKO mice, with 88.9% of treated mice surviving, compared to just 38.5% in the vehicle-treated group (Fig. 8B). This marked improvement in survival demonstrates the critical role of JAK/STAT signaling in driving the fatal outcomes.

**Figure 8:**
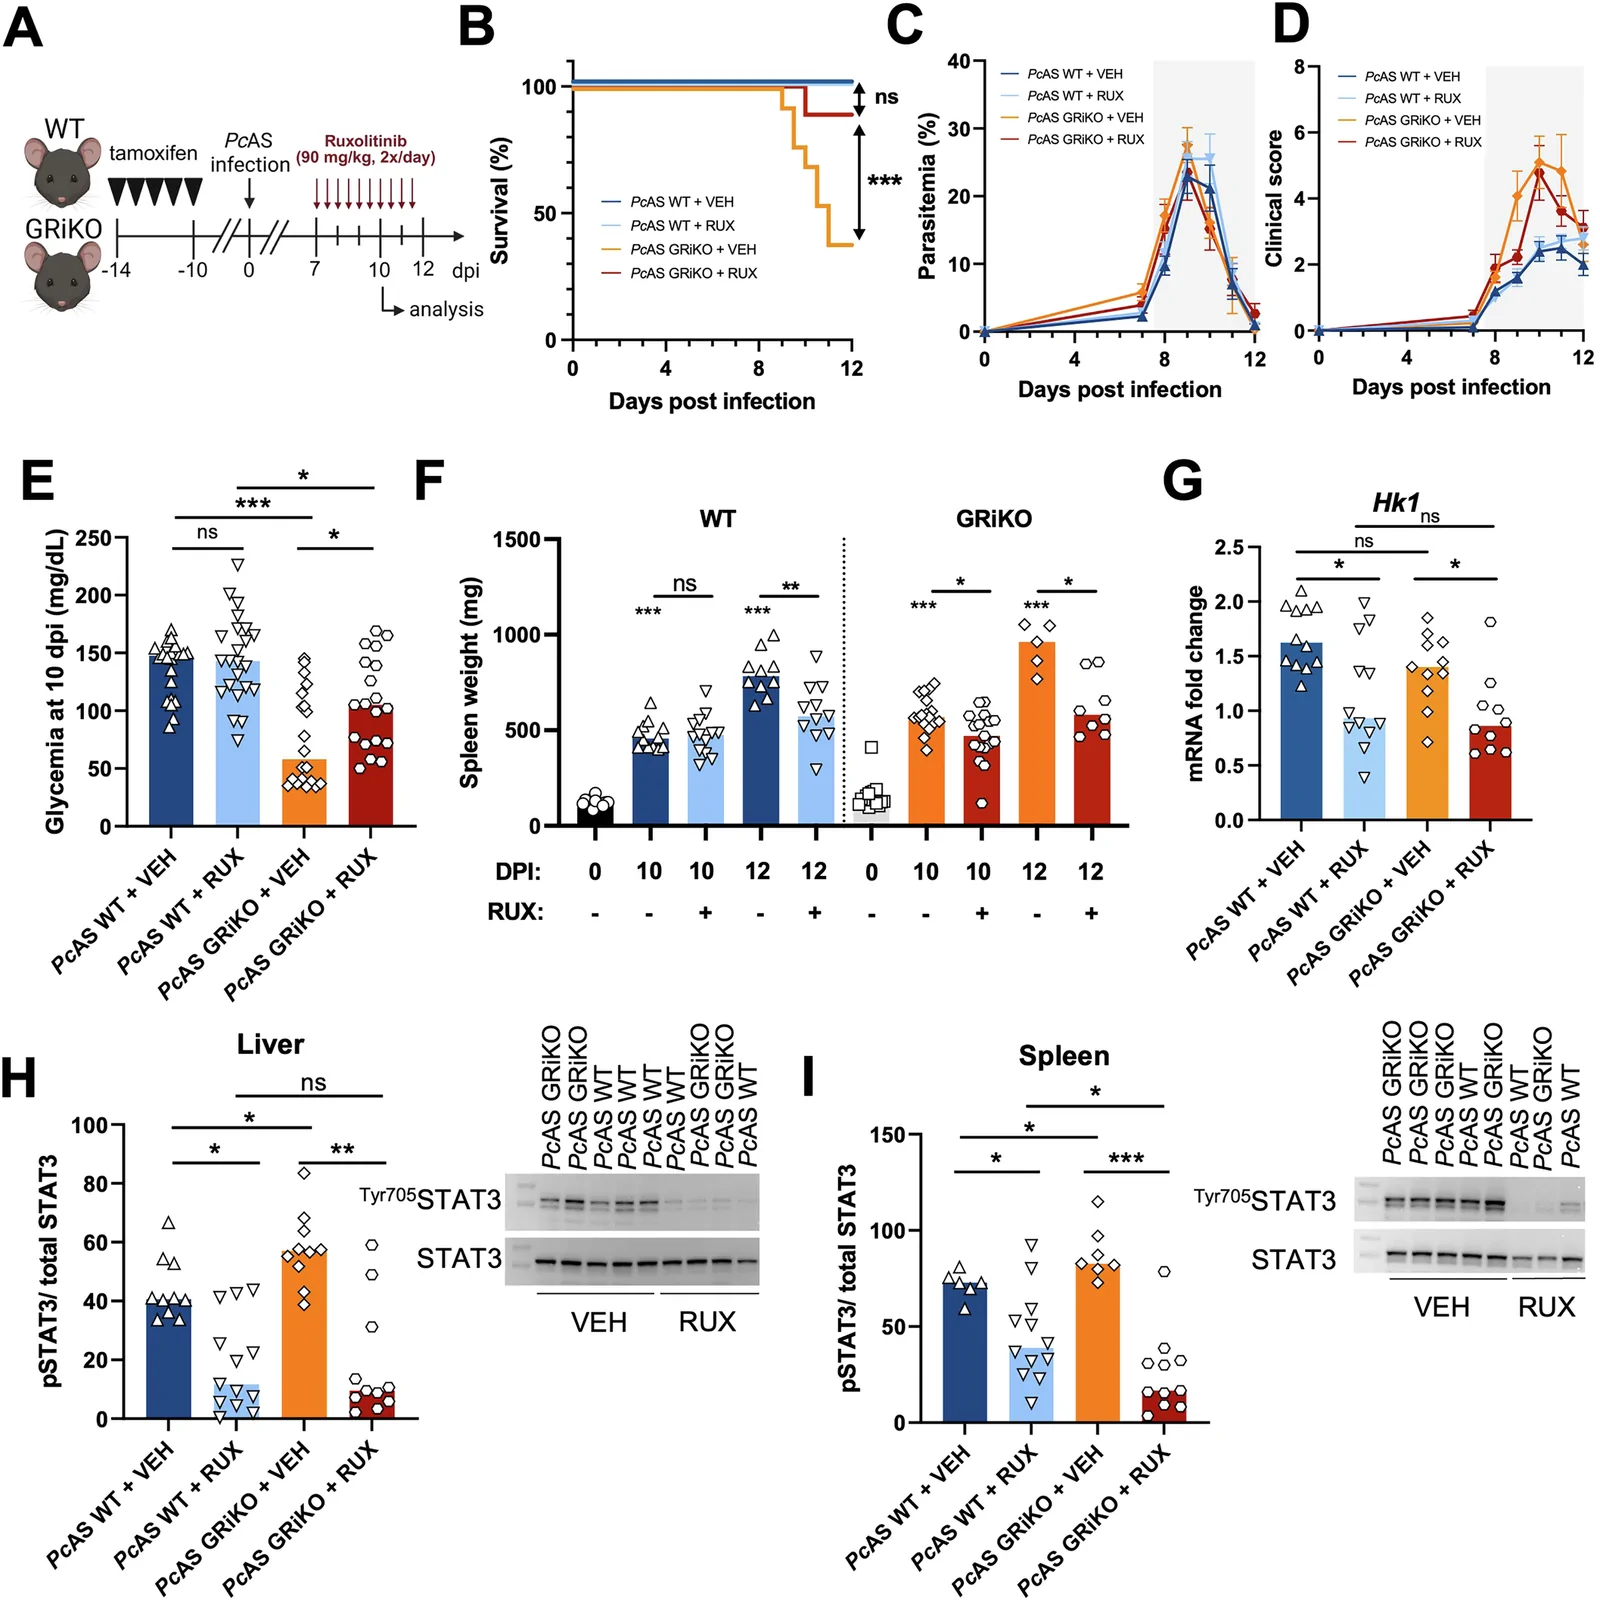
Ruxolitinib treatment prevents the development of lethal hypoglycemia and hyperinflammation after *Pc*AS infection. WT and GRiKO mice were infected with 10^4^ *Pc*AS parasites. Mice were treated with 90 mg/kg ruxolitinib (RUX, JAK1/2 inhibitor) or vehicle (VEH) twice/day via oral gavage, from 7 dpi onwards. Mice were monitored from 6 dpi onwards. (**A**) Schematic overview of experimental set-up is shown. (**B**) Survival rates, (**C**) parasitemia levels and (**D**) clinical scores are shown. (**E**) Glycemia levels measured at 10 dpi. (**F**) Spleen weights were determined at 0, 10 and 12 dpi. (**G**) *Hexokinase 1* (*Hk1*) expression was measured in the spleen at 10 dpi. The ratio of phosphorylated STAT3 (pSTAT3, at tyrosine residue 705) over total STAT3 was assessed with western blot in (**H**) liver and (**I**) spleen extracts at 10 dpi. For this analysis, (p)STAT3 was first detected, after which the blots were stripped and STAT3 was detected on the respective blots. Representative blots are shown together with the semiquantitative determination of band intensity ratio. For graphs (**C**, **D**), mean and SEM of each group is shown. (**E**–**I**) Statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. Each datapoint represents an individual mouse. Asterisks above data points indicate significant differences between infected and their respective non-infected mice, asterisks above a horizontal line show significant differences between indicated groups. For all graphs: ns: *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001. Data from two to three independent experiments. The number of mice for graphs (**B**–**D**): CON WT: 3 mice, CON GRiKO: 3 mice, *Pc*AS WT + VEH: 10 mice, *Pc*AS WT + RUX: 10 mice, *Pc*AS GRiKO + VEH: 13 mice, and *Pc*AS GRiKO + RUX: 9 mice. Source data are available online for this figure.

Ruxolitinib did not affect parasitemia, hepatic parasite load, clinical score, weight loss, lactatemia, or hepatic glycogen levels (Fig. 8C,D; Appendix Fig. S10A–D). Nevertheless, it effectively prevented severe hypoglycemia in nearly all treated GRiKO mice (Fig. 8E; Appendix Fig. S10E). This underscores that STAT3 overactivation is a key driver of lethal hypoglycemia. Importantly, ruxolitinib did not alter circulating glucagon or insulin levels, suggesting its protective effects are independent of classical glucose-regulating hormones (Appendix Fig. S10F,G). In addition to rescuing glycemia, ruxolitinib significantly inhibited the development of splenomegaly upon infection, in both WT and GRiKO mice (Fig. 8F). To further explore the metabolic impact of ruxolitinib, we assessed glycolytic and gluconeogenic gene expression and measured FDG uptake in liver and spleen. A significantly lower splenic *Hk1* expression was observed in ruxolitinib-treated groups, suggesting suppression of glycolysis (Fig. 8G). Nevertheless, FDG uptake and expression of other metabolic genes, including *Pfkp*, *Pdk4*, *Slc2a1*, *G6pc*, *Slc37a4* and *Pck1* remained unchanged upon ruxolitinib treatment of infected GRiKO mice (Appendix Fig. S11).

Western blot analysis confirmed the efficacy of ruxolitinib in inhibiting STAT3 activation in both liver and spleen, with a significant reduction in pSTAT3/total STAT3 ratios (Fig. 8H,I). Furthermore, ruxolitinib also markedly reduced circulating levels of IL-6 and IL-10 in infected GRiKO mice, while having no significant effect on IFN-γ and TNF-α (Fig. 9A–D). Correlation analysis revealed strong associations between glycemia and cytokine levels (Fig. 9E–H). Interestingly, hypoglycemic GRiKO mice had elevated plasma IL-6 and TNF-α levels compared to normoglycemic GRiKO mice (Fig. 9I–L). No such association was observed for IL-10 or IFN-γ. Together, these findings reveal the mechanistic link between JAK/STAT overactivation, systemic cytokine storm and severe hypoglycemia during malaria infection.

**Figure 9:**
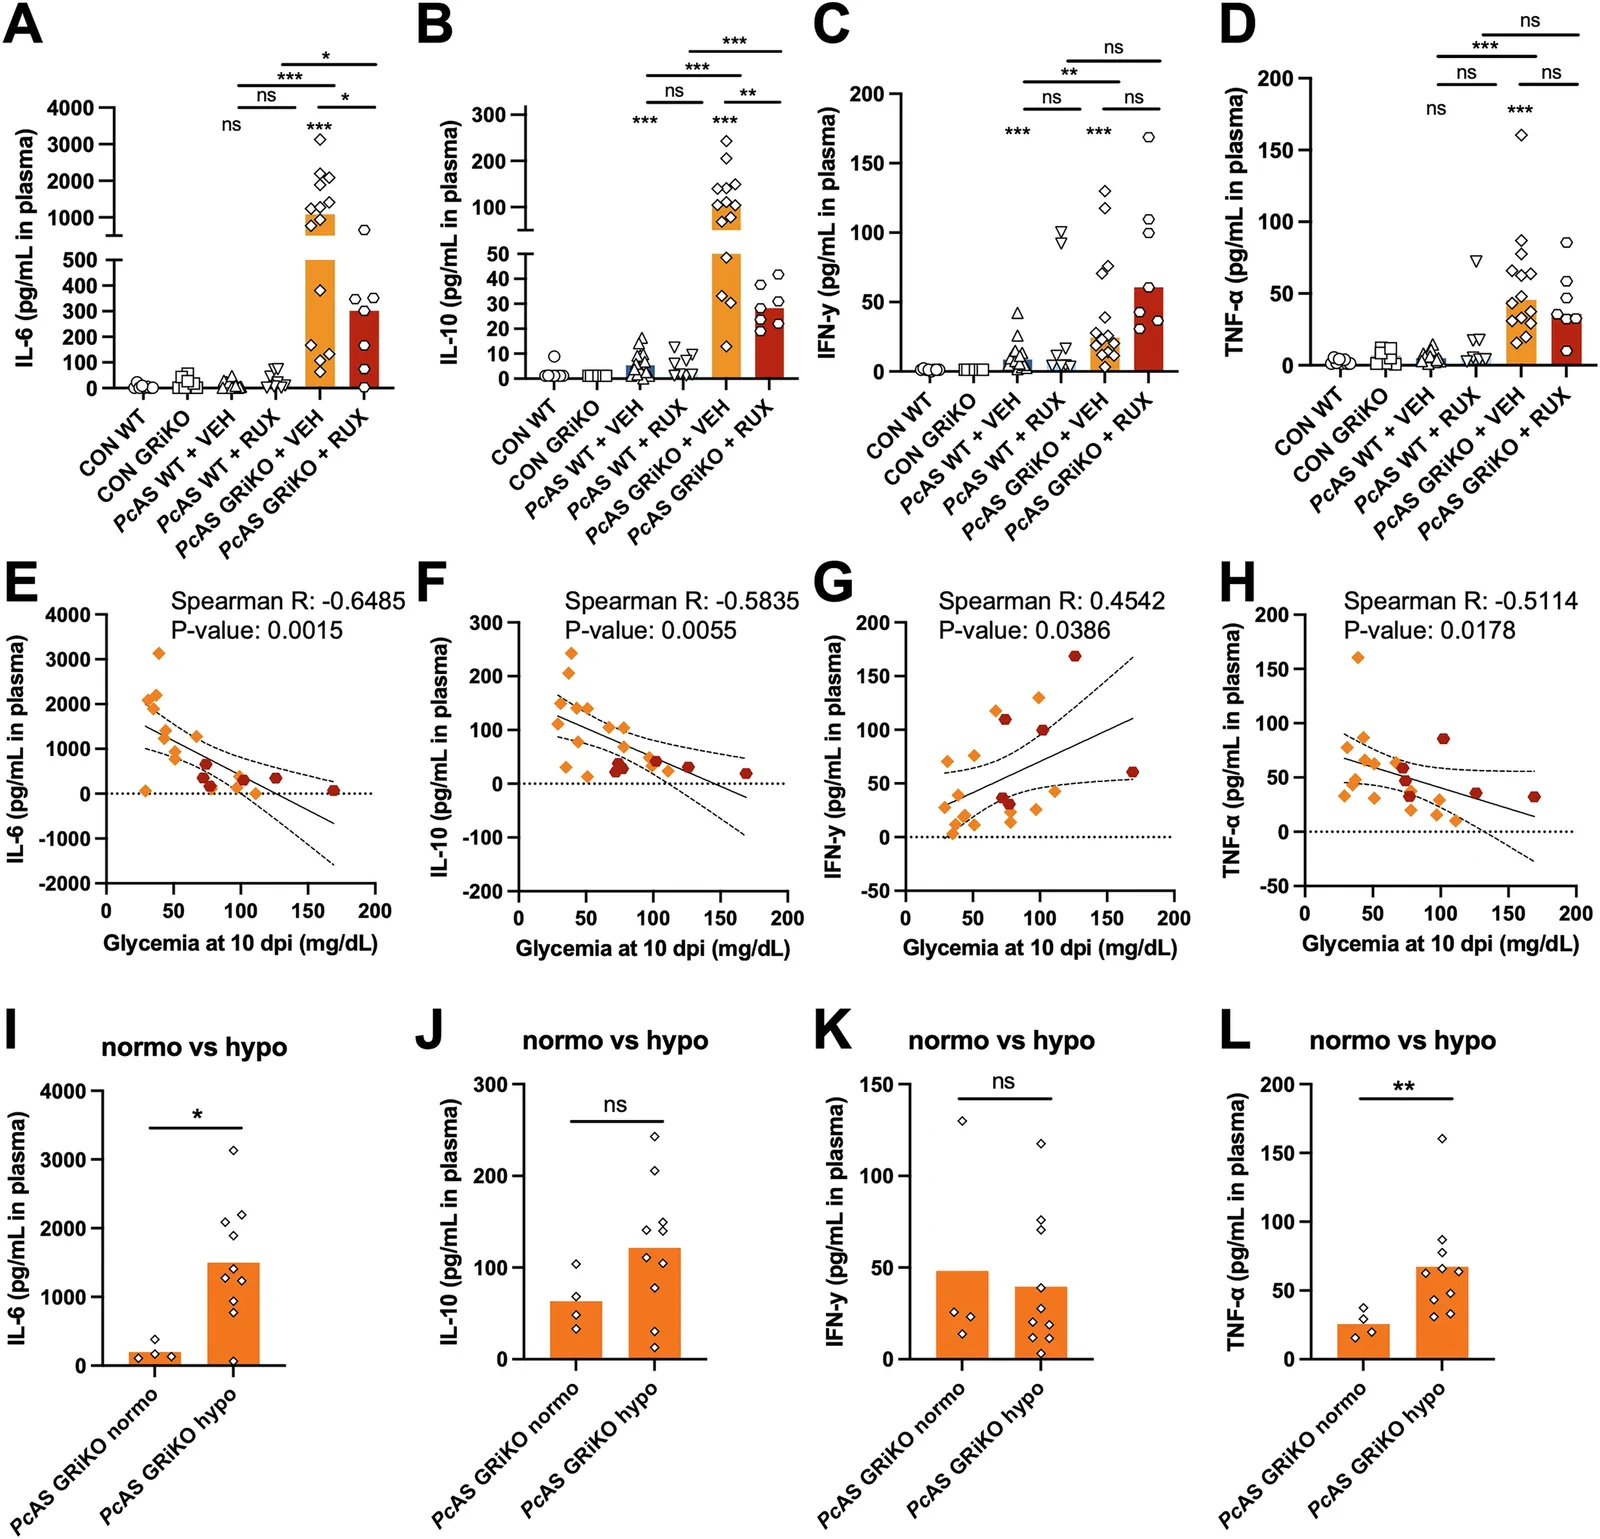
Ruxolitinib attenuates excessive systemic cytokine levels in infected GRiKO mice. WT and GRiKO mice were infected with 10^4^ *Pc*AS parasites. Mice were treated with 90 mg/kg ruxolitinib (RUX, JAK1/2 inhibitor) or vehicle (VEH) twice/day via oral gavage, from 7 dpi onwards. At 10 dpi, plasma was collected and multiplex ELISA was performed to detect (**A**) IL-6, (**B**) IL-10, (**C**) IFN-γ, and (**D**) TNF-*α* levels. Correlation of glycemia with (**E**) IL-6, (**F**) IL-10, (**G**) IFN-γ and (**H**) TNF-α. (**I**–**L**) Cytokine levels were compared between infected vehicle-treated GRiKO mice with normoglycemia (normo) and severe hypoglycemia (hypo). (**A**–**D**, **I**–**L**) Statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. ns: *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001. Asterisks above data points indicate significant differences between infected and their respective non-infected mice, asterisks above a horizontal line show significant differences between indicated groups. (**E**–**H**) Correlations were calculated using the nonparametric Spearman test. *P* values are presented on each graph. : infected GRiKO mice receiving with vehicle treatment and : infected GRiKO mice with ruxolitinib treatment. For all graphs, data from two independent experiments. Source data are available online for this figure.

### Ruxolitinib protects *Pb*NK65-infected mice

To evaluate the broader relevance of our findings, we also tested the therapeutic efficacy of ruxolitinib in an independent and clinically relevant model of severe malaria with C57BL/6 mice infected with *Pb*NK65-E parasites (Vandermosten et al, 2018b; Van den Steen et al, 2010). This model closely mimics key features of severe malaria in patients, including the development of hypoglycemia and GC resistance (Vandermosten et al, 2023, 2018a). Ruxolitinib was administered from 5 until 8 dpi (90 mg/kg, twice daily via oral gavage, Fig. 10A), corresponding to the early symptomatic phase. Ruxolitinib treatment abolished STAT3 activation in liver tissue of infected mice, confirming effective inhibition of the JAK/STAT3 pathway (Fig. 10B). Consistent with our observations in the *Pc*AS model, ruxolitinib did not affect parasitemia, but protected against severe symptoms, body weight loss and hypothermia (Fig. 10C–F). Most importantly, ruxolitinib also protected against hypoglycemia in this model, while no effect on lactatemia was detected (Fig. 10G,H). This corroborates our findings in the *Pc*AS-infected GRiKO mice. Collectively, these findings demonstrate that JAK/STAT3 inhibition with ruxolitinib effectively mitigates severe disease in two distinct experimental malaria models. This further supports the potential of ruxolitinib as a promising adjunctive therapy for severe malaria.

**Figure 10:**
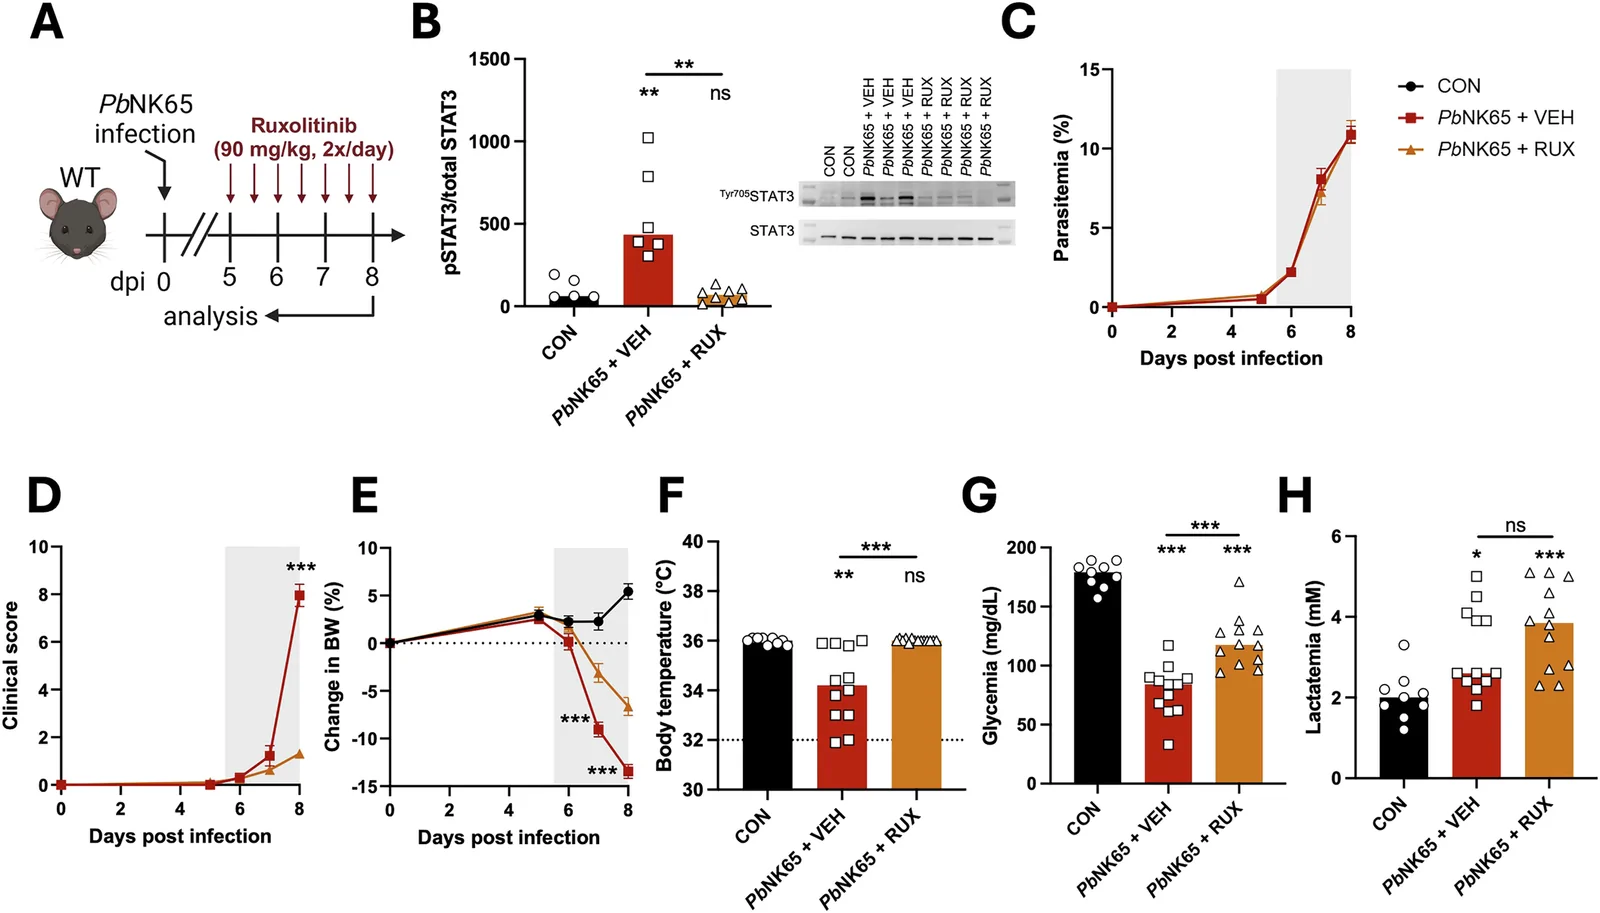
Ruxolitinib protects *Pb*NK65-E-infected mice against severe disease. C57BL/6 mice were infected with 10^4^ *Pb*NK65-E parasites. Mice were treated with 90 mg/kg ruxolitinib (RUX) twice/day via oral gavage (or with vehicle, VEH), from 5 dpi until 8 dpi. Mice were monitored from 5 dpi onwards. (**A**) Schematic overview of the experimental set-up is shown. (**B**) At 8 dpi, liver tissues were collected to assess the ratio of phosphorylated STAT3 (pSTAT3, at tyrosine residue 705) over total STAT3 as a marker for STAT3 activation. For this analysis, (p)STAT3 was first detected, after which the blots were stripped and STAT3 was detected on the respective blots. Representative blots are shown together with the semiquantitative determination of band intensity ratio. (**C**) Parasitemia, (**D**) clinical score and (**E**) body weight loss were determined daily. (**F**) Body temperature, (**G**) glycemia levels and (**H**) lactatemia were measured on 8 dpi. Statistical differences were calculated with the Mann–Whitney *U* test with Holm–Bonferroni correction. ns: *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001. (**B**, **F**–**H**) Each datapoint represents an individual mouse. Asterisks above data points indicate significant differences between infected and non-infected mice, asterisks above a horizontal line show significant differences between infected groups. For (**C**–**E**): mean and SEM of each group is shown. Asteriks indicate significant difference between infected groups. For all graphs, data from two independent experiments. Number of mice for graphs (**B**–**D**): CON: 13 mice, *Pb*NK65 + VEH: 23 mice, *Pb*NK65 + RUX: 19 mice. Source data are available online for this figure.

## Discussion

Disease tolerance is a defense strategy that limits the fitness costs of infection without decreasing the pathogen burden. In this study, we reveal the pivotal role of GR signaling in mediating disease tolerance in malaria. Our previous findings already suggested a protective function for adrenal hormones in 4 different models of malaria, as evidenced by reduced survival rates of adrenalectomized mice upon infection (Vandermosten et al, 2018a). Furthermore, we documented GC resistance in a lethal experimental malaria model and diminished GC responses in leukocytes of severe malaria patients (Vandermosten et al, 2023). Within non-malaria infection models such as sepsis, GCs have also been recognized for their involvement in mediating disease tolerance (Vandewalle et al, 2021; Vettorazzi et al, 2015; Kleiman et al, 2012). However, mechanistic insights and therapeutic interventions to reverse lethal phenotypes remained lacking. Our study now identifies a GR–STAT3 axis that modulates systemic glucose homeostasis and cytokine responses, offering a new therapeutic opportunity.

GCs are important regulators of mammalian glucose homeostasis (Kuo et al, 2015). In patients, hypoglycemia is a defining feature of severe malaria and a frequent metabolic complication (Madrid et al, 2015). It is a key indicator of poor prognosis, especially in *Plasmodium*-infected children and pregnant women. Consistent with our earlier study showing lethal hypoglycemia in adrenalectomized *Plasmodium*-infected mice, we now demonstrate that GR deficiency leads to severe hypoglycemia upon *Pc*AS infection. In both patients and animal models, inducing similar levels of hypoglycemia e.g., through insulin overdose, can lead to functional brain failure and death, as seen in type 1 diabetes (Kaur and Seaquist, 2023; Cryer, 2007). Other studies support the importance of glucose metabolism in determining disease severity in malaria (Wang et al, 2018). Interestingly, GC resistance also increases the risk of developing hypoglycemia in sepsis, which suggests that our findings might also be of relevance for other diseases (Vandewalle et al, 2021).

Using [^18^F]-FDG-PET/MRI, we detected that GR signaling restrains glucose uptake during infection, particularly in the liver and spleen. In other tissues and organs, no major increases in glucose uptake were detected, but because of incomplete GR deletion in the lungs, we cannot fully rule out additional protective effects in the lungs. Moderately increased [^18^F]-FDG uptake in the spleen has also been detected during controlled human malaria infections (Woodford et al, 2021) and increased 2-(N-(7-Nitrobenz-2-oxa-1,3-diazol-4-yl)Amino)-2-Deoxyglucose (2-NBDG, a fluorescent glucose analog) uptake has also been reported in monocytes and splenic T cells during human and murine malaria, respectively (Vandermosten et al, 2023; Miyakoda et al, 2018; de Salles et al, 2023).

Hypoglycemia can arise from either increased glucose consumption or impaired glucose production. GCs are critical to enhance hepatic expression of gluconeogenic genes (Kuo et al, 2015). Although we did not observe clear effects on *G6pc* and *Pck1* expression, we did observe a notable decrease in the expression of *Slc37a4 *in the absence of GR. This gene encodes the glucose-6-phosphate transporter (G6PT) which facilitates the transport of glucose-6-phosphate from the cytoplasm into the lumen of the endoplasmic reticulum, where G6Pc metabolizes it to glucose and phosphate (Cappello et al, 2018). This suggests that GCs help maintain normal blood glucose levels, at least partially through supporting *Slc37a4* transcription. Consistent with our findings, GC regulation of the G6PT has previously been demonstrated in HepG2 and H4IIE cells (Hiraiwa H and Chou JY, 2001). Moreover, deficiencies in G6PT are also seen in glycogen storage disease type 1b, an autosomal recessive disorder marked by hypoglycemia and excessive glycogen accumulation in the liver (Hiraiwa H and Chou JY, 2001). However, in our study, a complete depletion of hepatic glycogen stores was detected in infected GRiKO mice, indicating the involvement of additional glucometabolic pathways. Indeed, we also observed reduced expression of *Ppp1r3b*, a gene encoding a phosphatase that activates glycogen synthase, indicating decreased glycogen production and increased glycogen breakdown upon GR deficiency. Mehta et al, demonstrated that liver-specific *Ppp1r3b* deletion in mice leads to decreased hepatic glycogen, lower plasma glucose and increased glycolytic enzymes expression in mice (Mehta et al, 2017). Consistent with this, we observed a significant increase in the expression of various glycolytic genes in *Pc*AS-infected GRiKO mice. GR-dependent regulation of *Ppp1r3b* expression in the liver was also detected in a study by Praestholm et al, in a mouse model of fasting-refeeding (Præstholm et al, 2021).

Despite the established role of GCs in suppressing insulin secretion, we did not detect any changes in insulin levels during infection or following GR deletion, indicating that severe hypoglycemia in infected GRiKO mice occurs independently of insulin. This aligns with findings in *Pc*AS-infected adrenalectomized mice, in which severe hypoglycemia also develops without significant changes in insulin, and in which treatment with clonidine, a well-known alpha-2 adrenergic agonist that inhibits insulin secretion from pancreatic beta cells, failed to prevent severe hypoglycemia (Vandermosten et al, 2018a). In addition, the profound depletion of glycogen stores in infected GRiKO and adrenalectomized mice, as well as reduced glycogen presence in post-mortem liver sections from malaria patients, further supports the notion of insulin-independent hypoglycemia (Vandermosten et al, 2018a; Brito et al, 1969). A few studies have reported hyperinsulinemia in malaria, however, these were induced by quinine, an anti-malarial drug that stimulates pancreatic beta cells to release insulin (Okitolonda et al, 1987; White et al, 1983). In fact, Kawo et al have shown that in severe falciparum malaria patients who did not receive quinine, hypoglycemia correlates with reduced plasma insulin levels compared to normoglycemic patients (Kawo et al, 1990). Thus, we uncovered a distinct severe glucose dysregulation in malaria infection, differing from viral infections like lymphocytic choriomeningitis virus (LCMV), where the relatively milder hypoglycemia is driven by IFN-γ-stimulated hyperinsulinemia and glycogen stores remain intact (Šestan et al, 2024).

Given the widespread expression of the GR, GCs have the potential to regulate various cell types. To explore whether GCs primarily maintain normal blood glucose levels by suppressing glucose consumption in immune cells, we utilized mice with specific deletions of the GR in T cells and myeloid cells. We also investigated whether the GR deficiency in the liver alone could trigger the development of hypoglycemia by employing mice with hepatocyte-specific GR deletions. Surprisingly, no lethality or hypoglycemia was detected during infection upon cell-specific GR deletion. This contrasts with the strong pro-inflammatory phenotypes observed in various disease models (Vettorazzi et al, 2015; Kleiman et al, 2012; Baschant et al, 2011). Although we cannot fully exclude the influence of incomplete cell-specific knockout in our mice, we postulate that GCs might balance gluconeogenesis and glycolysis during *Plasmodium* infection by modulating crosstalk in multiple cell types or in a yet unknown cell type.

Besides severe hypoglycemia, infection of GRiKO mice was accompanied by markedly elevated cytokine levels, both systemically and within affected tissues, indicating that GC signaling also protects against a cytokine storm during malaria infection. This aligns with the well-documented anti-inflammatory effects of GCs (Cain and Cidlowski, 2017; De Bosscher and Haegeman, 2009), and with our previous findings in malaria-infected adrenalectomized mice (Vandermosten et al, 2018a). A pronounced increase in a variety of cytokines is also a hallmark feature of severe malaria (Moxon et al, 2020; Wilairatana et al, 2022). Moreover, cytokine levels strongly correlated with glycemia upon infection, indicating a tight interconnection between inflammatory and metabolic dysfunction. Consistent with this, our study also revealed an overactivation of the STAT3 pathway in the absence of GR signaling during infection. STAT3 hyperactivation has also been observed in other lethal experimental malaria models (Liu et al, 2013; Shi et al, 2008; Carpio et al, 2020; Chen et al, 2025), and IL-6, a key upstream activator of STAT3, is significantly elevated in severe malaria patients compared to those with non-severe malaria (Wilairatana et al, 2022). Consistent with findings in other conditions where STAT3 has been associated with reduced gluconeogenesis and increases glycolysis (Inoue et al, 2004; Nie et al, 2009; Yucel et al, 2022; Camporeale et al, 2014; Li M et al, 2017), we observed a strong inverse correlation between STAT3 activation and glycemia during *Plasmodium* infection. These findings further link immune dysregulation to metabolic complications. Importantly, our bioinformatic analysis of a published RNAseq dataset suggests that STAT3 activation is one of the hallmark features in severe malaria patients with metabolic dysfunction. This further emphasizes the translational relevance of our findings.

The current guidelines for treating severe malaria patients recommend the use of anti-malarial drugs, such as the artemisinin-based combination therapies (World Health Organization, 2023). Although these drugs are very efficient in killing the parasite, a significant number of patients still succumb to the disease, and there are currently no available adjuvant treatments (Varo et al, 2018). While our data confirm that GCs are protective, previous clinical trials using dexamethasone, a synthetic GC, showed no benefit in cerebral malaria (Warrell et al, 1982; Hoffman et al, 1988). This apparent discrepancy may be explained by GC resistance, which we have documented in both experimental models and patient samples (Vandermosten et al, 2023). With our current study, we propose ruxolitinib as a novel approach for treating severe malaria.

Ruxolitinib treatment ensured the survival of infected GRiKO mice by preventing both lethal hypoglycemia and an excessive cytokine storm. Its protective effect extended beyond GR-deficient models, as ruxolitinib also alleviated clinical symptoms and hypoglycemia in *Pb*NK65-E-infected WT mice. This underscores its relevance for a broader spectrum of severe malaria cases. Interestingly, ruxolitinib has previously been shown to elevate glucose levels in myeloproliferative neoplasms, which are clonal disorders of hematopoietic stem cells driven by gain-of-function mutations in e.g., JAK2 (Nageswara Rao et al, 2019). Despite these glucoprotective effects, the precise mechanisms by which ruxolitinib acts remain to be defined. Ruxolitinib did not alter FDG uptake and had minimal impact on the expression of glycolytic and gluconeogenic genes, aside from a suppression of *Hk1*. These observations suggest that ruxolitinib operates through alternative or downstream pathways not captured by FDG-based assays, potentially involving post-translational regulation of glucose metabolism. Recent evidence shows that GCs also reprogram cellular glucose metabolism via non-genomic activities of the GR, raising the possibility that similar non-genomic mechanisms may be influenced by JAK/STAT3 signaling (Auger et al, 2024). Future studies exploring the non-genomic interplay between GR and STAT3 may reveal key regulatory nodes.

Notably, hypoglycemia in malaria patients is not only observed at hospital admission, but regularly also develops during anti-malarial treatment, where it is then strongly associated with poor outcomes (Chastang et al, 2023; Madrid et al, 2015). Interestingly, a recent study by Chen et al demonstrated that STAT3 remains active in the brains of *Pb*ANKA-infected mice even after 3 days of anti-malarial treatment, despite complete parasite clearance (Chen et al, 2025). These findings highlight the importance of host-directed therapies that address ongoing immunopathology beyond parasite clearance. Given the persistent activation of STAT3 and the emergence of hypoglycemia during treatment, it is highly important to investigate whether co-administration of ruxolitinib with anti-malarial drugs could improve survival in *Plasmodium*-infected mice and malaria patients. Currently, ruxolitinib is already Food and Drug Administration (FDA)-approved for treating myelofibrosis, polycythemia vera, steroid-refractory acute graft-versus-host disease and non-segmental vitiligo (Ostojic et al, 2011; Raedler LA, 2015; Martini et al, 2022; Sheikh et al, 2022). Moreover, a recent study already confirmed the safety and efficacy of ruxolitinib when co-administrated with anti-malarial drugs (Artemether-Lumefantrine) in healthy adults (Chughlay et al, 2022), supporting its feasibility as an adjunctive therapy in clinical malaria.

In conclusion, we reveal that endogenous GCs are critical components of disease tolerance during *Plasmodium* infection. Without reducing pathogen load, GR signaling suppresses JAK/STAT activation, and thereby protects against lethal insulin-independent hypoglycemia and an excessive cytokine storm. Moreover, we identify the therapeutic potential of ruxolitinib, a JAK1/2 inhibitor, in treating malaria-induced hypoglycemia and cytokine storm, advocating for its further investigation as a novel treatment for severe malaria.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Nr3c1^tm2Gsc^Gt(Rosa)26Sor^tm9(cre/ESR1)Arte^ mice	This study	N/A
Homozygous Nr3c1^tm2Gsc^ mice	This study	N/A
Hemizygous Tg^(Alb1-cre)7Gsc^ mice	This study	N/A
Hemizygous Tg^(Lck-cre)1Cwi^ mice	This study	N/A
Hemizygous Lyz2^tm1(cre)Ifo^ mice	This study	N/A
C57BL/6J	Janvier	N/A
**Antibodies**		
CD3 – FITC (clone 145-2C11)	eBioscience	11-0031-81
CD8 – PerCP-CY5.5 (clone 53-6.7)	eBioscience	45-0081-82
CD44 – PE (clone IM7)	Biolegend	103007
NK1.1 – PE-Cy7 (clone PK136)	eBioscience	25-5941-81
CD4 – APC e780 (clone RM4-5)	eBioscience	47-0042-80
B220 – BV786 (clone RA3-6B2)	BD	563894
CD62L – BV711 (clone MEL14)	Biolegend	104445
CD45 – BUV395 (clone 30-F11)	BD	564279
CD45 – FITC (clone 30-F11)	Biolegend	103107
CD11c – PE-Cy7 (clone N418)	Biolegend	117318
F4/80 – PE (clone BM8)	eBioscience	12-4801-82
SiglecF – PE-CF594 (clone E50-2440)	BD	562757
Ly6G – AF700 (clone 1A8)	BD	561236
Ly6C – APC-Cy7 (clone AL-21)	BD	560596
CD11b – eF450 (clone TM-25)	eBioscience	48-0112-80
MHCII – Horizon v500 (clone M5/114)	BD	562366
CD3 – BV650 (clone 17A2)	Biolegend	100229
CD19 – BV650 (clone 6D5)	Biolegend	115541
NK1.1 – BV650 (clone PK136)	Biolegend	108736
Rabbit anti-mouse GR	Cell Signaling Technologies	D8H2
Rabbit anti-mouse Beta-actin	Cell Signaling Technologies	4967
Mouse anti-mouse HRP-tubulin	Thermo Fisher Scientific	BT7R
Rabbit anti-mouse vinculin	Cell Signaling Technologies	E1E9V
Rabbit anti-mouse STAT3	Cell Signaling Technologies	12640
Rabbit anti-mouse STAT1	Cell Signaling Technologies	9172
Rabbit anti-mouse phospho-STAT3	Cell Signaling Technologies	9145
Rabbit anti-mouse phospho-STAT1	Cell Signaling Technologies	9167
Donkey anti-rabbit HRP IgG (H + L)	Jackson ImmunoResearch	AB10015282
**Oligonucleotides and other sequence-based reagents**		
GR1 (GR)	This study	N/A
GR4 (GRflox)	This study	N/A
GR8 (GR wild-type)	This study	N/A
CRE1	This study	N/A
CRE2	This study	N/A
*18S -* mouse	Integrated DNA Technologies	Hs.PT.39a.22214856.g
*18S – Pc*AS parasite	Integrated DNA Technologies	N/A
*G6pc*	Integrated DNA Technologies	Mm.PT.58.11964858
*Hk2*	Integrated DNA Technologies	Mm.PT.58.32698746
*Ldha*	Integrated DNA Technologies	Mm.PT.58.29860774
*Ldhb*	Integrated DNA Technologies	Mm.PT.58.9685691
*Pck1*	Integrated DNA Technologies	Mm.PT.58.11992693
*Pdk4*	Integrated DNA Technologies	Mm.PT.58.9453460
*Pfkfb3*	Integrated DNA Technologies	Mm.PT.58.29645117
*Pfkp*	Integrated DNA Technologies	Mm.PT.58.23785960
*Ppp1r3b*	Integrated DNA Technologies	Mm.PT.58.6871404
*Slc2a1*	Integrated DNA Technologies	Mm.PT.58.7590689
*Slc37a4*	Integrated DNA Technologies	Mm.PT.58.31385792
*Slc16a4*	Integrated DNA Technologies	Mm.PT.58.43799834
*Il1β*	Integrated DNA Technologies	Mm.PT.58.41616450
*Il6*	Integrated DNA Technologies	Mm.PT.58.10005566
*Il10*	Integrated DNA Technologies	Mm.PT.58.13531087
*Tnf*	Integrated DNA Technologies	Mm.PT.58.12575861
*Ifnα*	Integrated DNA Technologies	Mm.PT.58.43426930
*Ifnγ*	Integrated DNA Technologies	Mm.PT.58.41769240
**Chemicals, enzymes, and other reagents**		
4-Aminobenzoic acid sodium salt	Sigma-Aldrich	A6928
Tamoxifen	Sigma-Aldrich	T2859
EZNA tissue DNA kit	Omega BioTek	D3396-00S
Giemsa	VWR	1.09204.1000
Isoflurane	Dechra	2909737
Ruxolitinib phosphate	MedChemExpress	HY-508588
Dolethal	Vétoquinol	1400522
4% paraformaldehyde	TissuePro Technology	PFA04-32R
Mouse Insulin ELISA	Mercodia	10-1247-01
Animal Glucagon ELISA	Mercodia	10-1281-01
Glycogen assay kit	Sigma-Aldrich	MAK016
ACK lysing buffer	Gibco	A1049201
Zombie Aqua Fixable Viability kit	Biolegend	423102
Zombie UV Fixable Viability kit	Biolegend	423108
RNeasy Mini Kit	Qiagen	74106
High-Capacity cDNA Reverse Transcription kit	Applied Biosystems	4368814
TaqMan Fast Universal PCR master mix	Applied Biosystems	4352042
QuantSeq 3′mRNA-Seq Library Prep Kit	Lexogen	015
Phosphatase inhibitor cocktail 2	Sigma-Aldrich	P5726
Phosphatase inhibitor cocktail 3	Sigma-Aldrich	P0044
Protease inhibitor	Roche	11836170001
Pierce BCA Protein Assay Kit	Thermo Fisher Scientific	10741395
10% Tris-Glycin Novex WedgeWell	Thermo Fisher Scientific	XP00102BOX
4-12% Tris-Glycin Novex WedgeWell	Thermo Fisher Scientific	XP04122BOX
Bovine serum albumin	Carl Roth	8076.3
Non-fat dry milk	BioRad	1706404
SuperSignal West Pico PLUS chemiluminescent substrate	Thermo Fisher Scientific	34580
SuperSignal West Femto Maximum Sensitivity Substrate	Thermo Fisher Scientific	34094
InstantBlue® Coomassie Protein Stain	Abcam	Ab119211
**Software**		
Graphpad PRISM (version 9.5.1)	Graphpad	N/A
FlowJo (version 10)	BD	N/A
LAS (version 4.2)	Leica Microsystems	N/A
ImageJ (version 8.0_172)	ImageJ	N/A
R studio	R studio	N/A
PMOD	PMOD Technologies	N/A
**Other**		
OneTouch Verio glucometer	LifeScan	N/A
Lactate Plus meter	Nova Biomedical	N/A
iHealth PT3 infra-red thermometer	iHealth	N/A
Bruker Biospec 70/30 7 Tesla MR scanner with Albira Si PET insert	Bruker Biospin	N/A
IBA 18/9 cyclotron	Ion Beam Application	N/A
GentleMACS Dissociator	Miltenyi Biotech	N/A
BD LSR Fortessa	BD	N/A
Excelsior MS tissue processor	Thermo Fisher Scientific	N/A
HistoStar Workstation	Thermo Fisher Scientific	N/A
Microm HM 355S microtome	Thermo Fisher Scientific	N/A
Leica DM 2000 light microscope	Leica Microsystems	N/A
ABI 7500 Real-time PCR System	Applied Biosystems	N/A
Precellys 24 tissue homogenizer	Bertin Technologies	N/A
HiSeq 4000 sequencer	Illumina	N/A
CLARIOSTAR plus plate reader	BMG Labtech	N/A
Fusion Solo S	Vilber Lourmat	N/A

### Methods and protocols

#### Ethical statement

All experiments at the Rega Institute for Medical Research (KU Leuven, Belgium) were performed according to the regulations of the European Union (directive 2010/63/EU) and the Belgian Royal Decree of 29 May 2013, and were approved by the Animal Ethics Committee of the KU Leuven (License LA1210186, project P154/2016, P174/2024 and P220/2018, Belgium). All experiments at the University of Ulm were approved by the federal authorities for animal research of the Regierungspräsidium Tübingen, Baden-Wuerttemberg, Germany (approved animal experimentation number: 1446) and performed in adherence with the National Institutes of Health Guidelines on the Use of Laboratory Animals and the European Union Directive 2010/63/EU on the protection of animals used for scientific purposes.

#### Mice

In all experiments, infections were performed in male and female mice of 7–10 weeks old. Each experimental control group contained similar numbers of each sex. All mice were housed in a specific pathogen-free (SPF) animal house, in individually ventilated cages with up to five mice per cage and received ad libitum high-energy food (Ssniff Spezialdiäte GMBH). Water was supplemented with 0.422 mg/ml 4-amino-benzoic acid sodium (PABA; Sigma-Aldrich) after infection to facilitate parasite growth.

The GRiKO mice were originally generated by cross-breeding homozygous Nr3c1^tm2Gsc^ mice (often referred to as GR^flox/flox^) with hemizygous Gt(ROSA)26Sor^tm9(cre/ESR1)Arte^ mice to obtain Nr3c1^tm2Gsc^Gt(Rosa)26Sor^tm9(cre/ESR1)Arte^ mice (hereafter referred to as GR WT when Cre-negative and GRiKO when Cre positive) (Rapp et al, 2018; Tronche et al, 1999). The global GRiKO mice were bred in the SPF animal house of the Rega Institute for Medical Research, KU Leuven. When 5–6-week old, GR WT and GRiKO littermates were injected intraperitoneally (i.p.) for 5 consecutive days with 10 mg/kg tamoxifen (Sigma-Aldrich) dissolved in Ethanol:Sunflower oil (1:8). The percentage of C57BL/6 background of WT and GRiKO mice was characterized on genomic tail DNA from 3 GRiKO mice and 3 of their WT littermates via a genome-wide SNP analysis (Taconic Biosciences). The characterization of all SNPs can be found in Dataset EV2. Less than 2,68% of SNPs showed variation between the 6 analyzed mice. Variations in these specific SNPs were present in both Cre^−^ and Cre^+^ mice. Thus, the observed variation is not affecting the comparison between GR WT and GRiKO mice, since in all experiments, littermates were used.

Mice with a cell-specific knockout of the GR under the control of the albumin (Alb), lymphocyte protein tyrosine kinase (Lck) or lysozyme M (LysM) promotor were generated by cross-breeding homozygous Nr3c1^tm2Gsc^ mice with either hemizygous Tg^(Alb1-cre)7Gsc^, hemizygous Tg^(Lck-cre)1Cwi^ or hemizygous Lyz2^tm1(cre)Ifo^ to, respectively, generate GR^AlbCRE^, GR^LckCRE^, GR^LysMCRE^ KO mice (Hua et al, 1994; Clausen et al, 1999; Mueller et al, 2011; Kellendonk et al, 2000; Tuckermann et al, 2007; Baschant et al, 2011). All lines were congenic to C57BL/6, and littermates were used in all experiments. For the experiments where mice are injected with *Pb*NK65-E parasites, 7-8-week-old C57BL/6J mice were purchased from Janvier Labs.

#### Validation of mouse genotype via PCR

The tamoxifen-induced recombination of the loxP locus of the GR was measured by PCR in ear, tail, spleen, liver and/or brain tissue. DNA was isolated using the EZNA Tissue DNA Kit (Omega BioTek). PCR was performed with three primers for GR gene detection and two primers that detect the Cre recombinase gene (Appendix Table S1).

#### Infection and clinical scoring

Infection was by i.p. injection of 10^4^ erythrocytes infected with the *Plasmodium chabaudi* AS (*Pc*AS) strain or the *Plasmodium berghei* NK65 (Edinburgh;*Pb*NK65-E). Both parasites were obtained from the late Prof. D. Walliker (Edinburgh University) (Van den Steen et al, 2010). Clinical parameters including social activity (SA), limb grasping (LG), body tone (BT), trunk curl (TC), pilo-erection (PE), shivering (Sh), abnormal breathing (AB), dehydration (D), incontinence (I) and paralysis (P) were evaluated daily to calculate a total clinical score of disease severity, as previously described (Pollenus et al, 2021). In brief, a disease score was given of 0 (absent) or 1 (present) for TC, PE, Sh and AB and 0 (normal), 1 (intermediate) or 2 (most serious) for the other parameters. The total clinical score was calculated by the following formula: SA + LG + BT + TC + PE + 3*(Sh + AB + D + I + P). Body weight and body temperature were measured as well at the indicated time points. Mice were euthanized when humane endpoints were reached (clinical score of ≥10 or body weight loss of ≥20%) or at indicated time points.

#### Determination of parasitemia, glycemia, lactatemia and anemia

Peripheral parasitemia (percentage of infected RBCs) was determined by microscopic analysis of blood smears after Giemsa staining (VWR). Blood glucose and lactate levels were measured in tail blood with the use of a OneTouch Verio glucometer (LifeScan) and a Lactate Plus meter (Nova Biomedical), respectively. Red blood cell concentration in the tail blood was determined in a Bürker chamber.

#### In vivo [^18^F] fluorodeoxyglucose (FDG) uptake

[^18^F]-FDG uptake in vivo assessment with simultaneous positron emission tomography (PET) – Magnetic resonance imaging (MRI): The [^18^F]-FDG-PET radiotracer was prepared using an IBA 18/9 cyclotron and [^18^F]-FDG-PET synthesis module (Ion Beam Applications). At 10 dpi, mice were injected i.p. with 6.44 ± 0.39 MBq [^18^F]-FDG in 0.9% saline solution. After 45 min of uptake, mice were anaesthetized with 2% isoflurane (Iso-Vet, Dechra) and scanning was initiated 15 min later. Simultaneous [^18^F]-FDG-PET/MRI was performed with a Bruker Biospec 70/30 7 Tesla MR scanner equipped with an Albira Si PET insert (Bruker Biospin). Reconstructed PET images, corrected for decay, were simultaneously acquired and registered with MR images and normalized to injected radioactivity and animal weight to calculate standardized uptake values (SUVs). T_2_-weighted MR images were acquired as previously described (Belderbos et al, 2020). A volume-of-interest (VOI)-based analysis was performed with the PMOD software (PMOD technologies). Spleen VOIs were outlined manually based on the MR images. In the liver, one VOI sphere was placed over the right lobe and one over de median lobe.

[^18^F]-FDG uptake ex vivo assessment with automated gamma counter: At 10 dpi, mice were injected i.p. with 6.44 ± 0.39 MBq [^18^F]-FDG in 0.9% saline solution. After 45 min, mice were anaesthetized with 2% isoflurane (Iso-Vet, Dechra) and sacrificed at specified timepoints for liver and spleen [^18^F]-FDG uptake quantification. Liver and spleen were collected in tared tubes and weighed. Quantification of radioactivity in these organs was performed using an automated gamma counter equipped with a 3-inch NaI(Tl) well crystal coupled to a multichannel analyzer, mounted in a sample changer (Perkin Elmer 1480 Wizard 3q). Counts were corrected for background radiation, physical decay and counter dead time. The values have been expressed in percentage of the injected dose per organ. (%ID; organ activity (MBq)/injected activity (MBq)).

#### In vivo JAK/STAT inhibitor treatment

For in vivo inhibition of JAK/STAT signaling, ruxolitinib phosphate (#HY-508588, MedChemExpress), a JAK1/2 inhibitor, was used. The inhibitor was dissolved in 30% PEG300 and 70% MilliQ (MQ) water (pH: 6.2). Ruxolitinib phosphate (90 mg/kg) was administered to *P*cAS-infected mice twice a day, via oral gavage, from 7 dpi onwards, and to *Pb*NK65-infected mice from 5 dpi onwards.

#### Collection of tissues

Mice were euthanized by i.p. injection of 100 µl of dolethal (Vétoquinol; 200 mg/ml). Blood samples were obtained by cardiac puncture with heparinized (LEO) syringes. Mice were systemically perfused (transcardial route) with 20 ml PBS to remove circulating blood. Organs were collected, weighed, and stored at −80 °C until further analysis. Livers were fixed in 4% paraformaldehyde (TissuePro Technology) for 48 h and stored in PBS for histological analysis. Spleens and livers were further processed for flow cytometry.

#### Plasma insulin and glucagon determination

Blood samples were centrifuged and stored at −20 °C. Plasma insulin and glucagon levels were determined using a Mouse Insulin ELISA (#10-1247-01, Mercodia) and an Animal Glucagon ELISA (#10-1281-01, Mercodia), according to the manufacturer's protocol.

#### Multiplex ELISA plasma

Plasma levels of IL-6, IL-10, IFN-γ, and TNF-α were determined with a custom-designed ProcartaPlex Multiplex immunoassay (Thermofisher), according to the manufacturer’s protocol.

#### Hepatic glycogen measurement

In total, 10 mg of each frozen liver sample was homogenized in 100 µl MQ using the Precellys 24 tissue homogenizer (Bertin Technologies). Then, liver homogenates were boiled for 5 min at 96 °C, centrifuged (13,000 × *g*, 10 min, 4 °C) and supernatants was collected. To determine hepatic glycogen stores, a colorimetric Glycogen assay kit (#MAK016, Sigma) was used to determine hepatic glycogen stores, according to the manufacturer’s protocol.

#### Leukocyte isolation from liver tissue

During dissection, livers were collected in RPMI 1640 (Biowest) + 2% fetal calf serum (FCS) at room temperature (RT). Tissues were dissociated with the GentleMACS Dissociator (Miltenyi Biotec) and mashed through a 70-µm nylon cell strainer (VWR) to obtain single cells. After washing with PBS, pellets were dissolved in 37.5% Percoll and centrifuged (700× *g*, 12 min, at RT). After centrifugation, hepatocytes present in the top layer were first removed and RBC lysis was performed with ACK lysing buffer (Gibco) on the remaining cells (non-parenchymal cells). After the cells were washed with PBS, cells were resuspended in PBS + 2% FCS and live cells were counted in a Bürker chamber with trypan blue (VWR).

#### Cell isolation from spleen tissue

During dissection, spleens were collected in PBS + 2% FCS and kept on 4 °C. Single cells were obtained after mashing the spleen through a 70-µm nylon cell strainer (VWR) followed by treatment with RBC lysis buffer (0.83% ammonium chloride (NH_4_Cl; Acros Organics); 10 mM Tris (Sigma-Aldrich) solution with pH 7.2) at 37 °C for 3 min. After a final wash with PBS + 2% FCS, cells were resuspended in PBS + 2% FCS and live cells were counted in a Bürker chamber with trypan blue (VWR).

#### Flow cytometry analysis

Three million cells per sample were washed with PBS and incubated for 15 min at RT with Zombie Aqua (BioLegend) or Zombie UV (BioLegend), together with Mouse Fc block (#130092575, Miltenyi Biotec). After washing with PBS + 2% FCS + 2 mM EDTA, cells were stained with fluorescently labeled monoclonal antibodies (Appendix Table S2) resuspended in PBS with 1:10 Brilliant stain buffer (BD Biosciences) for 20 min at 4 °C. Cells were washed with PBS and analyzed with a BD LSR Fortessa Flow cytometer (BD Biosciences). Results were analyzed with FlowJo v10 software (FlowJo LLC, BD). Cells were gated according to the strategies in Appendix Figs. S12 and 13.

#### Histological analysis

After fixation, liver tissues were dehydrated by applying increasing ethanol concentrations in the Excelsior MS tissue processor (Thermo Fisher Scientific). Thereafter, tissues were embedded in paraffin with the HistoStar Workstation (Thermo Fisher Scientific) and 5 µm-thick tissue sections were made using with Microm HM 355S microtome (Thermo Fisher Scientific). Tissue sections were stained with hematoxylin and eosin (Abcam) and examined with a Leica DM 2000 light microscope (Leica Microsystems). Pictures were taken with magnification ×40 and captured using the LAS V4.2 software (Leica Microsystems). A blinded scoring system was implemented to quantify liver histopathology. The scoring system was modified from Knackstedt et al and can be found in Appendix Table S3 (Knackstedt et al, 2019). Each parameter received an individual score between zero and three. The total histopathological score for each animal is the sum of all individual scores.

#### RNA isolation and RT-qPCR

Tissues were mechanically homogenized in RLT buffer with the use of the Precellys 24 tissue homogenizer (Bertin Technologies). Next, RNA was extracted with the QIAGEN RNeasy Mini Kit (QIAGEN) according to the manufacturer’s protocol. RNA concentration and purity were evaluated with the CLARIOSTAR plus plate reader (BMG Labtech). cDNA was then synthesized from the extracted RNA by using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems). To detect targeted gene expression levels, TaqMan Fast Universal PCR master mix (Applied Biosystems) was used in combination with specific primers (Integrated DNA Technologies; Appendix Table S4). The relative mRNA expression was determined as 2^-ΔΔCT^, i.e., normalized to the mean 2^-CT^ value of the uninfected control WT mice and to the 2^-CT^ value of the 18S housekeeping gene.

#### Liver RNA sequencing and data analysis

Liver RNA Sequencing (RNAseq) was performed by the Genomics Core UZ Leuven. RNA samples obtained from the liver of three to six individual mice per experimental condition were used. Libraries were prepared with the QuantSeq 3′ mRNA-Seq Library Prep Kit (LexoGen). Single-end sequencing was performed by the HiSeq 4000 sequencer (Illumina). 2 million 50 base pair reads per sample were sequenced. Quality control of raw reads was performed with FastQC v0.11.7. Adapters were filtered with ea-utils fastq-mcf v1.05. Splice-aware alignment was performed with HISAT2 against the reference genome mm10 using the default parameters. Reads mapping to multiple loci in the reference genome were discarded. Resulting BAM alignment files were handled with Samtools v1.5. Quantification of reads per gene was performed with HT-seq Count v0.10.0, Python v2.7.14. Count-based differential expression analysis was done with R-based (The R Foundation for Statistical Computing, Vienna, Austria) Bioconductor package DESeq2. Reported *P* values were adjusted for multiple testing with the Benjamini–Hochberg procedure, which controls false discovery rate (FDR). Genes with a log2 fold change of at least |1| and an adjusted *P* value of <0.05 were considered differentially expressed and selected for further analysis. Normalized counts and DESeq2 results can be found in Dataset EV1. Transcription factor enrichment analysis was performed by using the online Chea3 tool (https://maayanlab.cloud/chea3/) with the ENCODE, ReMap and literature-curated databases.

#### Whole-blood transcriptome analysis: publicly available dataset

Publicly available RNA-sequencing data (accession number E-MTAB-6413) were obtained from the ArrayExpress database (EMBL-EBI). This dataset, originally published by (Lee et al, 2018), contains whole-blood transcriptomic profiles from pediatric malaria patients diagnosed with either cerebral malaria and hyperlactatemia (>5 mM; referred to as CH) or uncomplicated malaria (UM). Differential gene expression analysis was performed to compare CH and UM patient groups. The resulting differentially expressed genes were used for downstream enrichment analyses. Pathway enrichment analysis was conducted using the WikiPathways database through the ShinyGO 0.80 platform. Transcription factor enrichment was performed using the literature-curated ChIP-seq database in the ChEA3 tool. In addition, signal transduction pathway analysis was carried out via the INOH (Integrating Network Objects with Hierarchies) database, also accessed through ShinyGO 0.80.

#### Protein extraction and western blot

For protein extraction, tissues were lysed with modified radioimmunoprecipitation assay buffer (RIPA; (50 mM Tris, 150 mM NaCl, 1%v/v NP40, 0.25%v/v sodium deoxycholate, 1 mM EDTA, pH 7.4) containing protease (#11836170001, Roche) and phosphatase inhibitor cocktails (#P5726 and #P0044, Sigma-Aldrich). Then, samples were homogenized with the Precellys 24 tissue homogenizer (Bertin Technologies) and centrifuged (13,000 × *g*, 30 min, at 4 °C). Total protein concentrations were determined using the Pierce™ BCA Protein Assay Kit (Thermofisher) according to the manufacturer’s instructions. Next, protein samples (25–50 µg per sample) were resolved on SDS-PAGE (4-12% or 10% Tris-Glycin Novex™ WedgeWell™; Thermofisher) and transferred onto nitrocellulose membranes using a wet transfer system. Membranes were blocked in 5% bovine serum albumin (BSA; Albumin Fraktion V, Carl Roth) or 5% non-fat dry milk (NFDM; BioRad) diluted in Tris-Buffered Saline Tween (TBST) buffer for 1 h at RT. Membranes were incubated with primary antibodies (Appendix Table S5) overnight at 4 °C. After washing with TBST buffer, membranes were incubated with donkey anti-rabbit horseradish peroxidase (HRP)-linked secondary antibody (#AB10015282, Jackson ImmunoResearch). To visualize protein bands, membranes were exposed to a chemiluminescent substrate (SuperSignal West Pico PLUS chemiluminescent substrate or SuperSignal West Femto Maximum Sensitivity Substrate; Thermo Fisher Scientific). Protein bands were digitally captured by the Fusion Solo S (Vilber Lourmat). Next, membranes were stripped with stripping buffer (0.1 M glycine; pH 2.8) and stained for total protein content with InstantBlue® Coomassie Protein Stain (Abcam). For semiquantitative analysis, immunodetected protein band intensities were measured using ImageJ software and normalized towards housekeeping protein expression or total protein content, as indicated.

### Statistical analysis

The data were analyzed using GraphPad PRISM software (version 9.5.1). To determine statistical differences between groups, the nonparametric two-tailed Mann–Whitney *U* test was performed, followed by the Holm–Bonferroni correction for multiple testing. Significance levels for the survival curves were calculated with the Log-rank (Mantel–Cox) test. *P* values were indicated as follows: *P < 0.05, **P < 0.01, and ***P < 0.001. For bar graphs, the bar indicates the median, and each datapoint represents an individual mouse. For line graphs, the mean and standard error of the mean (SEM) are shown, or the longitudinal measurements of an individual mouse. Statistical differences compared to the corresponding uninfected control group are indicated with an asterisk above the individual data sets and horizontal lines with an asterisk on top indicate significant differences between groups. For correlation analysis, the nonparametric two-tailed Spearman correlation was calculated.

## Supplementary information

Appendix

Peer Review File

Data Set EV1

Data Set EV2

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Source data Fig. 9

Source data Fig. 10

EV and Appendix Figures Source Data

Expanded View Figures

## Data Availability

The RNAseq dataset produced in this study has been deposited in the NCBI Gene Expression Omnibus database under accession number: GSE268268. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-025-00264-w.

How the deposited data were processed for this re-analysis (not part of the article)

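Whole liver RNA of 18 mice was analysed at 10 dpi, from 4 CON WT, 4 CON GRiKO, 4 PcAS WT and 6 PcAS GRiKO mice. Each library carries the identifier of its sample, and conditions and mouse numbers were taken from the sample titles. The labels do not tell which PcAS GRiKO mice were hypoglycemic and do not give the sex of the mice, so neither was used as a condition. The authors prepared QuantSeq 3′ libraries, sequenced single-end reads, checked them with FastQC, filtered adapters with fastq-mcf, aligned to mm10 with HISAT2, discarded reads mapping to multiple loci, and counted reads per gene with HTSeq-count. The paper's text does not name the annotation or the strand setting of the counting. The signal values used here are normalized counts that the authors made before deposition by dividing the reads of each of 18063 genes by the DESeq2 size factor of the library. Dividing each library by its smallest value above 0 gave whole numbers for 100% of the values within 0.001, and these were used as reads where a model of counts was fitted.

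Reads on genes were between 392118 and 5820686 per library. In CON WT mouse 2, the library with the fewest, a single read stands for 9.31 normalized counts, so that genes with few normalized counts rest on single reads in that library. Intervals for counts are exact Poisson intervals at 95% and cover counting error only, since the libraries carry no molecular identifiers that were used here. No 2 libraries were copies of each other. Gene symbols were matched to GENCODE M21 on GRCm38, the same assembly as mm10. Of the 18063 symbols 16847 (93.3%) were found, and coordinates are given only for these.

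The comparisons were CON GRiKO against CON WT, PcAS WT against CON WT, PcAS GRiKO against CON GRiKO, PcAS GRiKO against PcAS WT, and the interaction of infection and genotype. Each pair of groups was fitted on its own with limma 3.58.1 (trend) in R 4.3.3 on log2(normalized count + 1), over genes with a mean normalized count of at least 10 in the libraries compared. The interaction used all 4 groups. P was adjusted by Benjamini-Hochberg, and DEGs had a log2 fold change of at least 1 in either direction and an adjusted p under 0.05, the thresholds of the paper's methods. Differences of single genes and of list means were also tested by exact permutation of the group labels over all splits. For list means and Nr3c1 the means compared were on the log2 scale, and for the other single genes they were of normalized counts. Principal components were computed on the 500 most variable genes, centred and not scaled. All tests were two-sided.

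Lists of genes were compiled from general knowledge for glycolysis, gluconeogenesis, STAT3 targets, GR targets, and markers of T cells, B cells, NK cells, neutrophils, monocytes and macrophages, Kupffer cells, hepatocytes and erythroid cells. The 33 genes of Fig. 4B were copied from the paper. The comparisons, the lists, the thresholds and the alternatives were set before the deposited counts were analysed. Exceptions were a hypoxia list and the alternatives for the cell markers, which were added later. Lists were tested with camera at an inter-gene correlation of 0.01, adjusted over the 12 lists tested in PcAS GRiKO against PcAS WT livers. A planned list and 2 genes that the rule for named genes covers are not reported here. The GR target list was tested on its own in uninfected livers. A list mean is the mean over its genes of log2(normalized count + 1) minus the CON WT mean of the gene.

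Genes named in the text are those the study names for its liver RNA sequencing or measures in liver by qPCR, the members of a list whose result is given, and, in each comparison, the 5 DEGs with the largest positive and the 5 with the largest negative log2 fold change. The last were taken from DEGs whose libraries did not overlap between the groups, with no such rule for the interaction. Parts of the paper's own result tables had been seen when this rule and the lists were written, among them values of 2 STAT3 targets, Il1rn and Saa2. When the rule was written, the rows seen included those of Fig. 4A that hold the paper's 819 DEGs. The rule and the lists were therefore not made blind to results from these libraries. Genes named outside the rule are named as such.

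The alternatives were pseudocounts of 0.5 and 10, no filter on low values, a minimum mean of 50, quantile normalization, all 4 groups in one fit, array weights, a covariate for libraries with high Xist, the mouse number as a block, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the recovered reads, fry, camera with an estimated correlation, and each library left out in turn. A library counted as high in Xist above 0.5 of the highest value. For the principal components all genes of a mean of at least 10, a pseudocount of 10 and scaling to unit variance were tried. Each count or list result was also recomputed for other splits of the same libraries into groups of the same sizes, over all 35 splits for 4 against 4 libraries and over 100 random splits otherwise.

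The tests were run on simulated reads with the same group sizes and depths, in which 200 genes were changed by 2 or 3 log2 units. Of the changed genes that passed the filter on low values, limma recovered 90.5% for CON GRiKO against CON WT with 2 false calls, 94.9% for PcAS WT against CON WT with 2, 98.5% for PcAS GRiKO against CON GRiKO with 4, 100% for PcAS GRiKO against PcAS WT with 3, and 89% for the interaction with 10. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The ChEA3 analysis, the qPCR, western blot and glycemia measurements of the study were not analysed here, and no correlation with glycemia was computed, since the libraries are not labelled with it.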

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

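The tests on mixed reads, counting noise, mislabelling, an immune response and shallow reads in this part were chosen only after the results were seen, while the counts over other splits were not.

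In 60 groups of libraries and measures, 5 had a mouse far from the others of its group by Dixon's test. Chance alone gives about 5%, or 1 in 20 groups, so that single cases among the 5 carry little weight.

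CON WT mouse 2 stood apart from the 3 other CON WT mice on PC3, with a score of 29.0 against at most 1.054. It did so again for Slc16a3, with 83.8 normalized counts from 9 reads, against at most 16.2. In data that the paper does not discuss, the same library held transcripts that infection induces. For 63 genes that infection raised by at least 4 log2 units in GRiKO mice, to a mean of at least 100 normalized counts, its median level was 14.3% of the infected mean. In the 7 other uninfected livers this level was at most 5.62%. It held 1533 reads of these genes, where 324 were expected at the level of the other CON WT livers. It also held 22 reads of Xist beside 23 reads of the Y-linked Ddx3y. Of the 63 genes 57 were above all 3 other CON WT livers, or 90.5% where chance gives 25%, which argues against counting noise in a shallow library. A mislabelled infected liver is argued against by the level of these genes, which was at least 49.3% in each infected liver. An immune response of that mouse alone would leave Xist as in the other livers with low Xist. Its Xist reads came to 56.1 CPM (scaled to equal reads on genes), with a lower bound of 35.2, against at most 5.62 in the 8 others. Reads of the other libraries mixed into this one would have to make up 22.5% of its reads by the infection-induced genes. By Xist they would have to make up 26.6% (95% exact Poisson interval 16.6% to 40.2%). The share from the infection-induced genes together lies within this interval. The median of the shares that the 63 genes need one by one, 16.56% (quartiles 10.7% and 22.1%), lies just below its lower end of 16.64%. Mixed reads may explain these transcripts and Xist in part or whole, as a hypothesis found and tested on the same library. They do not account for genes that were higher in this library than in any other, of which these were named after their values were seen: Serpina1a (76040.7 normalized counts against at most 13831.9), 1700052N19Rik (9960.0 against 1145.5), Pck1 (2085.1 against 1063.9), Tat (409.6 against 195.1) and Sds (148.9 against 62.3). They were found among the genes tabulated by library, where Fkbp5, Elane and Eif2s3y were also more than 1.5 times the next library, and the remaining genes were not searched. The step at which reads would have been mixed was not tested, and no biological explanation beyond the immune response was tested. Without this library the DEGs between PcAS WT and CON WT livers numbered 1549, those between CON GRiKO and CON WT livers 4, and the interaction 136.

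Slc37a4 in CON WT mouse 3 was at 285.9 normalized counts, below the other CON WT mice, the next of which was at 339.4. No explanation was tested. The value is above all 4 CON GRiKO and all 6 PcAS GRiKO values.

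PcAS GRiKO mouse 3 had the lowest mean of the gluconeogenesis list, at -1.19 where the next mouse was at -0.87. It also had the lowest mean of a hypoxia list, at 0.258 where the next was at 1.49. The hypoxia list was compiled after the data were seen. A mislabelled or mixed PcAS WT liver is argued against by its Nr3c1 count of 18.4, the lowest of the PcAS GRiKO livers, while PcAS WT livers had at least 89.1. A shallow library is argued against by its reads on genes, since 2 PcAS GRiKO libraries had fewer and did not stand apart. The paper counts 3 normoglycemic mice in this group, and glycemia stays open as a difference between these mice, since the labels do not give it.

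The effect of the genotype differed between infected and uninfected livers in 170 genes by the interaction term of limma, which is a test of the difference itself. Over splits of the labels 1 of 100 was as large, the real one included, and the largest other count was 2. The count fell to 16 with the mouse number as a block and was between 35 and 346 when single libraries were left out, so that the number of genes is not well determined. Reads on genes differed little between the 3 groups other than CON WT, whose median was the lowest, and a test of depth as an explanation was not run.

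Ighg2c, a gene the paper does not discuss, had a mean of 131.5 normalized counts in PcAS GRiKO livers, where the CON GRiKO mean was 1.47, the PcAS WT mean 2.46 and the CON WT mean 17.2 (5.50 to 46.5). Each CON WT liver was above each CON GRiKO and PcAS WT liver, which adds to the interaction term. Mouse 1 had 456.7, and the 5 others between 39.1 and 107.1. Without mouse 1 the log2 fold change against PcAS WT was 4.28. Immunoglobulin genes are near-identical to each other and reads mapping to multiple loci were discarded, to an extent that was not measured. No explanation was tested.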

How the results depend on the processing

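Of the tests in this part, the alternatives for the cell marker lists were chosen only after the data were seen.

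Over 19 main results 328 values under alternatives kept their direction and their side of the threshold, or stayed within 1.5 times the count. Another 48 counts moved further, 13 results became weaker, 1 became stronger and 0 were reversed. Over 59 results of single genes 692 of 733 values (94.4%) were unchanged in this sense, 30 were weaker, 9 stronger and 2 reversed. Except where a cause is given, the cause was not tested.

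The reversed values were those of Pck1, which was not a DEG, at 0.00565 with array weights and from -0.154 to 0.126 when single libraries were left out.

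With fry in place of camera the p of the GR target list in uninfected livers was 0.152. With an estimated correlation it was 0.182, and the adjusted p of the glycolysis list and of the STAT3 targets was 0.0557 each. Of the cell marker lists 0 passed with an estimated correlation, where 2 had passed.

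A minimum mean of 50 normalized counts leaves fewer genes to test. It gave 699 DEGs for PcAS WT against CON WT, 1322 for PcAS GRiKO against CON GRiKO and 317 for PcAS GRiKO against PcAS WT, 242 higher and 75 lower. It left 17 of the genes of Fig. 4B called and a p of 0.764 for the GR target list, and no value for Pdk4. With a pseudocount of 10 the genes lower in PcAS GRiKO than in PcAS WT livers were 83. Without the filter 10 genes of Fig. 4B met the rule for change only in infected GRiKO livers.

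The DEGs between CON GRiKO and CON WT livers numbered 2 with quantile normalization, 2 with the Xist covariate, 2 with the mouse number as a block, 9 with edgeR, 31 with array weights, 35 with all 4 groups in one fit and 49 with DESeq2. The interaction counted 326 genes with quantile normalization, 323 with array weights and 384 with DESeq2, and has no separate value with all 4 groups, which it always uses. For PcAS GRiKO against PcAS WT, all 4 groups in one fit gave 279 higher genes, array weights 222 lower and DESeq2 208 lower. DESeq2 gave 10 genes of Fig. 4B that changed only in infected GRiKO livers. Over all genes with a mean of at least 10, the pseudo-F of uninfected WT against GRiKO livers was 1.43 and passed the threshold.

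The mouse number as a block uses 4 of the 6 PcAS GRiKO livers. It gave 281 higher genes, 16 genes for the interaction and 3 of the genes of Fig. 4B. The numbers were not taken to pair the mice, since the deviations of equal numbers from their group means correlated between -0.16 and 0.31. In the groups of 4 mice numbers 1 and 2 were low and numbers 3 and 4 high in Xist.

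When single libraries were left out, the DEGs between CON GRiKO and CON WT livers ranged from 0 to 4. The Nr3c1 log2 fold change ranged from -2.47 to -2.19 in uninfected and from -1.81 to -1.51 in infected livers. The p of the GR target list ranged from 0.000498 to 0.166, and was above 0.05 without CON WT mouse 1 (0.107), CON WT mouse 2 (0.166), CON GRiKO mouse 1 (0.0525) or CON GRiKO mouse 2 (0.0866). DEGs for PcAS WT against CON WT ranged from 736 to 1549, for PcAS GRiKO against CON GRiKO from 2312 to 2720 and for PcAS GRiKO against PcAS WT from 424 to 802. The lower genes of the last ranged from 84 without PcAS WT mouse 2 to 222 without PcAS GRiKO mouse 3. The interaction ranged from 35 to 346. It was beyond 1.5 times its count without CON WT mouse 1 (346), CON GRiKO mice 1 (68), 2 (102) and 3 (35), PcAS WT mice 1 (52), 2 (62), 3 (40) and 4 (60), and PcAS GRiKO mice 1 (71), 2 (102), 3 (273), 5 (55) and 6 (64). The genes of Fig. 4B that were called ranged from 24 to 32 and those changed only in infected GRiKO livers from 5 to 8. The adjusted p ranged from 3.51e-13 to 1.15e-11 for glycolysis, from 0.494 to 0.998 for gluconeogenesis and from 1.41e-12 to 2.63e-10 for the STAT3 targets. The pseudo-F ranged from 23.0 to 28.0 for infection, from 4.75 to 7.66 for the genotype in infected and from 1.04 to 1.58 in uninfected livers.

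Other splits of the same libraries tell how often a result as large arises by chance. Few were as large for the DEGs of PcAS WT against CON WT (1 of 35, the real one included) and of PcAS GRiKO against CON GRiKO (1 of 100). The same held for PcAS GRiKO against PcAS WT (2 of 100), its higher genes (1 of 100) and its lower genes (3 of 100). It also held for the glycolysis list (1 of 100) and the STAT3 targets (3 of 100). These shares are not adjusted over the results. Another split gave 488 lower genes, where the real count was 137. For the STAT3 targets another split gave a camera p of 3.75e-13, where the real one was 2.13e-12. For the called genes of Fig. 4B (1 of 100) and those changed only in infected GRiKO livers (1 of 100) the counts decide nothing, since the study chose these genes on the same libraries. Chance cannot be excluded for the DEGs between CON GRiKO and CON WT livers (3 of 35), the GR target list (11 of 35), the gluconeogenesis list (67 of 100) and the number of cell marker lists (48 of 100). Of the single marker lists, neutrophils had 1 of 100 and hepatocytes 2 of 100 splits as large and the 6 others from 34 to 99 of 100, without adjustment over the 8 lists. In uninfected livers the largest count of another split, 12, came from the split of livers with high from those with low Xist. In infected livers the split with more DEGs than the real one, 720, put PcAS GRiKO mice 2 and 3 with the PcAS WT mice.

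Depth limits what can be said of genes with few reads. Il6, Il10 and Ldhb were nearly unread, and values of CON WT mouse 2 move in steps of 9.31 normalized counts.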

Differences from the paper's values

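For genes lower in PcAS GRiKO than in PcAS WT livers the paper's count is 207 and the count here 137. Of the alternatives set before the data were examined, the counts without the filter (169), with quantile normalization (172), array weights (222), the Xist covariate (187), edgeR (160) and DESeq2 (208) fell within 1.5 times the paper's. So did those without PcAS GRiKO mouse 2 (164) and mouse 3 (222). The others did not: pseudocounts of 0.5 (137) and 10 (83), a minimum mean of 50 (75), all 4 groups in one fit (118), the mouse number as a block (105) and each other library left out.

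For reads per sample the paper's value is 2 M, and the median of the reads on genes here was 4.14 M. No alternative bears on this value.

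For CON GRiKO against CON WT the paper's table holds 47 genes past its thresholds, and 1 gene passed here. All 4 groups in one fit (35) and DESeq2 (49) came within 1.5 times the paper's count. Array weights (31), edgeR (9) and all other alternatives did not.

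For Pdk4 in PcAS GRiKO against PcAS WT livers the paper's log2 fold change is 4.97 (standard error 0.94) and the value here 3.65. The pseudocount of 0.5 (4.42), edgeR (4.75) and DESeq2 (4.97) came within the error. Leaving out PcAS WT mouse 1 gave 4.07, also within the error. The other PcAS WT livers had 0 normalized counts of Pdk4, so that this value depends on the pseudocount and decides nothing. The pseudocount of 10 (1.33), no filter, quantile normalization (3.23), all 4 groups in one fit, array weights (3.78), the Xist covariate, the mouse number as a block (3.41) and the other libraries left out did not, where they gave a value.

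For Ighg2c the paper's log2 fold change is 5.69 (standard error 0.86) and the value here 4.76. The pseudocount of 0.5 (5.01), the mouse number as a block (5.27), edgeR (5.60) and DESeq2 (5.69) came within the error. So did leaving out PcAS WT mouse 1 (4.92) or 2 (4.88) and PcAS GRiKO mouse 2 (4.83), 5 (4.94) or 6 (4.98). The pseudocount of 10 (3.00), no filter, a minimum mean of 50, quantile normalization (4.49), all 4 groups in one fit, array weights (4.52), the Xist covariate and the other libraries left out did not.

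For Ppp1r3g the paper's log2 fold change is 5.56 (standard error 1.32) and the value here 3.43. Only edgeR (5.31) and DESeq2 (5.56) came within the error, and the other alternatives did not, among them the pseudocounts of 0.5 (4.03) and 10 (1.42) and array weights (3.98).

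The paper states that most of the glucometabolic genes changed exclusively in infected GRiKO mice. By the whole rule 6 of the 28 genes tested did so. By its weaker form, a difference from each of the 3 other groups, 18 of the 28 did. Over the alternatives these counts ran from 3 to 10 and from 13 to 24.

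The paper lists all genes of Fig. 4B as DEGs. With limma Dyrk2, Src, Foxk1, Obp2a and Pmaip1 were not called. DESeq2 called all 33. Array weights called Dyrk2, Src and Foxk1, edgeR called Src and Foxk1, the Xist covariate called Src, and limma without the filter called Obp2a and Pmaip1.

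The paper places Slc16a3 and Pfkp among the top upregulated genes. By log2 fold change they ranked 54 and 162 of 438 upregulated genes here, and by p they ranked 6 and 9 of all genes tested.

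The paper states that G6pc showed no significant change by qPCR, while it lists the gene among the DEGs of Fig. 4B. Here G6pc was a DEG by sequencing, with a log2 fold change of 1.53, and its adjusted p of 0.0118 stayed between 0.000887 and 0.0490 over the alternatives. Pck1, also without significant change in that qPCR, was not a DEG. Whether the same mice were measured was not determined.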

Other observations

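The tests on the hepatocyte share and on the relations between lists in this part were chosen only after the results were seen.

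The marker lists of 8 cell types were tested in PcAS GRiKO against PcAS WT livers with camera. Neutrophil markers were higher (median log2 fold change 1.99, adjusted p = 3.83e-04; fry, 0.00232; estimated correlation, 0.141). They rest on 3 genes of 7, Retnlg, S100a8 and S100a9, all 3 of them DEGs. Hepatocyte markers were lower (median -0.68, adjusted p = 1.48e-05; fry, 2.20e-04; estimated correlation, 0.0519), with Ass1 and Cps1 as DEGs among 9 genes tested. The others were not called in the main analysis: monocytes and macrophages (median 0.27, adjusted p = 0.0601), T cells (0.28, 0.272), Kupffer cells (-0.33, 0.350), NK cells (0.33, 0.467), B cells (0.41, 0.521) and erythroid cells (0.15, 0.908). Under alternatives 2 of these were called. Kupffer cell markers were lower with the mouse number as a block (median -0.57, adjusted p = 0.00680, 3 of 6 genes DEGs). Monocyte and macrophage markers were higher without the filter (adjusted p = 0.0196) and without PcAS WT mouse 3 (0.0367), PcAS WT mouse 4 (0.0243) or PcAS GRiKO mouse 2 (0.0192). For erythroid cells the median and the mean of 0.11 were positive while camera gave the direction as lower and fry as higher. Uninfected WT livers also expressed 2 of the neutrophil, 7 of the monocyte and macrophage and 6 of the Kupffer cell markers at a mean of at least 10.

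A lower share of hepatocytes alone would raise the markers of all other cell types alike. Neutrophil minus Kupffer cell markers, as list means, ranged from 2.18 to 3.43 in PcAS GRiKO and from 0.317 to 1.06 in PcAS WT livers, a difference of 2.36 (exact permutation test, p = 0.00476). A lower hepatocyte share alone therefore does not account for the marker lists. Whether it contributed to the higher glycolysis list stays open, since the test did not involve that list and several cell types may change together. The hepatocyte list mean differed by -0.57 between PcAS GRiKO and PcAS WT livers, with 6 of 6 PcAS GRiKO livers below all PcAS WT livers (exact permutation test, p = 0.00476). A rise of neutrophils or of another cell type that uses glycolysis may still contribute.

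Among the 6 PcAS GRiKO livers the glycolysis mean was compared with other list means, none of which shares a gene with it, and p was adjusted over 4 relations. Pearson's r was 0.930 for a hypoxia list compiled after the data were seen (exact permutation p = 0.0208, adjusted 0.0583; Spearman 0.8286). It was 0.836 for neutrophils (exact permutation p = 0.0292, adjusted 0.0583) and 0.628 for STAT3 targets (exact permutation p = 0.179). Without the 2 mice that weighed most, r was 0.772, -0.147 and -0.365. None of these passed after adjustment, so that the hypoxia, neutrophil and STAT3 target lists cannot be told apart with 6 livers. The hypoxia list itself, with 18 of its 20 genes, was 1.37 higher in PcAS GRiKO than in PcAS WT livers, in 6 of 6 livers (exact permutation test, p = 0.0190).

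In uninfected GRiKO livers the STAT3 targets differed between mice, with list means of 0.35, -0.49, 0.91 and 1.35 for mice 1 to 4. Lcn2 and Saa1, chosen after their values were seen, had at most 108.5 and 3398 normalized counts in mice 1 and 2, and at least 927.6 and 26884 in mice 3 and 4. No explanation was tested.

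In infected livers 5 of the 10 GR targets were DEGs between the genotypes, Mt1 and Mt2 higher and Fkbp5, Tsc22d3 and Zbtb16 lower in PcAS GRiKO mice, with a median of 0.24 over the list.

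DESeq2 on the recovered reads gave log2 fold changes within 0.00091 of the paper's table for PcAS GRiKO against PcAS WT (1998 genes), within 0.0026 for PcAS WT against CON WT (198 genes) and within 0.00014 for CON GRiKO against CON WT (1998 genes). In the first it called 819 genes, of which 808 are among those called in the paper's table. Without CON WT mouse 2 the difference in the last was up to 1.39.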
